# Parenchymal cues define Vegfa-driven venous angiogenesis by activating a sprouting competent venous endothelial subtype

**DOI:** 10.1038/s41467-024-47434-x

**Published:** 2024-04-10

**Authors:** Laetitia Préau, Anna Lischke, Melanie Merkel, Neslihan Oegel, Maria Weissenbruch, Andria Michael, Hongryeol Park, Dietmar Gradl, Christian Kupatt, Ferdinand le Noble

**Keywords:** Angiogenesis, Organogenesis, Pattern formation

## Abstract

Formation of organo-typical vascular networks requires cross-talk between differentiating parenchymal cells and developing blood vessels. Here we identify a Vegfa driven venous sprouting process involving parenchymal to vein cross-talk regulating venous endothelial Vegfa signaling strength and subsequent formation of a specialized angiogenic cell, prefabricated with an intact lumen and pericyte coverage, termed L-Tip cell. L-Tip cell selection in the venous domain requires genetic interaction between vascular Aplnra and Kdrl in a subset of venous endothelial cells and exposure to parenchymal derived Vegfa and Apelin. Parenchymal Esm1 controls the spatial positioning of venous sprouting by fine-tuning local Vegfa availability. These findings may provide a conceptual framework for understanding how Vegfa generates organo-typical vascular networks based on the selection of competent endothelial cells, induced via spatio-temporal control of endothelial Kdrl signaling strength involving multiple parenchymal derived cues generated in a tissue dependent metabolic context.

## Abstract (web summary)

Organs develop unique vascular architectures to support physiological functions. Here, authors show that organo-typical vascular networks may arise from specific parenchymal cues activating unique endothelial subtypes and angiogenic sprouting processes.

## Introduction

During evolution, vertebrates developed intricately branched vascular networks that perfuse organs according to a form follows function principle. In this optimization model, the spatial vessel organization is governed by cross-talk between vascular structures and the surrounding tissues, and involves integration of local metabolic and hemodynamic cues^1–3^. However, the molecular and cellular substrates that add organ specificity to the vascular growth and patterning process are largely unknown^2,3^. Vascular endothelial growth factor (Vegf) and its receptors Vegf-receptor-2/Kdr and Vegf-receptor-1/Flt1 are key-regulators of developmental angiogenesis and branching remodeling in most organs including pancreas, liver, skeletal muscle, heart, brain and peripheral nervous system^4,5^. How this relatively limited set of molecules can account for the great diversity in organ vessel patterning is unknown but considered clinically relevant for designing organo-typical pro- and anti-angiogenic therapies^1,2,6^. Here we addressed the molecular basis accounting for heterogeneity in angiogenic remodeling processes and the contribution of parenchymal cues herein by systematic screening of sprout remodeling in zebrafish with a Vegf gain of function scenario.

Vegf is best known for promoting sprouting angiogenesis^7,8^. Sprouting angiogenesis relies on a migratory endothelial tip cell guiding the vessel sprout at the forefront, and trailing proliferative stalk cells that elongate the sprout and form the sprout lumen^8,9^. The reference model explaining the specification of tip versus stalk cell involves a Vegfa-Kdr-Dll4-Notch-mediated lateral inhibition mechanism which describes sprouting in a number of systems most notably the neonatal mouse retina and zebrafish embryo trunk vasculature^10–14^. Vegfa and activation of endothelial Notch are furthermore implied in arterial specification of endothelial cells^15–17^ and in directing tip-derived endothelial cells into developing arteries involving downstream activation of Cxcr4, implicating that Vegfa-Dll4-Notch signaling couples sprouting angiogenesis with artery formation^18–20^. Notch function in sprouting angiogenesis however, shows regional organo-typical differences: e.g. while in the neonatal retina Notch acts as a negative regulator of tip cell selection, in developing bone Notch acts as a positive regulator of angiogenesis to promote bone growth^21^.

Single cell sequencing studies suggest a thus far underappreciated role for venous derived endothelial cells in the formation of organo-typical vascular networks and vascular remodeling in (pathological) conditions characterized by excessive Vegf ^22–27^. However, the specific functional and molecular mechanisms of how venous endothelial cells integrate specific local tissue cues to achieve organo-typical sprouting angiogenesis remain to be elucidated. Sprouting angiogenesis involves complex endothelial cell behaviors that can be studied at single cell resolution in the vasculature of the developing zebrafish embryo^28^. In vivo imaging of zebrafish embryos with a Vegfa gain of function scenario shows that upon Vegfa, sprouts preferentially emanate from trunk intersegmental veins, not from intersegmental arteries^29,30^. These observations are intriguing as loss of function studies have previously shown that Vegfa is essential for primary artery sprouting, and Vegfc-Flt4 signaling for venous sprouting events^31^. The open questions are what determines Vegfa sprouting responsiveness in venous endothelial cells, and are there differences between the molecular and cellular processes that govern Vegfa-driven sprouting in the arterial versus the venous domain. Moreover, venous sprouting upon Vegfa is spatially restricted to the dorsal aspect of intersegmental veins, a domain that is in close contact with the developing spinal cord neural system^29,30^. Ablation of spinal cord radial glia cells^30^ or neural cell specific inactivation of *flt1*^29^ phenocopies venous hypersprouting as observed upon Vegfa suggesting that neural cells of the juxta-posed parenchyma may provide local instructive cues determining the spatial positioning of Vegfa-driven venous sprouting events. Still unresolved is how such parenchyma derived cues determine local Vegf bio-availability and venous Kdrl signaling strength to promote venous sprouting specifically at the neuro-vascular interface^29,30,32^.

Here, by analyzing zebrafish mutant embryos with a Vegfa gain of function scenario we find that Vegfa induced venous sprouting requires genetic interaction between Apelin-receptor-a (*aplnra*) and Kdrl to promote Vegfa signaling strength in a specific subset of venous endothelial cells. These venous cells migrate, in a blood flow dependent manner from the ventral to the dorsal aspect of venous ISVs, where they become juxta-posed to Vegfa and Apelin producing spinal cord neural cells of the surrounding parenchyma and subsequently start to form a lumenized sprout. Loss of neural *apln* abrogates this process. We show that the venous endothelial cell selected for sprouting, here termed lumenized tip cell (L-Tip cell), increases in size involving activation of the GEF Trio, and remodels into a unicellular, lumenized and pericyte covered long-range anastomotic connection with an arterial ISV. After connecting with the arterial ISV, a perfused anastomotic vessel network forms at the level of the spinal cord. Unlike Vegfa-driven arterial sprouting, Vegfa induced sprout selection in the venous domain occurs independent of Dll4-Notch. We furthermore show that Vegfa induced venous sprouting requires expression of endothelial cell specific molecule-1 (*esm1*) by spinal cord neural cells. *Esm1* is upregulated in *flt1*^*−/−*^ and Esm1 is regarded as a competitive antagonist for Vegfa binding to the extracellular matrix (ECM)^33^. Consequently, expressing *esm1* and thereby masking potential Vegfa binding sites in the parenchymal ECM, effectively increases Vegfa availability, whereas loss of *esm1* and increasing ECM binding, decreases Vegfa. In line with this we show that loss of (neural) *esm1* specifically inhibits ectopic venous sprouting in embryos with a Vegfa gain of function scenario including *flt1*^*−/−*^ and *vhl*^*−/−*^ mutants, whereas neural specific overexpression of *esm1* augments the extent of venous sprouting and anastomosis formation.

We conclude that Vegfa-driven venous sprouting involves a specific vein—parenchymal cross-talk mechanism regulating local Vegfa availability and angiopotential of venous *aplnra-kdrl* co-expressing endothelial cells. Such findings may provide a conceptual framework for understanding how Vegfa may generate organo-typical vascular networks based on the selection of specific venous angiogenic endothelial cells that are activated via spatio-temporal control of endothelial Kdrl signaling strength involving multiple parenchymal cues generated in a tissue dependent metabolic context. These observations may open new therapeutic avenues for selective vascular targeting approaches based on tissue specific modulation of Vegf levels.

## Results

### Vegf gain of function induces venous sprouting involving lumenized tip cells

We addressed tissue specific angiogenic remodeling events by systematic analysis of mutants with a Vegfa gain of function scenario (Fig. 1a–c; Supplemental Fig. 1p, q)^29^. In vivo confocal imaging of trunk vascular remodeling in *flt1*^*−/−*^ and *vhl*^*−/−*^ mutants showed ectopic angiogenic sprouts emanating from the dorsal aspect of intersegmental veins (vISV) at the level of the spinal cord (Fig. 1b, c). Based on the spatio-temporal differences with previously reported Vegfa-driven primary sprouting (which gives rise to aISVs) and Vegfc driven secondary sprouting (which gives rise to vISVs and lymphatics) events in the trunk^32^, we termed this process tertiary sprouting. Tertiary sprouts emanated from the dorsal aspect of venous ISVs, extended along the spinal cord, and connected with an arterial ISV to form a perfused anastomotic vessel segment (Fig. 1d, e); such anastomotic connections were not observed in WT embryos (Fig. 1b, c).

**Fig. 1:**
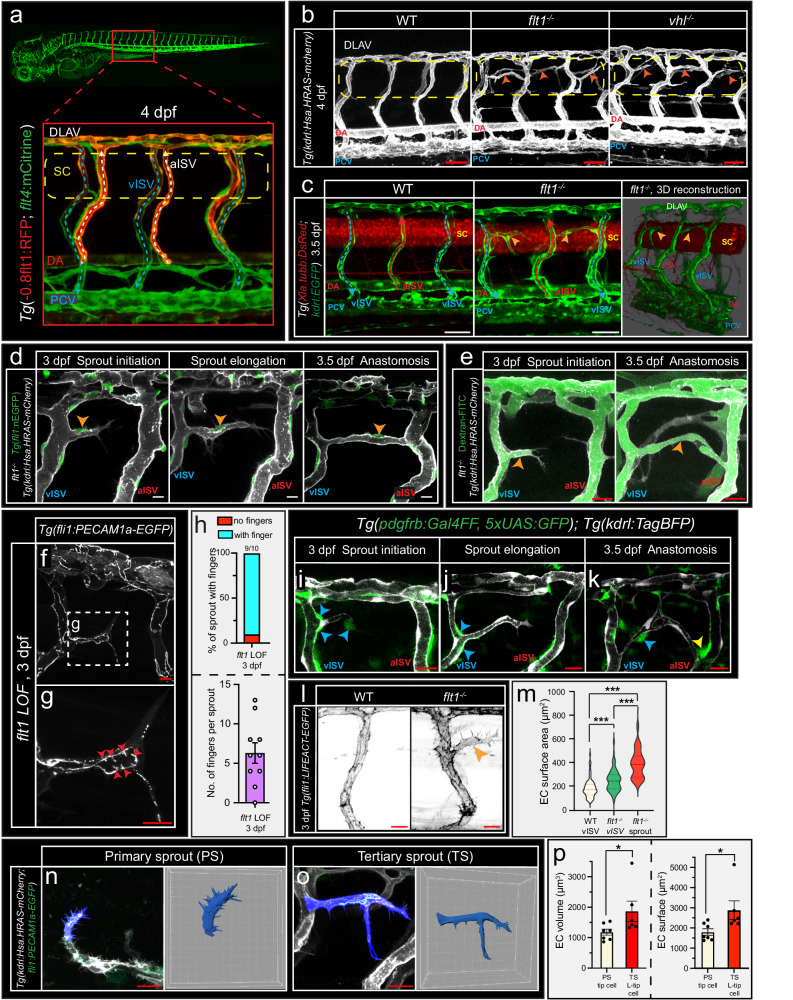
Tertiary sprouts emanate from veins, and consist of a single lumenized endothelial cell that remodels into an anastomotic connection. **a** Confocal images of *Tg(−0.8flt1:RFP;flt4:mCitrine)* showing overview and high magnification of trunk vasculature. Dotted arrows indicate flow direction; Dotted box shows ROI. **b** Trunk vasculature in WT, *flt1*^*−/−*^ and *vhl*^*−/−*^ mutants. Arrowheads indicate ectopic sprouts. Dotted line indicates the spinal cord. **c** Confocal images showing blood vessels (green) and spinal cord neuronal cells (red) in WT (left) and *flt1*^*−/−*^ mutant (middle). 3D reconstruction of a confocal stack in *flt1*^*−/−*^ mutant (right). Arrowheads indicate tertiary sprouts. **d** Tertiary sprout branching from vISV during initiation (left), elongation (middle) and upon anastomosis formation (right). Arrowheads indicate nuclei. **e** FITC-Dextran labelled blood plasma shows lumenized tertiary sprout at initiation stage (left) and upon anastomosis formation (right). **f** Confocal imaging of *Tg(fli1:PECAM1a-EGFP)* upon *flt1* loss of function (LOF). **g** Endothelial junctional morphology in the lumenized endothelial tip cell. Arrowheads indicate finger-like structures. **h** Finger-like structure number per sprout upon *flt1* LOF. Percentage (top) and Mean±s.e.m. (bottom); *n* = 10 sprouts/embryos. **i**–**k** Confocal images of pericyte (green) distribution surrounding blood vessels (blue arrowheads) during tertiary sprout initiation (**i**), elongation (**j**) and anastomosis formation (**k**) in *flt1*^*−/−*^ mutant. Yellow arrowhead indicates pericytes at the anastomotic-aISV connection. **l** Confocal imaging of actin reporter in WT and *flt1*^*−/−*^ mutant, arrowhead indicates tertiary sprout. **m** Endothelial surface area for indicated scenario. Violin plot shows median and interquartiles; two-sided Mann–Whitney *U* test, WT: *n* = 74 cells (13 embryos), *flt1*^*−/−*^ vISV: *n* = 116 cells (13 embryos), *flt1*^*−/−*^ sprout: *n* = 28 cells (13 embryos). *p* < 0.0001 for all comparison. **n**, **o** Confocal imaging of *Tg(kdrl:Hsa.HRAS-mcherry;fli1:PECAM1a-EGFP)*, segmentation and 3D rendering of primary sprout tip cell (**n**) and tertiary sprout volume (**o**). **p** Cell volume and surface area for indicated scenario. Mean ± s.e.m., two-sided Mann–Whitney *U* test, *n* = 7 tip cells/embryos and 6 L-Tip cells/embryos. *p*(volume) = 0.0221, *p*(surface) = 0.0350. Scale bars indicate 50 µm in **b**, **c**; 20 µm in **d**, **f**, **g**, **i**–**l**; 25 µm in **e**, **n**, **o**. DA dorsal aorta, SC spinal cord, DLAV dorsal lateral anastomotic vessel, aISV arterial intersegmental vessel, vISV venous intersegmental vessel, PCV posterior cardinal vein, dpf days post fertilization, LOF loss of function, EC endothelial cell, PS primary sprouting, TS tertiary sprouting. Source data are provided as a Source Data file.

Vegf-induced tertiary sprouts typically consisted of one single endothelial cell (Fig. 1d; Supplemental Fig. 1b–e), as opposed to the 2−3 cells generally observed in the Vegf driven primary sprouts (Supplemental Fig. 1a, c). This single endothelial cell remodeled into a lumenized and blood perfused anastomotic vessel segment connecting the vISV it emanated from, with the lateral aISV (Fig. 1d; Supplemental Fig. 1h), without additional contribution of stalk or phalanx cells. Upon anastomosis formation, endothelial cells migrated from the ISVs resulting in increased EC numbers in the anastomotic segment (Supplemental Fig. 1f, g). When comparing the tip cell of primary artery sprouts with the tip cell of tertiary sprouts we furthermore noticed differences in the morphology, in particular with respect to the distribution of filopodia extensions. Filopodia in tertiary sprouts were more evenly distributed along the tip cell surface when compared to the filopodia extensions observed in primary sprouts which were more localized at the tip of the cell (Supplemental Fig. 1i–k).

Injection of dextran-FITC to visualize blood plasma distribution showed that tertiary sprouts already carried blood plasma during early sprouting stages (Fig. 1e, left panel, blood plasma was observed in 54/61 sprouts) and continued to do so during the subsequent stages of anastomosis formation (Fig. 1e, right panel; Supplemental Fig. 1m, n). This is consistent with the tertiary sprout being lumenized and functionally connected to the perfused venous circulation (Fig. 1e; Supplemental Fig. 1m–o). In further support of this, we observed the formation of *pecam1* positive, finger like endothelial junctions at the tip of the developing sprout (Fig. 1f–h). Such endothelial junctional structures are typically induced once a developing vessel is exposed to intraluminal pressure^34^. This indicates that the tip cells of tertiary sprouts were lumenized, carried blood plasma and were exposed to the venous intraluminal blood pressure during their expansion (Supplemental Fig. 1h). Tip cell lumenization is a fundamental difference with the Dll4-Notch sprouting model. In the reference model, lumenization is considered a specific feature of the stalk cell, not of the tip cell^9,35^. Consequently, in Vegf driven primary artery sprouting, lumenization occurs during later stages of the sprouting remodeling process when compared to tertiary sprouting (Supplemental Fig. 1l, n, o).

The presence of blood plasma and the exposure to blood pressure already during early sprout remodeling stages raised the question to what extent hemodynamics are involved. To test this, we lowered heart rate and trunk perfusion in *flt1*^*−/−*^ mutants with tricaine^36,37^ and found that reducing perfusion inhibited the tertiary sprouting process (Supplemental Fig. 2a–c). Increasing heart rate and trunk perfusion using epinephrine had no significant impact on tertiary sprouting propensity in *flt1*^*−/−*^ mutants (Supplemental Fig. 2d–f). Pericytes may aid to stabilize the pressurized expanding tertiary sprout. We observed that the nascent tertiary sprout recruited pericytes in particular at the base of the sprout—the domain where it branched from the vISV (Fig. 1i–k), and around the arterial entry site, the domain where the angiogenic segment made a connection with the perfused aISV (Fig. 1k; Supplemental Fig. 2h). Overall, in *flt1*^*−/−*^ mutant embryos, pericyte numbers in both vISVs and aISVs were increased when compared to WT (Supplemental Fig. 2g–i). Since the developing tertiary sprout is exposed to hemodynamic forces, such strategically positioned pericytes, in particular at the branch points, may provide physical stability, and prevent plasma leakage.

Tertiary sprout morphogenesis furthermore involved an increase in endothelial tip cell size (surface area, volume) when compared to venous endothelial cells in other domains, or primary artery tip cells (Fig. 1l–p). This endothelial enlargement may enable the single endothelial cell in a tertiary sprout to both bridge the distance between the vISV and the lateral aISV, and at the same time establish a vessel lumen. Consistent with the tertiary sprout being unicellular, shuffling between the leading cell and trailing cells or competition for the lead position, two typical characteristics of the Vegf-Dll4-Notch sprouting model^38^, were not observed during tertiary sprouting. We next reasoned that the differences in sprout morphology may affect metabolic sensitivity, and found that tertiary sprouting was significantly more glycolysis-dependent than primary artery sprouting (Supplemental Fig. 2j–m). Furthermore, while primary artery sprouting involves specific Ca^2+^ signals in the differentiation of artery tip cells^39^, such specific Ca^2+^ signals were not observed in the developing tertiary sprout (Supplemental Fig. 2n–q).

Consistent with tertiary sprouts emanating from veins, we found that tertiary sprouts expressed the venous marker *flt4*, and continued to do so until they made an anastomotic connection with the lateral aISV (Supplemental Fig. 3; Supplemental Movie 1). To substantiate that tertiary sprouting requires endothelial cells with a venous identity, we created a trunk vasculature in which almost all trunk ISVs remained arterial by inhibiting *flt4* and suppressing secondary sprouting^29,31^. When the trunk vasculature consists of arterial ISVs only, we find that tertiary venous sprouting is absent (Supplemental Fig. 3c–e). If tertiary sprouting indeed requires venous endothelium, we next reasoned that promoting venous ISV formation in *flt1*^*−/−*^ mutants should augment branching. In zebrafish, it is established that loss of the Notch ligand *dll4* promotes venous cell fate and *dll4* loss-of-function embryos display a trunk vasculature consisting almost exclusively of venous ISVs, at the expense of aISVs^12,29^. Accordingly, loss of *dll4* in *flt1*^*−/−*^ mutants, and generating a trunk consisting of veins only, significantly augmented ectopic venous branching when compared with control (Supplemental Fig. 3f–k). The spatial positioning of the venous sprout at the level of the spinal cord (Supplemental Fig. 3i–k), and lumenization of the anastomosis connection were not impaired upon loss of *dll4* (Supplemental Fig. 3i–m). Since upon loss of *dll4* almost all aISVs transformed into a vISV, the anastomotic connections now connected vISV-vISV instead of a vISV-aISV. In contrast to our observations in the spinal cord, in other areas of the nervous system, loss of *dll4* has been shown to abrogate sprout lumenization, and anastomosis formation^19,40^. Taken together, our data suggest that in the tertiary sprouting scenario *dll4* is not required for lumenized tip cell selection in the venous domain, neither for sprout expansion along the spinal cord nor anastomosis formation. *Dll4* merely acts as regulator of venous identity and loss of *dll4* increases venous sprouting propensity by increasing the number of venous ISVs.

Collectively, tertiary sprouts emanated from veins, were prefabricated with an intact endothelial lumen and accompanied by pericytes to allow immediate perfusion upon connection to arterial intersegmental vessels. The leading cell in tertiary sprouts displayed both “tip cell” and “stalk cell” features including the ability to form a lumen. To discriminate between this special venous endothelial cell, and the classical tip-stalk cells, we termed the lumenized venous endothelial cell forming the tertiary sprout, “L-Tip cell” (Supplemental Fig. 2r, s; Supplemental Fig. 14).

### Tertiary sprouting and interactions with the parenchyma

Since tertiary sprouts developed specifically at the level of the spinal cord, we next focused on the potential contribution of neural—endothelial cell interactions in promoting L-Tip cell formation and tertiary sprout remodeling. Single cell sequencing of trunk cells and unsupervised hierarchical clustering established 33 clusters (Fig. 2a; Supplemental Fig. 4a, b); sub-clustering of the neural cell population identified 17 distinct clusters (Fig. 2b; Supplemental Fig. 4c). In order to predict cell signaling pathways involved in endothelial—neural cell cross-talk, we used the CellChat tool, which computationally analyzes scRNA-seq expression data with a database of ligand-receptor interactions to predict cell-to-cell interactions^41^. CellChat predicted that neural cells are capable of communicating with endothelial cells, and that this communication is bidirectional (Fig. 2c, d). We then identified the main pathways targeting endothelial cells and found 8 major groups including the Vegf, Cxcl12, and Apelin pathways (Fig. 2e). Analysis of ligand-receptor pairs in both WT and *flt1*^*−/−*^ datasets suggests that the most likely candidates for neural-vascular cross-talk are neural derived Vegfaa, Cxcl12a, and Apelin interacting with endothelial Kdrl, Cxcr4a, and Aplnra/b respectively (Fig. 2f; feature plots, violin plots and chord diagrams in Supplemental Fig. 5a–c).

**Fig. 2:**
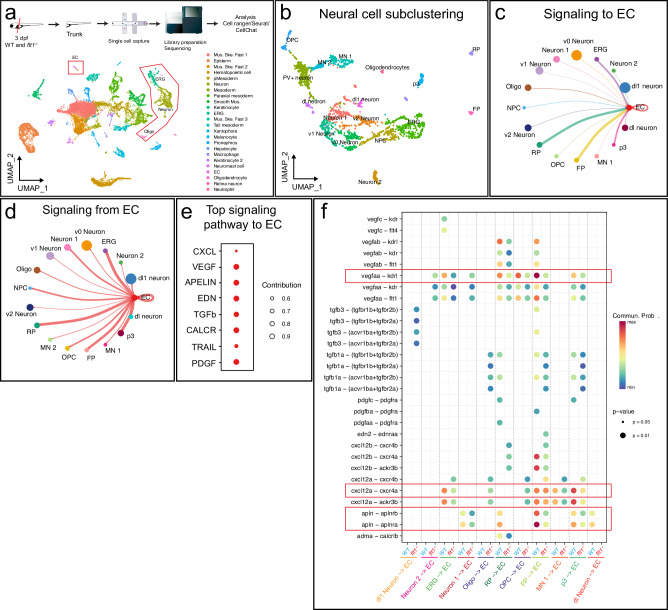
In silico predictions of neural to endothelial cell communication. **a** Experimental pipeline and UMAP plot showing the different cell clusters identified by single cell sequencing of 3 dpf WT and *flt1*^*−/−*^ embryos. **b** UMAP plot of the neural cell sub-clusters. Each color represents an individual sub-cluster. **c** Predicted interactions from neural cells to ECs. **d** Predicted interactions from ECs to neural cells. **e** Main pathways predicted to signal from neural cells to ECs. **f** Overview of potential ligand-receptor interactions from neural cells to ECs in WT and *flt1*^*−/−*^. Circle size indicates p-values. The color scale indicates the communication probability. EC endothelial cell, ERG ependymal radial glia, Oligo oligodendrocytes, Mus. muscle, Ske. skeletal, OPC oligodendrocyte progenitor cell, MN motoneuron, PV parvalbumin, dl dorsal, v ventral, p3 progenitor 3, NPC neuronal progenitor cell, RP roof plate, FP floorplate, EDN endothelin, CALCR calcitonin receptor, TRAIL tumor necrosis factor-related apoptosis-inducing ligand, EDN Endothelin, TGFb Transforming growth factor beta, PDGF Platelet-derived growth factor.

CellChat indicates the likelihood that certain cell-cell interactions may occur, and these computational predictions have to be validated in vivo. It was previously shown that upon neural derived Vegfaa, signaling through vascular Kdrl receptors contributes to trunk spinal cord vascularization in zebrafish^29,30^. In zebrafish hindbrain, Cxcr4a acts downstream of Dll4-Notch in tip cells and controls sprout migration in response to Cxcl12^19^. Morpholino mediated knockdown of *cxcr4a* inhibited angiogenesis in the hindbrain, consistent with the phenotype reported in *cxcr4a* mutants^40^, but had no significant impact on tertiary sprouting or lumenization of the anastomotic segments in the trunk of *flt1*^*−/−*^ mutants (Supplemental Fig. 6a–h). In addition, pharmacological inhibition of Cxcr4 in *flt1*^*−/−*^ mutants had no impact on tertiary sprouting (Supplemental Fig. 6i–l). Similar results were obtained upon morpholino mediated knockdown of *cxcl12a* (Supplemental Fig. 6m–r). Although CellChat predicted a role for Cxcr4a-Cxcl12a, our validation experiments suggest that this signaling cascade is not responsible for tertiary sprouting at the level of the trunk spinal cord in *flt1*^*−/−*^ mutants. We next focused on the neural Apelin to vascular Apelin-receptor-a signaling axis and analyzed a series of (tissue specific) apelin ligand/receptor loss of function scenarios.

### Tertiary sprouting requires genetic interaction between vascular Kdrl and Apelin-receptor-a

Tertiary sprouting is a Vegfa-driven process involving Kdrl signaling^29^. However, *kdrl* is expressed by all endothelial cells and hence Kdrl alone cannot account for venous specificity. We therefore argued that Kdrl must genetically interact with another receptor and we considered *aplnra*. In zebrafish, two paralogues of the apelin receptor exist, *apelin-receptor-a* (*aplnra*) and *apelin-receptor-b (aplnrb)*. *Aplnrb* has been implied in arterial sprouting and remodeling^42^, and thus far no functional role for *aplnra* has been established^42,43^. *Aplnra* was significantly upregulated in *flt1*^*−/−*^ (Supplemental Fig. 7a), and loss of *aplnra* reduced tertiary sprouting events both in *flt1*^*−/−*^ and in *vhl*^*−/−*^ mutants (Fig. 3a, b, d, e; Supplemental Fig. 7k, l), without affecting the aISV/vISV ratio (Fig. 3c; Supplemental Fig. 7m). The trunk vasculature of *aplnra*^*−/−*^ mutants and morphants looked phenotypically normal (Supplemental Fig. 7b–e, g–j), and *aplnra* mutants showed normal heart rates (Supplemental Fig. 7f). Single cell sequencing of GFP+ cells isolated from *Tg(kdrl:EGFP)* reporter embryos (Fig. 3f, g; Supplemental Fig. 8a) and sub-clustering of the endothelial population (Fig. 3h) identified 12 clusters (Fig. 3i, j). 

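The single cell data comprise 4 libraries from Tg(kdrl:EGFP) embryos at 3 dpf, 2 from WT and 2 from flt1−/− embryos, and according to the paper each holds cells pooled from 100 embryos. The authors deposited raw counts of unique molecular identifiers (UMIs) per gene and called cell, mapped to the zebrafish genome and not normalized. The libraries hold 1190 and 1389 called cells for WT and 3261 and 1837 for flt1−/−, with 16828951 to 33837917 UMIs per library. After the paper's limits on genes and mitochondrial counts per cell, 737 and 1093 WT cells and 2065 and 1296 flt1−/− cells were kept, with a median of 11165 to 16940 UMIs per cell in each library. These cells were normalized, scaled and clustered together in Seurat on the first 20 principal components of the 2000 most variable genes, without alignment of the libraries to one another. The genes tested later, among them aplnra, aplnrb, apln, trioa and kdrl, were removed from the variable genes, so that they could not shape the clusters. Of the 21 clusters, 3 showed at least 7 of 14 pan-endothelial marker genes at 2 or more times their mean level over the other clusters. They held 1207 endothelial cells, 178 and 314 from WT and 387 and 328 from flt1−/−. Sub-clustering of these cells at resolution 1 gave 11 subclusters, and the alternative that moved this number most, a resolution of 1.5, gave 15. Subclusters 4 and 10, with 125 and 45 cells, carried arterial marker genes and are called arterial-like here. Subcluster 4 carried 4 of 9 arterial marker genes and also 3 of 3 capillary marker genes, so that the larger arterial-like group is capillary-like as well, and comparisons with it are not with arterial cells alone. Subclusters 5 and 7, with 108 and 92 cells, carried venous marker genes and are called venous-like. None of the 10 leading genes of these 4 subclusters was on the marker list of its own class. Subcluster 0, with 190 cells, carried marker genes of both kinds and was left unnamed. These 5 subclusters make up the 560 blood endothelial cells, and the others were endocardial-like, lymphatic-like, proliferating-like or unnamed. The libraries contributed unequally: 67 of the 92 cells of subcluster 7 came from flt1−/− replicate 1, and subcluster 3, which was endocardial-like, held 1 cell of that library.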

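The gene aplnra (ENSDARG00000002172) was first followed along the arterio-venous axis without using the borders of the subclusters. The blood endothelial cells of each library were ranked by the module score of venous marker genes minus that of arterial marker genes and divided into 5 bins of equal size, with bin 1 the most arterial and bin 5 the most venous. Counts were summed over the 14 to 37 cells of each bin and library, which gave 75207 to 317007 UMIs per sum. The mean aplnra level in CPM, the UMIs of the gene scaled to the total of the sum, was 264 ± 162 (SD, n = 4 libraries) in bin 1 and 276 ± 44.8 in bin 2. It was 364 ± 151 in bin 3, 338 ± 62.2 in bin 4 and 403 ± 183 in bin 5. The slope was 0.20 on the log2 scale per bin (standard error 0.08), with an adjusted p of 0.078 from edgeR's two-sided quasi-likelihood test with Benjamini-Hochberg adjustment over 3528 genes. The unadjusted p of that test was 0.019, so that its outcome rests on the adjustment over all tested genes. In 3 of the 4 libraries the level was higher in bin 5 than in bin 1. Permuting the order of the bins within the libraries gave a two-sided p of 0.056, or 0.075 after Benjamini-Hochberg adjustment over the 4 genes tested this way. The rise along the axis therefore did not pass the threshold of 0.05 here. The difference between the ends was smaller than the spread between libraries, which does not measure the change within a library. The bins left out proliferating-like subcluster 8, with 4 arterial and 0 venous marker genes and an aplnra level of 133 ± 44.9 CPM (n = 4). With proliferating-like cells kept, the slope was 0.31 (adjusted p = 0.0038 from the same edgeR test). Every alternative with another clustering or cell filter also passed, with slopes of 0.31 to 0.34. The result depended on the choice of cells and libraries: the alternative that moved it most, the WT libraries alone, gave a slope of 0.055 (adjusted p = 0.78 from the same edgeR test), while sub-clustering at resolution 1.5 moved it almost as far the other way, to 0.34 (adjusted p = 0.0016), and 11 of 19 alternatives passed the threshold, with adjusted p-values from 3.9e-04 to 0.78 over all of them. Without flt1−/− replicate 2, in which bin 1 had an aplnra level of 50.2 CPM, the slope was 0.10.

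**Figure D1:**
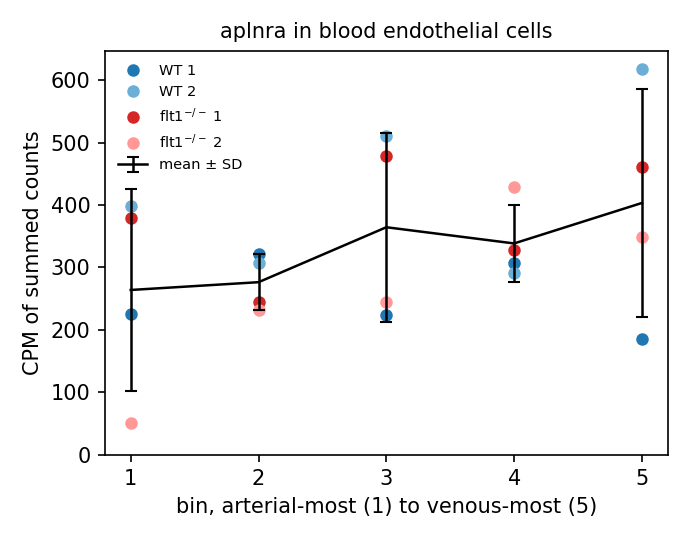
Level of aplnra in CPM (vertical axis) in the 5 bins of blood endothelial cells from arterial to venous (horizontal axis), with 1 point per library and the mean and SD of the 4 libraries. The mean goes from 264 CPM in bin 1 to 403 CPM in bin 5, and the libraries overlap in every pair of bins.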

Expression of *aplnra* showed signs of zonation with relatively low expression in the arterial-EC domain (aEC), but steadily increasing expression levels when moving from the artery-capillary domain toward the capillary and the venous capillary domain, to finally obtain the highest expression levels in the venous endothelium domain (vEC) (Fig. 3k). This *aplnra* expression profile would favor *aplnra* preferentially exerting its function in the venous domain, upon cross-talk with neural cells, as indicated by the CellChat analyses (Fig. 2f). 

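Grouped by subcluster, the aplnra level was 484 ± 184 CPM (SD, n = 4 libraries) in venous-like cells and 279 ± 105 CPM in arterial-like cells. The sums held 26 to 104 venous-like and 24 to 68 arterial-like cells per library. The level was higher in venous-like cells in 4 of 4 libraries, a log2 fold change of 0.94 (standard error 0.24, adjusted p = 0.013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 4615 genes). An exact sign-flip test over the 4 libraries gave a two-sided p of 0.125, the smallest that 4 libraries allow. Without flt1−/− replicate 2 the log2 fold change was 0.71 and no longer passed the threshold (adjusted p = 0.156 from the same edgeR test). Among subclusters with at least 10 cells in 2 or more libraries, the mean was highest in venous-like subcluster 5, at 516 ± 180 CPM (n = 4). It was 344 ± 121 CPM (n = 4) in arterial-like subcluster 4 and 67.8 ± 95.9 CPM (n = 2) in arterial-like subcluster 10. In venous-like subcluster 7 it was 341 ± 154 CPM (n = 2), and in both of these libraries it was lower than in subcluster 4 (232 against 252 CPM in WT replicate 1 and 450.3 against 464 CPM in flt1−/− replicate 1, where subcluster 5 had 384 CPM). These differences were small, with 33 and 32 aplnra UMIs in WT replicate 1. With fewer than 10 cells, subcluster 7 was above subcluster 4 in flt1−/− replicate 2 (346 against 229 CPM). It was below in WT replicate 2 (361 against 431 CPM). The higher level in venous-like cells was thus common to the 4 libraries, but not to all pairs of single subclusters within them. The rules for naming subclusters were changed after the mean levels of the tested genes in each subcluster had been seen, and earlier versions left subcluster 4 unnamed. With subcluster 4 left out, only the 2 flt1−/− libraries had enough arterial-like cells, and the log2 fold change was 3.08 (adjusted p = 0.037 from the same edgeR test). The size of that change is not reliable, since the arterial-like cells then held 14 aplnra UMIs in flt1−/− replicate 1 and 0 in flt1−/− replicate 2. The paper describes aplnra as low in the arterial and highest in the venous domain, takes this profile to favor a role in the venous domain upon cross-talk with neural cells, and goes on from it to a hypothesis. A role was not tested here.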

We thus hypothesized that at the neuro-vascular interface neural Apelin may signal to venous endothelial Aplnra to enhance Kdrl signaling strength and initiate sprouting specifically at this position (Supplemental Fig. 15).

**Fig. 3:**
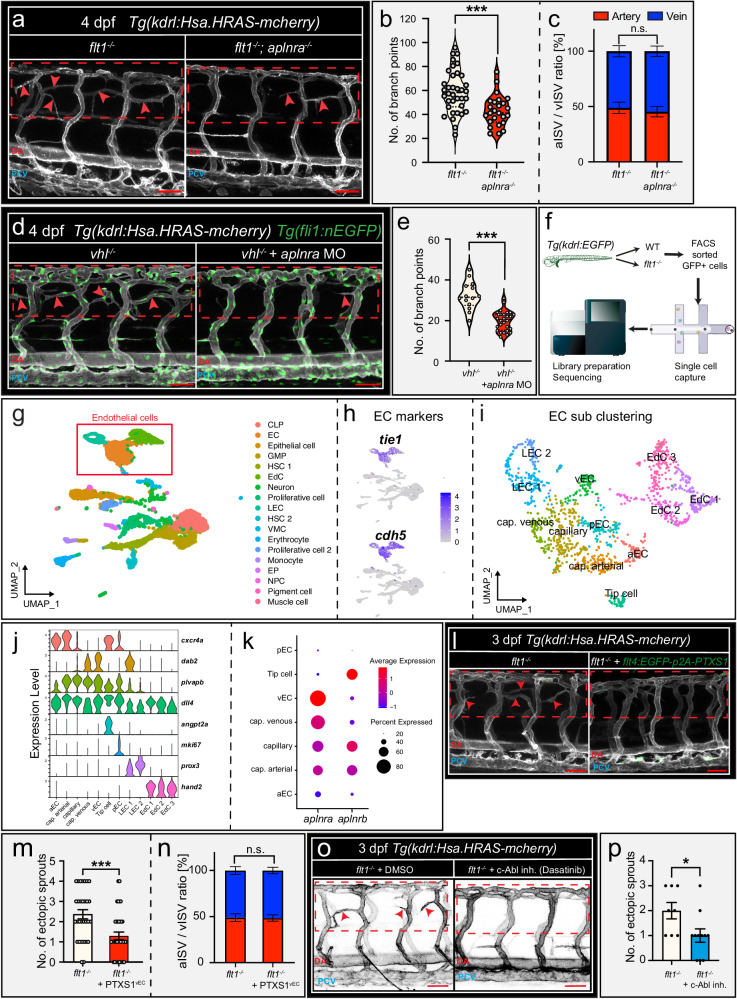
Tertiary sprouting upon Vegf gain of function requires *aplnra*. **a** Confocal images showing trunk vasculature in *flt1*^*−/−*^ and *flt1*^*−/−*^*; aplnra*^*−/−*^ double mutant at 4 dpf. Dotted box indicates ROI; arrowheads indicate ectopic vessels. **b** Quantification of branching complexity for indicated scenario. Violin plot shows median and interquartiles; two-sided Unpaired *t* test with Welch’s correction, *flt1*^*−/−*^: *n* = 36 and *flt1*^*−/−*^*; aplnra*^*−/−*^: *n* = 26; *p* = 0.0001. **c** Arterial to venous ISV ratio for indicated genotype. Mean±s.e.m.; two-sided Fisher’s exact test. flt1^−/−^: *n* = 36, flt1^−/−^; aplnra^−/−^: *n* = 26. **d** Confocal images showing trunk vasculature in *vhl*^*−/−*^ mutant injected with control or *aplnra* targeting morpholino at 4 dpf. Dotted box indicates ROI, Arrowheads indicate ectopic vessels. **e** Branching complexity for indicated scenario. Violin plot showing median and interquartiles; two-sided Unpaired *t* test, control MO: *n* = 14; *aplnra* MO: *n* = 28; *p* < 0.0001. **f** Single cell sequencing pipeline. GFP+ cells were sorted from *Tg(kdrl:EGFP)* embryos, captured, bar-coded and sequenced. **g** UMAP plot of GFP+ sorted cells. Square indicates endothelial cell clusters. **h** UMAP plot of GFP+ sorted cells, color coded by expression level for *tie1* and *cdh5*. **i** UMAP plot of EC subclusters. **j** Violin plot showing the expression of marker genes used to identify the individual EC subclusters. **k** Dot-plot showing *aplnra* and *aplnrb* expression for indicated endothelial subclusters. **l** Imaging of trunk vasculature in *flt1*^*−/−*^ and *flt1*^*−/−*^ injected with *flt4-GFP-p2A-PTXS1*. Dotted box indicates ROI; arrowheads indicate ectopic vessels. **m** Quantification of ectopic sprouts for indicated scenario. Mean±s.e.m., two-sided Mann-Whitney U test, *flt1*^−/−^: *n* = 30; *flt1*^*−/−*^*+flt4-GFP-p2A-PTXS1:* *n* = 37; *p* = 0.0006. **n** Arterial to venous ISV ratio for indicated scenario. Mean±s.e.m. Two-sided fisher’s exact test. *flt1*^−/−^: *n* = 30; *flt1*^*−/−*^*+flt4-GFP-p2A-PTXS1:* *n* = 37. **o** Confocal images showing trunk vasculature in *flt1*^*−/−*^ mutant treated with DMSO or with Dasatinib at 3 dpf. **p** Quantification of ectopic sprouts for the indicated scenario. Mean±s.e.m.; two-sided Mann-Whitney *U* test, *flt1*^−/−^ + DMSO: *n* = 8, *flt1*^−/−^ + Dasatinib: *n* = 11; *p* = 0.0393. Scale bars indicate 50 µm in **a**, **d**, **l**, **o**. MO morpholino, EC endothelial cells, LEC lymphatic endothelial cell, vEC venous endothelial cell, cap. venous capillaries venous, cap. arterial capillaries arterial, aEC arterial endothelial cell, pEC proliferating EC, EdC endocardial cell, PTXS1 Pertussis-Toxin subunit 1, DA dorsal aorta, PCV posterior cardinal vein. Source data are provided as a Source Data file.

To enhance Kdrl signaling strength, Apelin receptors may couple to Kdrl receptors through the pertussis toxin (PTX) sensitive Gαi protein^44,45^. We next switched off the coupling between the two receptors by overexpressing PTX^46^ specifically in the venous domain. Venous specific inhibition of Gαi signaling in *flt1*^*−/−*^ mutants significantly reduced tertiary sprouting (Fig. 3l, m), without affecting trunk aISV / vISV ratio (Fig. 3n). In human cells, the non-receptor tyrosine kinase c-Abl has been suggested to link G-protein function with Vegf-receptor-2 signaling and loss of Gαi has been shown to reduce c-Abl-phosphorylation subsequently resulting in reduced Kdr-phosphorylation^47^. In line with a functional role for c-Abl in the coupling between Aplnra and Kdrl, we found that inhibiting c-Abl in *flt1*^*−/−*^ or *vhl*^*−/−*^ mutants using the ATP-competitive tyrosine kinase inhibitor Dasatinib (Fig. 3o, p; Supplemental Fig. 8b, c) or Olverembatinib (Supplemental Fig. 8d, e) reduced tertiary sprouting. Taken together these data suggest that in venous endothelial cells Aplnra couples to Kdrl to promote tertiary sprouting.

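For aplnrb (ENSDARG00000036670), a paralog of aplnra, the mean level over the 5 bins from arterial to venous cells was 131 ± 44.1, 284 ± 102, 186 ± 108, 152 ± 77.4 and 77.2 ± 30.0 CPM (SD, n = 4 libraries). The highest mean was thus in bin 2, next to the most arterial bin. The slope was −0.23 on the log2 scale per bin (standard error 0.10). Its p from edgeR's quasi-likelihood test was 0.022 unadjusted and 0.088 with Benjamini-Hochberg adjustment over all tested genes. The level was lower in bin 5 than in bin 1 in 3 of 4 libraries. The permutation of bins gave p = 0.044, or 0.075 after Benjamini-Hochberg adjustment over the genes tested this way, so that the fall was not past the threshold. It passed without flt1−/− replicate 2, with a slope of −0.28 (adjusted p = 0.042 from the same edgeR test). It also passed with DESeq2's Wald test, with no filter on low counts and with 3 bins. The other 15 of 19 alternatives fell short, and at resolution 0.5 the slope shrank to −0.13 (adjusted p = 0.42 from the same edgeR test). A comparison added after the values had been seen set venous-like against arterial-like subclusters. There the aplnrb level was 70.3 ± 35.9 CPM in venous-like and 200 ± 54.6 CPM in arterial-like cells, and it was lower in venous-like cells in 4 of 4 libraries. The log2 fold change was −1.35 (standard error 0.26, adjusted p = 0.0017 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Whether reads shared by the 2 receptor genes were lost or misplaced in the counts could not be tested from the files.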

*Aplnrb* was significantly upregulated in *flt1*^*−/−*^ (Supplemental Fig. 7n), and preferentially expressed in the arterial domain, most notably arterial tip cells (Fig. 3k). Accordingly, *aplnrb*^*−/−*^ mutants and *aplnrb*^*−/−*^*;flt1*^*−/−*^ double mutants showed severe trunk arterial ISV and DLAV remodeling defects (Supplemental Fig. 7o–w), which consequently resulted in trunk vISV perfusion deficits, hence rendering analysis of hemodynamics driven tertiary sprouting in the venous domain impossible. 

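Tip cells were first defined by a score over 8 tip cell marker genes, as the 10% of blood endothelial cells with the highest score in each library, 7 to 18 cells. In these cells the aplnrb level was 152 ± 64.5 CPM (SD, n = 4 libraries), against 167 ± 66.1 CPM in the other blood endothelial cells. The log2 fold change was −0.26 (standard error 0.28, adjusted p = 0.73 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 4643 genes). The level was higher in cells with a high tip score in 2 of 4 libraries, and a difference was not detectable at this depth. Its direction depended on how tip cells were defined. The score used no arterial marker genes and ranked all blood endothelial cells, so that it does not single out arterial tip cells. When both arterial-like subclusters, each of which carried at least 4 tip cell marker genes, were set against the other blood endothelial subclusters, aplnrb was higher in 4 of 4 libraries, with a log2 fold change of 0.26 and an adjusted p of 0.41 from the same edgeR test. By subcluster, the highest mean was in arterial-like subcluster 10, at 348 ± 67.2 CPM over the 2 libraries with at least 10 of its cells, followed by 236 ± 50.0 CPM in unnamed subcluster 0. In WT replicates 1 and 2 subcluster 10 was also the highest of the blood endothelial subclusters, at 302 and 563 CPM. These values come from only 5 and 6 cells. For aplnra no difference by tip score was detectable (log2 fold change −0.11, standard error 0.24, adjusted p = 0.89 from the same edgeR test). With tip cells defined by subcluster it was lower in 4 of 4 libraries, at −0.57, short of the threshold (adjusted p = 0.058 from the same edgeR test; 0.058 to 0.996 over the alternatives).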

As *aplnrb* was predominantly expressed in arterial tip cells and since *aplnrb* acted as regulator of aISV remodeling, we ruled *aplnrb* out as specific regulator of tertiary sprouting and therefore focused on Apelin-receptor-a.

### Loss of *aplnra* impairs endothelial cell polarization and cell migration in veins

Since venous endothelial cells are enriched in *aplnra*, and sprouts arise in the dorsal part of venous ISVs—a domain that during early stages of trunk vascular remodeling is occupied by remodeled artery derived endothelial cells^48^, the question arises when and how *aplnra* expressing venous cells colonize the neuro-vascular interface domain of the vISV. It is established that with time the artery derived cells in the dorsal domain of vISVs will be displaced by venous endothelial cells originating from the posterior cardinal vein (PCV)^48^. To this end PCV derived venous endothelial cells, migrate from ventral to dorsal, against the direction of the blood flow in the vISV, to finally occupy the dorsal domain and displace artery derived cells^48^. Loss of *flt1* resulted in more endothelial cells per venous ISV but had no significant impact on ventral-dorsal movements when compared to WT (Supplemental Fig. 9a–e; Supplemental Movie 2 and 3). Loss of *aplnra* in *flt1*^*−/−*^ significantly reduced ventral-dorsal migration distance of venous endothelial cells in vISVs (Fig. 4a–d). Reduced ventral-dorsal migration upon loss of *aplnra* resulted in accumulation of endothelial cells in the ventral part of the vISV (Fig. 4e, f). Consequently, displacement of artery derived endothelial cells in the dorsal domain by PCV derived venous cells was significantly reduced as evidenced by analysis of *flt4* (venous marker)—*flt1* (arterial marker) expression domains in the vISV upon loss of *aplnra* in *flt1*^*−/−*^ mutants (Fig. 4g, h). Comparable ventral-dorsal migration defects were observed when reducing trunk blood flow perfusion with tricaine (Supplemental Fig. 9f–j). Time-lapse imaging in *flt1*^*−/−*^ mutants injected with *aplnra* targeting morpholino confirmed reduced ventral-dorsal venous cell movements and impaired displacement of remodeled artery derived cells toward the DLAV (Supplemental Fig. 9m–o; Supplemental Movie 4 and 5). Arterial-venous cell fate changes upon loss of *aplnra* inducing arteriolization of vISVs were not observed (Supplemental Fig. 7e, j; Supplemental Fig. 9n, o). Migration against the direction of blood flow has been suggested to involve endothelial cell polarization (Fig. 4i)^48^. WT and *flt1*^*−/−*^ mutants displayed comparable polarization patterns in vISVs (Supplemental Fig. 9k, l). In contrast, loss of *aplnra* expression in *flt1*^*−/−*^ significantly impaired the ability of endothelial cells to polarize toward the flow direction in vISVs (Fig. 4j, k). These data suggests that adequate endothelial cell polarization to flow and subsequent ventral-dorsal endothelial cell migration are required for tertiary sprouting as it results in populating the dorsal—neurovascular interface—domain of the vISV with sufficient *aplnra* expressing cells.

**Fig. 4:**
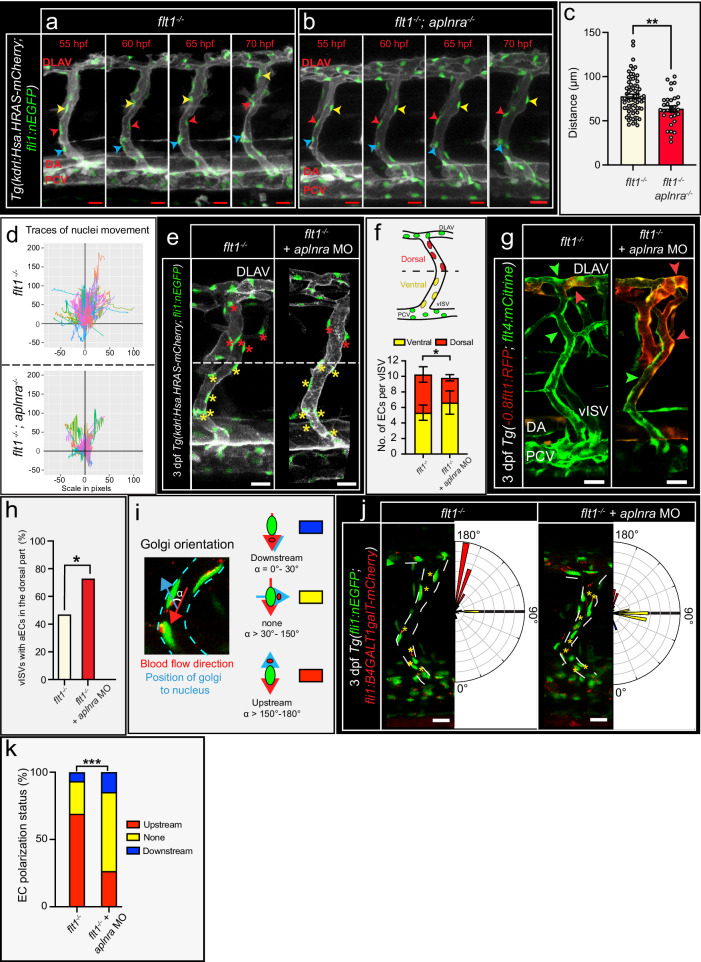
Aplnra is required for ventral-dorsal migration of EC in venous ISV. **a**, **b** Confocal images showing endothelial cell movements in *flt1*^*−/−*^ (**a**) and *flt1*^*−/−*^*; aplnra*^*−/−*^ double mutant (**b**) at indicated time points. Arrowheads indicate EC nuclei and migration trajectory in the vISV. **c** Quantification of endothelial migration distance in vISV for indicated scenario. Mean±s.e.m.; two-sided unpaired *t* test with Welch’s correction, *flt1*^*−/−*^: *n* = 70 ECs (2–3 per vISVs), *flt1*^*−/−*^*; aplnra*^*−/−*^: *n* = 32 ECs (2–3 per vISV); *p* = 0.0030. **d** Traces of individual endothelial cell movements in *flt1*^*−/−*^ (top) and *flt1*^*−/−*^*; aplnra*^*−/−*^ double mutant (bottom). *flt1*^*−/−*^: *n* = 70 ECs, *flt1*^*−/−*^*; aplnra*^*−/−*^: *n* = 32 ECs. **e** Confocal images showing EC distribution in vISVs of *flt1*^*−/−*^ mutant (left) and *flt1*^*−/−*^ upon loss of *aplnra* (right) at 3 dpf. Asterisks mark ECs in the dorsal (red) and ventral (yellow) domain. **f** Quantification of dorsoventral distribution of ECs for indicated scenario. Mean±s.e.m.; two-sided Fischer’s exact test; *flt1*^*−/−*^: *n* = 123 ECs from 13 vISVs, *flt1*^*−/−*^+*aplnra* MO: *n* = 108 ECs from 12 vISVs; *p* = 0.0223. **g** Confocal images of *Tg(−0.8flt1:RFP;flt4:mCitrine)* to visualize ECs with arterial (red arrowhead) or venous (green arrowhead) identity in vISVs for *flt1*^*−/−*^ (left) and *flt1*^*−/−*^*; aplnra*^*−/−*^ double mutant (right) at 3 dpf. **h** Percentage ECs with arterial identity in the dorsal domain of vISVs. Mean; two-sided Mann–Whitney *U* test; *flt1*^*−/−*^: *n* = 32 vISVs from 16 embryos; *flt1*^*−/−*^*; aplnra*^*−/−*^: *n* = 66 vISVs from 33 embryos; *p* = 0.0148. **i** Confocal images of *Tg(fli1:nEGFP;fli1:B4GALT1galT-mCherry)* showing EC nuclei (green), and position of golgi (red) regarding blood flow direction (red arrow) indicated as angle *α*. For *α* = 150-180, polarized against flow-direction; for *α* = 0–30, polarized in flow-direction. **j** Confocal images of *Tg(fli1:nEGFP;fli1:B4GALT1galT-mCherry)* and diagrams showing polarization status of individual ECs in vISV for *flt1*^*−/−*^ mutant (left) and *flt1*^*−/−*^ upon loss of *aplnra* (right). **k** EC polarization for indicated scenario. Mean; Chi-square test, *flt1*^*−/−*^: *n* = 165 vECs from 21 embryos, *flt1*^*−/−*^ + *aplnra* MO: *n* = 196 vECs from 19 embryos, *p* < 0.0001. Scale bars indicate 20 μm in **a**, **b**, **e**, **g**, **j**. DA dorsal aorta, PCV posterior cardinal vein, DLAV dorsal lateral anastomotic vessel, MO morpholino, vISV venous intersegmental vessel. Source data are provided as a Source Data file.

### Tertiary sprouting requires neural Apelin

CellChat predicted interaction between neural Apelin (*apln*) and vascular Apelin-receptor-a (*aplnra*) (Fig. 2e, f) and *apln* expression was significantly elevated in *flt1*^*−/−*^ mutants (Fig. 5a). 

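Within the vascular endothelium, apln (ENSDARG00000053279) fell from the arterial to the venous end of the axis. Its mean level in the 5 bins was 238 ± 123, 146 ± 65.5, 88.8 ± 71.6, 17.5 ± 14.8 and 25.8 ± 24.6 CPM (SD, n = 4 libraries). The slope was −0.99 on the log2 scale per bin (standard error 0.11, adjusted p = 1.6e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and bin 5 was lower than bin 1 in 4 of 4 libraries. The permutation test gave p = 1e-05, the smallest that its 100000 resamples can give. Arterial-like cells had a level of 188 ± 92.9 CPM and venous-like cells one of 9.36 ± 6.44 CPM. Cells with a high tip score had more apln than the others in 4 of 4 libraries, at 188 ± 104 against 84.7 ± 43.2 CPM. In flt1−/− replicate 2 the levels were nearly equal, at 124.3 against 122.9 CPM, with 9 apln UMIs in the high-score cells. The log2 fold change for the tip score was 1.07 (standard error 0.35). It was not past the threshold, with an adjusted p of 0.095 from the same edgeR test, and it passed in 9 of 17 alternatives. It depended on the libraries: it passed without WT replicate 2, at 1.34, and without flt1−/− replicate 2, at 1.502, and was 0.81 without WT replicate 1 and 0.67 without flt1−/− replicate 1, both short of the threshold. An apln UMI was found in 22.5% ± 8.70 (SD, n = 4 libraries) of blood endothelial cells at their own depth, a median of 6588.5 UMIs, and in 9.85% ± 4.28 after each cell was thinned to 1000 UMIs. In erythrocyte-like cells, used as a background for free RNA, 1 of 184 cells had an apln UMI at a median of 19051 UMIs. After thinning, 0 of 183 did, which allows a share of up to 1.64%.

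**Figure D2:**
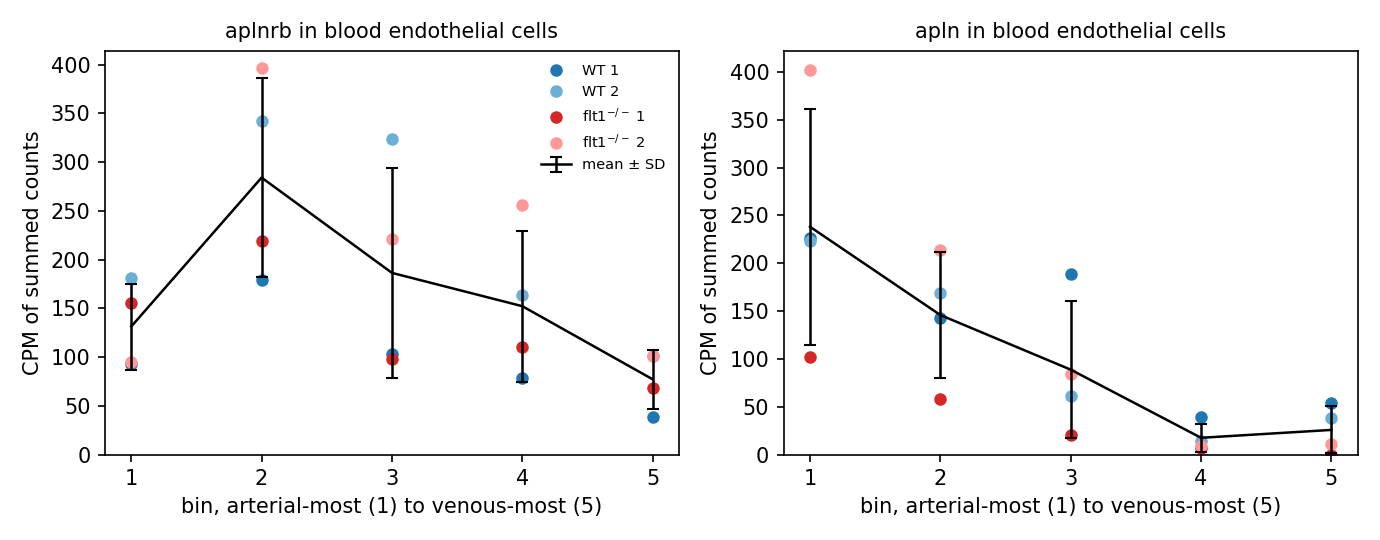
Levels of aplnrb and apln in CPM (vertical axes) in the 5 bins of blood endothelial cells from arterial to venous (horizontal axes), with 1 point per library and the mean and SD of the 4 libraries. The mean of aplnrb is highest in bin 2, at 284 CPM, and that of apln in bin 1, at 238 CPM.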

Analysis of single cell data and reporter embryos showed that *apln* was expressed in spinal cord neural cells (Fig. 5c–e; Supplemental Fig. 10a) and vascular endothelium (Fig. 5b, d, e; Supplemental Fig. 10a). Low dose morpholino mediated knockdown of *apln* in *flt1*^*−/−*^ mutants significantly reduced tertiary sprouting (Fig. 5f, g), and vISV EC number (Fig. 5i) without affecting the aISV/vISV ratio (Fig. 5h). Furthermore, neural specific loss of *apln* in *flt1*^*−/−*^ significantly reduced ectopic vessel formation at the level of the spinal cord (Fig. 5l, m; Supplemental Fig. 10b, c). Conversely, neural specific overexpression of *apln* in *flt1*^*−/−*^ mutants significantly augmented ectopic sprouting (Fig. 5j, k). These data suggest that neural *apln* acts as a positive regulator of tertiary sprouting propensity.

**Fig. 5:**
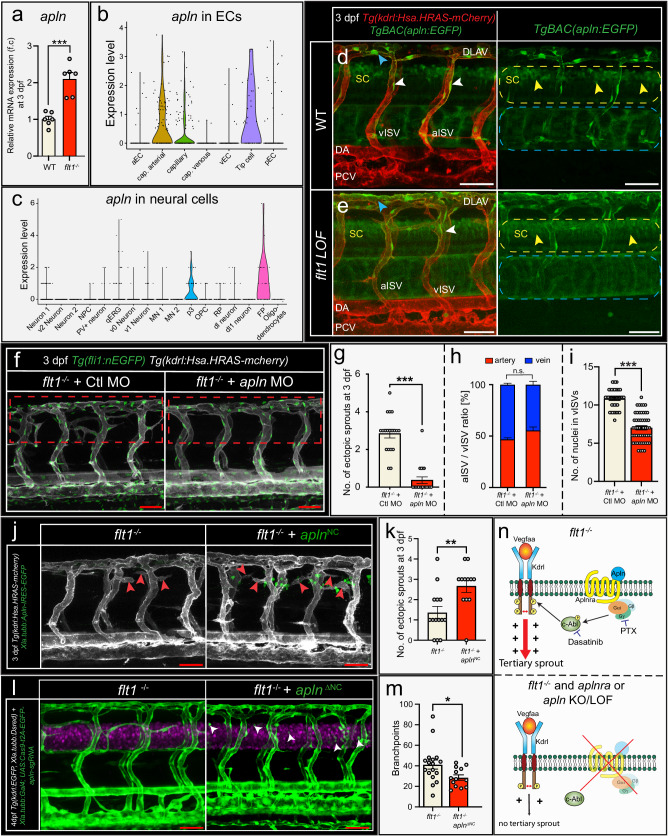
Tertiary sprouting requires neural Apelin and vascular Apelin-receptor-a signaling in venous EC. **a** Relative mRNA expression of *apln* for indicated scenario at 3 dpf. Mean±s.e.m.; two-sided Unpaired *t* test with Welch’s correction; *n* = 6 samples of 20 pooled embryos per condition; *p* = 0.0007. **b**, **c** Violin Plot showing *apln* expression for indicated EC (**b**) and neural cell (**c**) cluster. **d**, **e** Imaging of *Tg*^*BAC*^*(apln:EGFP)* reporter in the trunk of WT (**d**) and *flt1* LOF embryos (**e**) at 3 dpf. Dotted line indicates spinal cord (SC; yellow) and notochord (blue) domain. *Apelin* expression detected in ISVs (white arrowheads), DLAV (blue arrowheads), and spinal cord neural cells (yellow arrowheads). **f** Confocal imaging of trunk vasculature and endothelial nuclei (green) in *flt1*^*−/−*^ mutant injected with control (left) or *apln* (right) targeting morpholino at 3 dpf. Dotted box indicates ROI. **g** Quantification of ectopic sprouts for indicated scenario. Mean±s.e.m.; two-sided Mann–Whitney *U* test; *n* = 19 embryos/condition; *p* < 0.0001. **h** Arterial to venous ISV ratio for indicated scenario. Mean±s.e.m.; Two-sided Fisher’s exact test; *n* = 5 embryos/condition. **i** Number of nuclei in vISVs for indicated scenario. Mean ± s.e.m.; two-sided Mann–Whitney *U* test; Control MO: *n* = 41 vISVs; *apln* MO: *n* = 53 vISVs; *p* < 0.0001. **j** Confocal images showing trunk vasculature in *flt1*^*−/−*^ embryo (left) and *flt1*^*−/−*^ combined with neuronal specific overexpression of *apln* (right, indicated as *apln*^*NC*^; *apln* expressing cells in green) at 3 dpf. Arrowheads indicate ectopic sprouts. **k** Quantification of ectopic sprouting for indicated scenario. Mean±s.e.m.; two-sided Mann–Whitney *U* test; *flt1*^*−/−*^: *n* = 14, *flt1*^*−/−*^ + *apln*^*NC*^: *n* = 12; *p* = 0.0046. **l** Confocal images showing trunk vasculature in *flt1*^*−/−*^ mutant (left) and *flt1*^*−/−*^ upon neuronal specific silencing of *apln* (right, indicated as *apln*^*ΔNC*^*)*. **m** Quantification of branching complexity for indicated scenario. Mean±s.e.m.; two-sided Unpaired t-test with Welch’s correction; *flt1*^*−/−*^: *n* = 17, *flt1*^*−/−*^ *+ apln*^*ΔNC*^: *n* = 13; *p* = 0.0213. **n** Schematic illustration of proposed interaction between Apelin-receptor-a and Kdrl to enhance Kdrl signaling output via Gαi and c-Abl to induce tertiary sprouting. Scale bar indicates 50 µm in **d**–**f**, **j**, **l**. SC spinal cord, aISV arterial intersegmental vessel, vISV venous intersegmental vessel, DA dorsal aorta, PCV posterior cardinal vein, DLAV dorsal lateral anastomotic vessel, NC neuronal cells, MO morpholino. Source data are provided as a Source Data file.

These data furthermore predict that ectopic co-expression of *apelin* and *vegfa* may affect vascular branching. Indeed, overexpression of *apln* in the developing somite, an area well known to express *vegfa*, altered the patterning of trunk ISVs (Supplemental Fig. 10d–f). Apelin receptors can bind Apelin and Apela (*apela*, also known as elabela, or toddler) and *apela* is implied in axial vessel morphogenesis^49^. *Apela* was hardly detectable in neural cells or endothelial cells of 3 dpf WT and *flt1*^*−/−*^ embryos (Supplemental Fig. 5a). Neural specific overexpression of *apela* in *flt1*^*−/−*^ had no impact on tertiary sprouting but instead induced tiny sprout like structures emanating from aISVs in a limited number of embryos (Supplemental Fig. 10g–j). Neural specific overexpression of *apela* in WT had no obvious impact on vascular remodeling (Supplemental Fig. 10k–m).

Taken together, we conclude that activation of Apelin—Aplnra signaling, via genetic interaction with Kdrl signaling, aids to augment Vegfa signaling strength and induce tertiary sprouting (Fig. 5n). Neural cells produce Apelin and Vegfa, and the juxtaposed venous endothelial cells express Apelin-receptor-a and Kdrl. Hence, it is logical that sprouts develop in proximity of the anatomical position where ligand—receptor interaction takes place, which is the neurovascular interface in the dorsal domain of the vISV (Fig. 5n, Supplemental Fig. 15).

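In the venous-like cells, UMIs of both kdrl (ENSDARG00000105215) and aplnra were found in 73.5% ± 7.29 of cells (SD, n = 4 libraries) at a median depth of 7123 UMIs. With all cells thinned to 1000 UMIs, the share was 29.5% ± 14.0. In arterial-like cells the shares were 55.2% ± 23.3 at their own depth and 16.1% ± 13.7 after thinning. Both ranges over libraries overlapped those of venous-like cells. Such overlap ignores that both groups come from the same libraries, so that it does not settle whether the shares differ within libraries. In erythrocyte-like cells both genes were found together in 1 of 184 cells at their own depth, a median of 19051 UMIs, and in 0 of 183 after thinning. By gene, the thinned venous-like cells held kdrl in 74.3% ± 8.76 and aplnra in 38.6% ± 14.1. The joint share was not compared with that of genes distributed independently of each other.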

### Trio mediates L-Tip cell morphogenesis in tertiary sprouts

Cell enlargement is a hallmark of L-Tip cell morphogenesis. In zebrafish, an increase in endothelial cell size has been linked to the activity of the guanine nucleotide exchange factor Trio acting on the small RhoGTPase Rac1^28^. 

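The level of trioa (ENSDARG00000019426) in venous-like cells was 58.4 ± 13.0 CPM (SD, n = 4 libraries), against 48.4 ± 24.1 CPM in arterial-like cells. It was higher in venous-like cells in 2 of 4 libraries, with a log2 fold change of 0.48 (standard error 0.34, adjusted p = 0.35 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Along the 5 bins its slope was 0.12 on the log2 scale per bin (standard error 0.08, adjusted p = 0.37 from the same edgeR test), and the mean lay between 37.0 and 54.1 CPM in every bin. The permutation test gave p = 0.23, with a higher level in the most venous than in the most arterial bin in 3 of 4 libraries. Neither contrast passed the threshold under any of the alternatives. Each bin of each library held 5 to 24 trioa UMIs, and a difference between the domains was not detectable at this depth. By subcluster the highest means were 69.2 ± 22.8 CPM (n = 2) in unnamed subcluster 9, which came mostly from the lymphatic-like cluster, and 63.3 ± 15.5 CPM (n = 4) in venous-like subcluster 5.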

*Trioa* was significantly upregulated in *flt1*^*−/−*^ mutant embryos (Fig. 6a), and *trioa* was expressed prominently in the venous domain (Supplemental Fig. 11a). Single cell sequencing analysis confirmed co-expression of *trioa* with *kdrl* and *rac1* in vascular endothelial cells (Supplemental Fig. 11b). 

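At the depth of the cells as sequenced, UMIs of kdrl and trioa were found together in 23.2% ± 4.54 of blood endothelial cells (SD, n = 4 libraries). UMIs of kdrl, trioa and rac1a (ENSDARG00000074849) were found in 15.6% ± 4.90. In erythrocyte-like cells, whose median depth was 19051 UMIs against 6588.5 in blood endothelial cells, trioa was found in 5 of 184 cells, rac1a in 4 and kdrl in 6. No erythrocyte-like cell held kdrl together with trioa, and 0 of 184 allows a share of up to 1.63%. Thinned to 1000 UMIs per cell, kdrl and trioa were found together in 3.90% ± 2.96 of blood endothelial cells, and trioa was found in 0 of 183 erythrocyte-like cells. The share of thinned cells with both genes was 8.11% and 3.51% in WT and 2.78% and 1.21% in flt1−/−, against 6.03%, 3.42%, 2.91% and 1.78% for genes distributed independently of each other. Among thinned blood endothelial cells with a kdrl UMI, the share that also held trioa was 5.43% on average over the libraries. WT replicate 1 raised this mean: it had 10.9% of 55 cells, WT replicate 2 had 4.49% of 89, and flt1−/− had 4.24% of 118 and 2.06% of 97, and without WT replicate 1 the mean was 3.598%. It was 24.7% without thinning, so that it depended on depth. All 3 genes were found together in 0 of 533 thinned cells, which allows a share of up to 0.563%.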

Low dose morpholino mediated knockdown of *trioa* impaired tertiary sprout remodeling by significantly reducing sprout volume and surface area (Fig. 6b–e, Supplemental Fig. 11c). Selective pharmacological inhibition of the GEF1 domain of Trio, the domain relevant for activating Rac1, using ITX3—an established Trio inhibitor in zebrafish^28^—caused similar vascular phenotypes as observed upon loss of *trioa* (Fig. 6f–i; Supplemental Fig. 11d). PI3K acts downstream of Kdrl signaling and links Kdrl with activation of Trio^28^. Accordingly, pharmacological inhibition of PI3K using LY294002 significantly reduced tertiary sprout remodeling (Supplemental Fig. 11e, f). Conversely, venous specific overexpression of GEF1 domain containing *TrioN*^28^ (a human Trio deletion construct that lacks the GEF2 domain^28^) in *flt1*^*−/−*^ increased the surface area of the ectopic vascular networks (Fig. 6j–l). Overexpression of *TrioN* in WT vISVs increased lumen diameter without inducing ectopic venous sprouting (Supplemental Fig. 11g, h). The GEF1 domain of Trio is required for activating Rac1^28^ in zebrafish and accordingly pharmacological inactivation of Rac1 between 2.5–3.5 dpf in *flt1*^*−/−*^ embryos significantly reduced tertiary sprout remodeling and anastomosis formation at the level of the spinal cord (Fig. 6m, n). These data suggest that Trio is required for L-Tip cell morphogenesis and remodeling downstream of Vegf-PI3kinase in venous endothelium (Supplemental Fig. 11i).

**Fig. 6:**
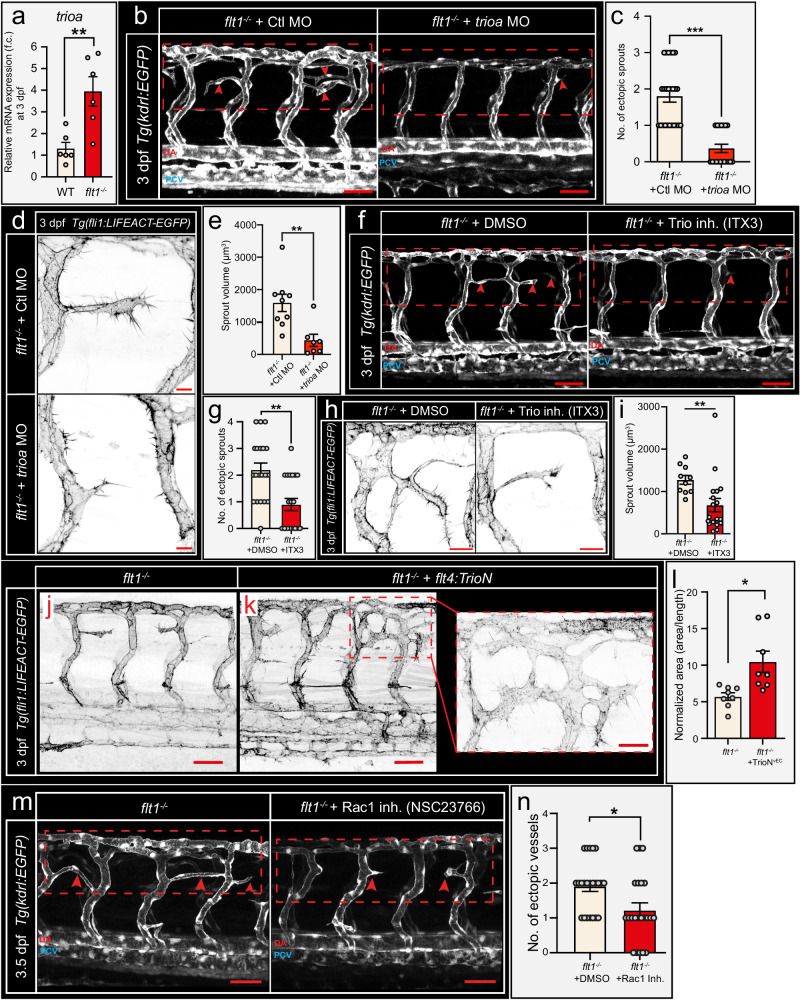
Trio regulates endothelial morphogenesis in tertiary sprouts. **a** Relative mRNA expression of *trioa* for indicated scenario at 3 dpf. Mean±s.e.m.; two-sided Unpaired *t* test with Welch’s correction; *n* = 6 samples of 20 pooled embryos; *p* = 0.0095. **b** Confocal images showing trunk vasculature in *flt1*^*−/−*^ embryos injected with control (left) or *trioa* targeting morpholino (right) at 3 dpf. Dotted box indicates ROI. Arrowheads indicate tertiary sprouts. **c** Quantification of ectopic sprouting for indicated scenario. Mean±s.e.m.; two-sided Mann–Whitney *U* test, control MO n = 25, *trioa* MO *n* = 19; *p* < 0.001. **d** Confocal images of *Tg(fli1:LIFEACT-EGFP)* reporter showing tertiary sprouts in *flt1*^*−/−*^ embryos injected with control (top) or *trioa* targeting morpholino (bottom) at 3 dpf. **e** Quantification of sprout volume for indicated scenario. Mean±s.e.m.; two-sided Mann–Whitney *U* test; control MO *n* = 9, *trioa* MO *n* = 7; *p* = 0.0021. **f** Confocal images showing trunk vasculature in *flt1*^*−/−*^ embryos treated with DMSO (left) or ITX3 (right) at 3 dpf. Dotted box indicates ROI. **g** Quantification of tertiary sprout numbers for indicated scenario. Mean±s.e.m.; two-sided Mann–Whitney *U* test; *n* = 20 embryos per condition; *p* = 0.0011. **h** Confocal images of *Tg(fli1:LIFEACT-EGFP)* reporter showing ectopic sprouts in *flt1*^*−/−*^ mutants treated with DMSO (left) or ITX3 (right) at 3 dpf. **i** Quantification of sprout volume for indicated scenario. Mean±s.e.m.; two-sided Mann–Whitney *U* test; DMSO: *n* = 10 sprouts/embryos, ITX3: *n* = 18 sprouts from 17 embryos; *p* = 0.0021. **j**, **k** Confocal images of *Tg(fli1:LIFEACT-EGFP)* reporter in *flt1*^*−/−*^ embryo (**j**) and upon venous specific overexpression of *TrioN* (*TrioN*^*vEC*^) in *flt1*^*−/−*^ mutant (**k**) at 3 dpf; Boxed region at higher magnification in the right panel. **l** Normalized ectopic network size (area/length) for indicated scenario. Mean±s.e.m.; two-sided Unpaired t-test with Welch’s correction; *n* = 8 ectopic networks/per condition; *p* = 0.0133. **m** Confocal images showing trunk vasculature in vehicle treated (left) and Rac1 inhibitor (right) treated *flt1*^*−/−*^ embryos at 3.5 dpf. Dotted boxes indicate ROI; arrowheads indicate ectopic vessels. **n** Quantification of ectopic vessels for indicated scenario. Mean±s.e.m.; two-sided Mann–Whitney *U* test; DMSO, *n* = 23, Rac1inh, *n* = 23; *p* = 0.0108. Scale bars indicate 50 µm in **b**, **f**, **j**, **k**, **m**; 20 µm in **d**, **h**; 25 µm in **k** crop. MO morpholino, Mdk medaka, inh inhibitor, vEC venous endothelial cell, DA dorsal aorta, PCV posterior cardinal vein. Source data are provided as a Source Data file.

### Tertiary sprouting requires parenchymal Esm1

Analysis of zebrafish mutants with a Vegfa gain of function scenario furthermore showed a significant upregulation of *endothelial cell specific molecule-1* (*esm1*) (Fig. 7a). Esm1 mechanism of action is poorly understood but in vitro data show that Esm1 competes with Vegfa for binding to fibronectin in the extracellular matrix (ECM). Increases in *esm1* consequently displace Vegfa from binding to the ECM, thereby augmenting Vegfa bio-availability and Kdrl signaling (Fig. 7r)^33^. Single cell sequencing (Supplemental Fig. 12a) and analyses of *esm1 BAC*-reporter construct injected embryos revealed *esm1* expression in the developing trunk vasculature, somites, and spinal cord neural cells (Fig. 7b, c). CrisprCas9 *esm1* mutants and *esm1* morphants looked phenotypically normal, and primary artery, secondary venous sprouting and aISV/vISV remodeling were not affected (Supplemental Fig. 12b–j). In contrast, genetic ablation of *esm1* or morpholino mediated loss of *esm1* significantly reduced tertiary sprouting events in all Vegfa gain of function scenarios investigated (Fig. 7d–k; Supplemental Fig. 12k–n). In *flt1*^*−/−*^*; esm1*^*−/−*^ double mutants (Fig. 7g, h), in *vhl*^*−/−*^ mutants injected with *esm1* targeting morpholino (Fig. 7j, k), in *flt1*^*−/−*^ mutants injected with *esm1* ATG targeting morpholino (Supplemental Fig. 12k, l), or in *esm1*^*−/−*^ mutants injected with a *flt1* ATG targeting morpholino (Supplemental Fig. 12m, n) tertiary sprouting was reduced when compared to *flt1*^*−/−*^ mutant or *flt1* morphant control respectively. Loss of *esm1* had no impact on the aISV to vISV ratios in any of these scenarios (Fig. 7i; Supplemental Fig. 12l). In *flt1*^*−/−*^*;esm1*^*−/−*^ double mutants, remaining sprouts were significantly smaller when compared to *flt1*^*−/−*^ single mutant (Supplemental Fig. 12r, s). Taken together *esm1* acts specifically on tertiary sprouting at the level of the spinal cord and is, during this developmental stage, dispensable for other trunk vascular remodeling events including Vegfa-driven primary artery sprouting.

**Fig. 7:**
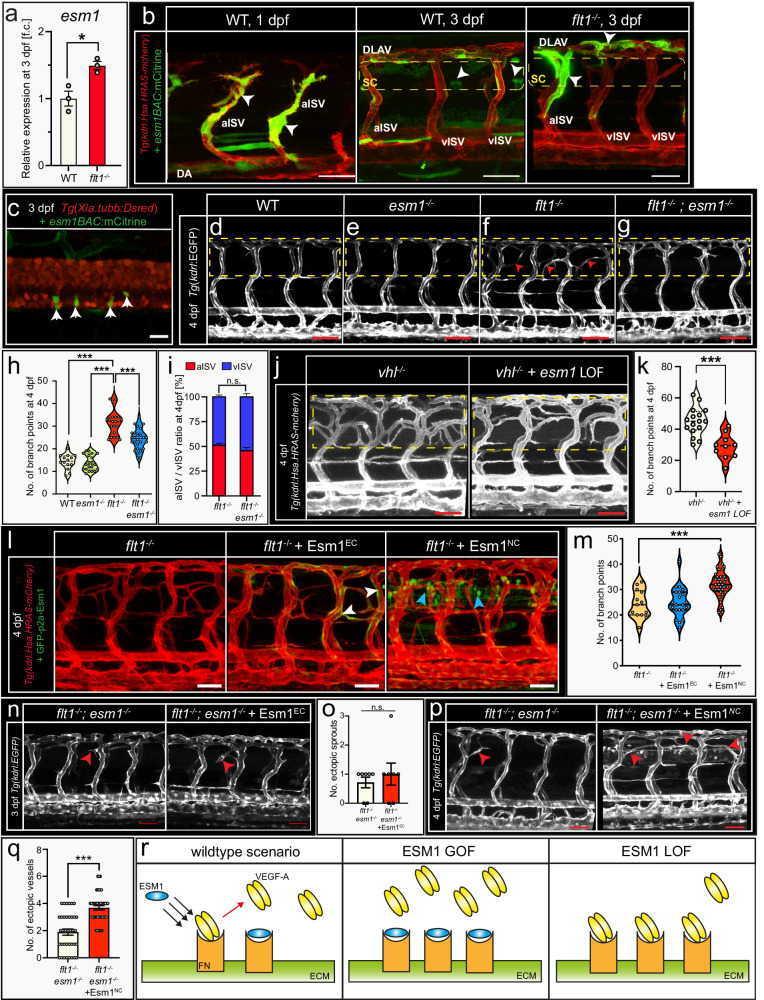
Tertiary sprouting requires Esm1. **a** *Esm1* expression for indicated scenario. Mean±s.e.m.; two-sided unpaired *t* test; *n* = 3 samples of 20 pooled embryos; *p* = 0.0176. **b** Images of WT or *flt1*^*−/−*^ embryos injected with *esm1Bac:mCitrine* construct. Box indicates the spinal cord. Arrowheads indicate *esm1* expression. **c** Image of *esm1* expression (arrowheads) in spinal cord at 3 dpf. **d**–**g** Trunk vasculature in WT (**d**), *esm1*^*−/−*^ (**e**), *flt1*^*−/−*^ (**f**), and *esm1*^*−/−*^*;flt1*^*−/−*^ embryos (**g**) at 4 dpf. Box indicates ROI. Arrowheads indicate ectopic vessels. **h** Branching complexity for indicated scenario. Violin plot indicates median and interquartiles; two-sided Unpaired *t* test with Welsch’s correction; WT: *n* = 14, *flt1*^*−/−*^: *n* = 20, *esm1*^*−/−*^: *n* = 20, *flt1*^*−/−*^*; esm1*^*−/−*^: *n* = 26. *p* < 0.0001 for all indicated comparisons. **i** Arterial to venous ratio for indicated scenario. Mean±s.e.m.; two-sided Fischer’s exact test; *flt1*^*−/−*^: *n* = 20, *flt1*^*−/−*^*;esm1*^*−/−*^: *n* = 26. **j** Trunk vasculature in *vhl*^*−/−*^ and *vhl*^*−/−*^ upon *esm1* LOF embryos at 4 dpf. Dotted box indicates ROI. **k** Branching complexity for indicated scenario. Mean±s.e.m.; two-sided unpaired *t* test; *vhl*^*−/−*^: *n* = 16; *vhl*^*−/−*^*+esm1* LOF: *n* = 10. *P* = 0.0001. **l** Trunk vasculature in *flt1*^*−/−*^, *flt1*^*−/−*^ upon vascular *esm1* GOF (*esm1*^*EC*^) and *flt1*^*−/−*^ upon neuronal *esm1* GOF (*esm1*^*NC*^) embryos at 4 dpf. Arrowheads indicate *esm1* expression. **m** Branching complexity for indicated scenario. Violin plot showing median and interquartiles; two-sided Unpaired t-test with Welch’s correction; *flt1*^*−/−*^: *n* = 13; *flt1*^*−/−*^ + *Esm1*^*EC*^: *n* = 21; *flt1*^*−/−*^ + *esm1*^*NC*^: *n* = 40. p(*flt1*^*−/−*^ vs.*flt1*^*−/−*^+esm1^NC^)<0.0001. **n** Trunk vasculature in *flt1*^*−/−*^*;esm1*^*−/−*^ and *flt1*^*−/−*^*;esm1*^*−/−*^ upon vascular *esm1* GOF (*esm1*^*EC*^) embryos at 3 dpf. Arrowheads indicate ectopic sprouts. **o** Ectopic sprout number for indicated scenario. Mean±s.e.m.; two-sided Mann–Whitney *U* test; *n* = 7 per condition. **p** Trunk vasculature in *flt1*^*−/−*^*;esm1*^*−/−*^ and *flt1*^*−/−*^*;esm1*^*−/−*^ upon neuronal *esm1* GOF *(esm1*^*NC*^) embryos at 4 dpf. Arrowheads indicate ectopic vessels. **q** Ectopic vessel number for indicated scenario. Mean±s.e.m.; two-sided Mann–Whitney *U* test, *flt1*^*−/−*^*;esm1*^*−/−*^: *n* = 37; *flt1*^*−/−*^*;esm1*^*−/−*^ + *esm1*^*NC*^: *n* = 43. *p* < 0.0001. **r** Schematic illustration of Esm1 function. Scale bars indicate 20 µm in **b**; 10 µm in **c**; 50 μm in **d**–**g**, **k**, **l**, **n**, **p**. LOF loss of function, EC, endothelial cell, NC neuronal cell, SC spinal cord, aISV arterial intersegmental vessel, vISV venous intersegmental vessel, DA dorsal aorta, FN Fibronectin, ECM extracellular matrix, GOF gain of function. Source data are provided as a Source Data file.

We next examined if overexpressing *esm1* could augment venous sprouting (Fig. 7l, m; Supplemental Fig. 12p, q). Neural specific overexpression of *esm1* (*esm1*^*NC*^) in *flt1*^*−/−*^ mutants significantly augmented tertiary sprouting (Fig. 7l–right panel, quantification in 7m). Vascular specific overexpression of *esm1* (*esm1*^*EC*^) had no significant effect on sprouting propensity (Fig. 7l–middle panel, quantification in 7m). Neural specific overexpression of *esm1* in WT failed to induce ectopic sprouting or affect trunk aISV/vISV remodeling (Supplemental Fig. 12p, q). Since *flt1*^*−/−*^*;esm1*^*−/−*^ double mutants lacked tertiary sprouting, we next assessed whether re-expressing *esm1* in the neural or vascular domain could restore/rescue tertiary sprouting. We found that neural specific overexpression of *esm1* (*esm1*^*NC*^) in *flt1*^*−/−*^*; esm1*^*−/−*^ double mutants restored tertiary sprouting and anastomosis formation at the level of the spinal cord (Fig. 7p, q). Vascular specific overexpression of *esm1* (*esm1*^*EC*^) did not rescue sprouting defects (Fig. 7n, o) but slightly augmented ISV diameter (Supplemental Fig. 12o). Taken together, these data are consistent with parenchymal *esm1* acting as an essential regulator of Vegfa-driven tertiary sprouting most likely by augmenting Vegf availability at the neuro-vascular interface (Fig. 7r).

### *Flt1*, *esm1* and *aplnra* contribute to spinal cord vascularization in WT

In WT, spinal cord vascularization starts in the period day 12–14, and similar to tertiary sprouting, is believed to be triggered by a local Vegfa gain of function scenario induced by neural cells^29,30^. This raises the question to what extent the cellular and molecular cues that govern tertiary sprouting also contribute to spinal cord vascularization in WT, day 12–14. We examined the cellular properties of the ISV derived sprouts in the day 12–14 WT scenario and found that the majority of ISV sprouts that vascularized the WT spinal cord, emanated from ISVs that expressed the venous marker *flt4* or *CoupTFII*, in line with venous sprouting events contributing to spinal cord vascularization during this developmental stage (Fig. 8a–e). We furthermore observed sprouts expressing the arterial marker *flt1*, emanating either from arterial ISVs or the vertebral artery (VTA) (Fig. 8b, d). This indicates that the WT spinal cord is vascularized by both arterial and venous sprouting events. The VTA is an arterial vessel that is anatomically lacking at day 3 of development. Both ISV and VTA derived sprouts consisted on average of between 1 and 2 endothelial cells (Fig. 8f, g). Labelling blood plasma with FITC-dextran to detect lumenized sprouts revealed that in the WT scenario 67% of the ISV derived sprouts were lumenized, whereas VTA derived sprouts were lumenized in about 40% of cases (Fig. 8h, i). Detailed morphological analyses of VTA derived sprouts revealed a population that was short and predominantly lacking a lumen, and a second population that was elongated and predominantly lumenized (Supplemental Fig. 13a, b). While the VTA is considered arterial, some parts of the VTA expressed both arterial and venous markers, and these regions with a mixed AV identity also gave rise to sprouts (Supplemental Fig. 13c–e). This leaves open the possibility that sprouts derived from this VTA region tended to behave more like a vein, favoring lumenization.

**Fig. 8:**
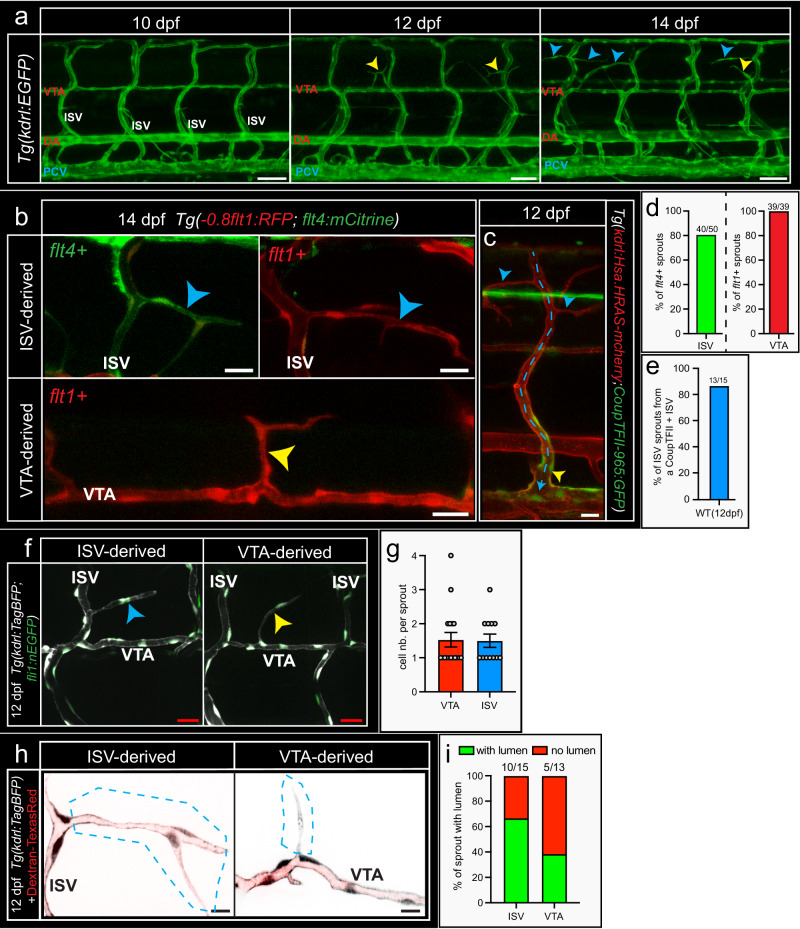
Spinal cord vascularization in day 12 WT larvae shows morphological similarities to tertiary sprouting. **a** Confocal images showing trunk vasculature at 10, 12 and 14 dpf in WT. Sprouts emanating from ISVs (blue arrowhead) and VTAs (yellow arrowhead). Representative images of 10 embryos per time point. **b** Confocal images of *Tg(−0,8flt1:RFP; flt4:mCitrine)* showing the arterial (*flt1*+, red)—venous (*flt4*+, green) identity of ISV and VTA derived sprouts at 14 dpf. **c** Confocal image showing a venous ISV expressing the venous marker *CoupTFII* in the ventral domain (yellow arrowhead), and two sprouts emanating from the dorsal aspect of this vISV (blue arrowheads) at 12 dpf. Blood flow indicated by dotted arrow. **d** Expression of arterial-venous identity markers *flt1* and *flt4* in ISV (left panel) and VTA (right panel) derived sprouts. Note: the majority of the ISV derived sprouts express the venous marker *flt4,* whereas all VTA derived sprouts express the artery marker *flt1*. Percentage; *n* = 50 sprouts for ISV derived and 39 sprouts for VTA derived from 19 animals. **e** Quantification of the percentage of ISV derived sprouts that emerged from a *CoupTFII* expressing vein. Percentage; *n* = 15 sprouts from 7 animals. **f** Confocal images of *Tg(kdrl:TagBFP;fli1:nEGFP)* showing EC nuclei in ISV (blue arrowhead) and VTA (yellow arrowhead) derived sprouts at 12 dpf. **g** Quantification of nuclei number in ISV and VTA derived sprouts. Mean±s.e.m.; *n* = 17 ISV derived sprouts and 12 VTA derived sprouts from 12 animals. **h** Injection of TexasRed-Dextran into *Tg(kdrl:TagBFP)* at 12 dpf to image blood plasma distribution, shows blood plasma in the ISV derived sprout consistent with the sprout being lumenized. In most VTA derived sprouts, no blood plasma was detected, consistent with absence of lumenization during the early stage of sprout remodeling. **i** Quantification of lumenization in ISV and VTA derived sprouts based on images in **h**. *n* = 15 ISV derived sprouts and 13 VTA derived sprouts from 11 animals. Scale bars indicate 50 µm in **a**; 20 µm in **b**, **c**, **f** and 10 µm in **h**. DA dorsal aorta, PCV posterior cardinal vein, ISV intersegmental vessel, VTA vertebral artery. Source data are provided as a Source Data file.

We next addressed whether the signaling molecules involved in tertiary sprouting also contribute to spinal cord vascularization in day 12–14 WT. We found that loss of *flt1* augmented sprouting propensity in the period day 12–14 when compared to age-matched controls (Fig. 9a, b). In contrast, *esm1*^*−/−*^ and *aplnra*^*−/−*^ mutants showed a significantly reduced sprouting propensity during vascularization of the day 12–14 spinal cord when compared to age-matched controls (Fig. 9c, d, i, j). *Flt1*^*−/−*^ mutants at day 14 displayed significantly increased ISV derived sprout numbers and larger sprout lumen diameters when compared to WT (Fig. 9a, b, e, f); VTA sprout numbers were unchanged (Supplemental Fig. 13f). Conversely, *esm1*^*−/−*^ mutants showed significantly reduced ISV derived sprout numbers and sprout lumen diameter (Fig. 9c, d, g, h); and slightly reduced VTA numbers (Supplemental Fig. 13g). Collectively our data suggest that several molecular and cellular elements of tertiary sprouting mediated spinal cord vascularization are recapitulated during spinal cord vascularization as occurs in day 12−14 WT, including sprout lumenization and the contribution of *aplnra* and *esm1* in mediating sprouting propensity. However, the spinal cord vascularization processes are not completely identical, in particular with respect to the contribution of arterial sprouting events.

**Fig. 9:**
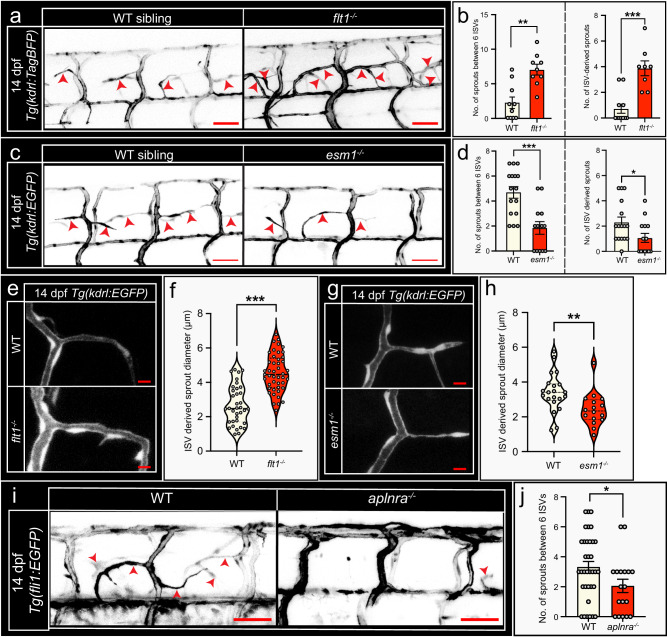
Spinal cord vascularization in WT larvae is regulated by *aplnra*, *esm1* and *flt1*. **a** Confocal images showing spinal cord vascular network in the trunk of day 14 WT siblings (left) and *flt1*^*−/−*^ mutant (right). Arrowheads indicate sprouts. **b** Quantification of spinal cord vessel sprouting events (left) and ISV derived sprout number (right) in WT siblings and *flt1*^*−/−*^ mutant based on images in **a**. Mean ± s.e.m.; two-sided Mann–Whitney *U* test; WT: *n* = 10; *flt1*^*−/−*^: *n* = 9; *p*(left) = 0.008, *p*(right) = 0.0004. **c** Confocal images showing spinal cord vascular network in WT siblings (left) and *esm1*^*−/−*^ mutant (right) at 14 dpf. Arrowheads indicate sprouts. **d** Quantification of spinal cord sprouting events (left) and ISV derived sprout number (right) in WT siblings and *esm1*^*−/−*^ mutant. Mean ± s.e.m.; two-sided Mann–Whitney *U* test; WT: *n* = 16; *esm1*^*−/−*^: *n* = 13; *p*(left) = 0.0006, *p*(right) = 0.0243. **e** Confocal images showing ISV derived sprout morphology in WT (top) and *flt1*^*−/−*^ mutant (bottom) at 14 dpf. **f** Sprout diameter for indicated scenario. Violin plot showing the diameter distribution, median (dashed lines), interquartiles (dotted lines); two-sided Unpaired *t* test with Welch’s correction; WT: n = 36 ISV-derived sprouts from 10 larvae, *flt1*^*−/−*^: *n* = 45 ISV-derived sprouts from 8 larvae; *p* < 0.0001. **g** Confocal images showing ISV derived sprout morphology in WT (top) and *esm1*^*−/−*^ mutant (bottom) at 14 dpf. **h** Sprout diameter for indicated scenario. Violin plot showing the diameter distribution, median (dashed lines), interquartiles (dotted lines); two-sided Unpaired *t* test with Welch’s correction; WT: *n* = 21 ISV-derived sprouts from 10 larvae, *esm1*^*−/−*^: *n* = 16 ISV-derived sprouts from 8 larvae; *p* = 0.0074. **i** Confocal images showing spinal cord vascular network in WT (left) and *aplnra*^*−/−*^ mutant (right) at 14 dpf. Arrowheads indicate sprouts. **j** Quantification of spinal cord vessel sprouting events in *aplnra*^*−/−*^ mutant and WT. Mean±s.e.m., two-sided Mann–Whitney *U* test, WT: *n* = 35 larvae; *aplnra*^*−/−*^: *n* = 18 larvae; *p* = 0.046. Scale bars indicate 50 µm in **a**, **c**, **e** and 10 µm in **g**, **i**. ISV, intersegmental vessel. Source data are provided as a Source Data file.

## Discussion

Heterogeneity in the vascular branching pattern has been demonstrated across organs and developing tissues and understanding the molecular mechanism accounting for this variability is considered relevant for designing tailored pro- and anti-angiogenic therapies to combat ischemic cardiovascular and neurodegenerative diseases, and cancer^2,3^. Vegfa is the key-regulator of angiogenesis in almost all organs, yet unclear is how a single growth factor can give rise to a multitude of highly diverse vascular branching architectures. Based on analysis of vascular remodeling in a series of mutants with a Vegfa gain function scenario we show that parenchymal cues instructing specific sprouting competent endothelial cells may account for variability in Vegfa-driven sprouting angiogenesis and thereby contribute to building organo-typically ordered vascular architectures. In support of parenchymal cues controlling competent endothelial cells, we show that in mutants with a Vegfa gain of function scenario, neural Vegfa and neural Apelin activate vascular Kdrl—Apelin-receptor-a signaling in a subset of venous endothelial cells to drive a novel cellular and molecular distinct venous sprouting form termed tertiary sprouting. We furthermore provide evidence showing that genes controlling tertiary sprouting are required for vascularization of the spinal cord in WT larvae.

Tertiary sprouting involves the selection of a lumenized tip cell (L-Tip cell) in the dorsal aspect of venous ISVs, at the interface with the spinal cord neural network. The L-Tip cell is prefabricated with an intact lumen, stabilized by pericyte coverage and forms a long-range unicellular anastomotic connection with the lateral arterial ISV. To this end the L-Tip cell increases in size which is achieved by activating the guanine exchange factor Trio. Trio acts downstream of endothelial Vegfa signaling and activates the small RhoGTPase Rac1 specifically in endothelial junctional regions to augment acto-myosin tension promoting endothelial cell enlargement^28^. Loss of Trio function inhibits L-Tip cell enlargement indicating that Trio driven changes in endothelial cell shape are important for the early stages of venous sprout remodeling.

Tertiary sprouting requires endothelial cells with a venous identity, consequently, genetically creating a trunk consisting of predominantly arterial endothelial cells reduces tertiary sprouting propensity. In venous ISVs, PCV derived endothelial cells polarize to the flow direction and subsequently migrate from ventral to dorsal toward the neuro-vascular interface to replace the remodeled artery derived EC that have initially populated this area during early stages of trunk ISV remodeling^48^. We show that restricting the migratory behavior of venous endothelial cells either by interfering with vISV EC polarization or reducing blood flow, prevents colonization of the neuro-vascular interface with PCV derived venous endothelial cells and impairs the tertiary sprouting process. *Kdrl* is expressed in all vascular endothelial cells, not specifically in veins, and therefore to obtain venous specificity of the Vegfa-driven venous sprouting process, endothelial Kdrl has to genetically interact with Apelin-receptor-a, a receptor that is particularly enriched in venous endothelial cells. The ventral-dorsal movements as observed in venous ISVs may thus be required for replacing the remodeled artery derived EC with *aplnra* expressing venous endothelial cells derived from the posterior cardinal vein. At the spinal cord neuro-vascular interface level, exposure of these *aplnra* expressing venous endothelial cells to specific parenchymal derived cues, in this scenario neural Apelin and Vegfa, may subsequently induce the venous sprouting process.

The Vegfa induced venous sprouting process involves genetic interaction between Apelin-receptor-a and Kdrl signaling in venous endothelial cells, and loss of *aplnra* reduces tertiary sprouting in all Vegfa gain of function scenarios investigated. *Aplnra* appears specific for mediating tertiary sprouting during this developmental stage, and loss of *aplnra* does not interfere with primary artery or secondary venous sprouting in the trunk. We provide evidence showing that the genetic coupling between Apelin-receptor-a and Kdrl may be achieved via GαI and c-Abl, analogue to a mechanism previously shown to couple S1PR1 with KDR signaling output in human cells^47^. From a physiological point of view, this genetic interaction may serve to potentiate endothelial Vegfa signaling strength and sprouting in a spatial highly specific manner, namely only in the domain where both parenchymal cues, Apelin and Vegfa, are co-expressed. Furthermore, the migrating endothelial cells that later will contribute to tertiary sprouting are initially polarized to flow. The sprout however expands along the spinal cord, a structure that is oriented perpendicular to the flow direction. Hence, for endothelial cells to contribute to the sprout, they have to adapt their polarization from flow driven toward parenchymal derived cues. Parenchymal cues and inducing a strong local—spatially confined -endothelial Vegfa signal may help these endothelial cells to escape from polarization dictated by flow, and allow extension toward the parenchyma.

Our data furthermore suggest that tertiary sprouting requires a functional contribution of neural *esm1*. In mouse, *Esm1* marks endothelial tip cells and endothelial specific *Esm1* mouse mutants show delayed outgrowth of the neonatal retinal plexus without defects in tip-stalk cell differentiation^33^. The precise mechanism of action of Esm1 is not well established but in vitro studies using human endothelial cells suggest that ESM1 competes with VEGFA for binding with the ECM component fibronectin^33^. This predicts that increases in ESM1 result in displacing VEGFA from the ECM, and thereby augmenting VEGFA availability. Conversely, loss of *ESM1*, allows for more VEGFA binding to the ECM, effectively reducing VEGFA availability^33^. In zebrafish embryos in vivo, *esm1* is expressed in vascular cells and neural cells and *esm1* is upregulated in day 3 *flt1*^*−/−*^ mutants. Loss of *esm1* in *flt1* and *vhl* mutants or morphants reduces tertiary sprouting propensity in line with Esm1 acting as a positive regulator of sprouting by increasing Vegf availability. To determine the functional contribution of endothelial *versus* neural *esm1* in mediating tertiary sprouting we introduced *esm1* expression either under control of a vascular or a neural domain specific promoter, into tertiary sprout lacking *flt1*^*−/−*^*;esm1*^*−/−*^ double mutants. Re-expressing *esm1* in the neural but not in the vascular domain, rescued tertiary sprouting in *flt1*^*−/−*^*;esm1*^*−/−*^ double mutants indicating that neural *esm1* is physiologically relevant for mediating tertiary sprouting. In further support we find that neural specific *esm1* gain of function augments tertiary sprouting to even higher levels in *flt1*^*−/−*^ single mutants. Interestingly, *esm1* is also expressed in developing arterial sprouts but the trunk vascular network of *esm1*^*−/−*^ mutants looks phenotypically normal and shows no defects in primary artery sprouting suggesting that at this stage of development, *esm1* is a marker not a maker of arterial sprouts.

Esm1 acting as a parenchymal cue to determine Vegfa availability and the spatial positioning of venous sprouting upon Vegfa may be another factor contributing to tissue dependent control of vascular architecture. It is established that Vegf levels can be regulated at the level of mRNA transcription through the HiF1α-Vhl pathway^50^, mRNA stability^47^ or through trapping of Vegf protein by the Vegf scavenging receptor soluble Flt1^29^. In vitro data^33^ and our in vivo findings support an additional—hierarchically overarching level of control involving trapping of Vegfa by the ECM, and unlocking of ECM-trapped Vegfa by Esm1 involving an ECM ligand-binding competition model. In the absence of *esm1*, all ECM-Vegfa binding sites will be available to bind Vegfa. The loss of tertiary sprouting observed upon genetically ablating *esm1* suggests that this ECM-Vegfa trapping capacity is sufficiently large to bind enough Vegfa to buffer physiological elevations in Vegfa as occur in *flt1*^*−/−*^ and *vhl*^*−/−*^ mutants, and thereby preclude sprouting. Conversely, to obtain sufficient bio-available Vegfa for venous sprouting to occur in these Vegf gain of function scenarios, ECM binding sites have to be first occupied by Esm1 and this can be achieved by simultaneously expressing *esm1*. Accordingly, *esm1* expression is indeed elevated in *flt1*^*−/−*^ mutants, thus suggesting the existence of a positive feed forward loop to amplify Vegfa levels and promote sprouting. The notion that “excessive” Vegfa resulting for example from the activation of the metabolic HiF1α-Vegf pathway can be “scavenged” by the parenchymal ECM, may have physiological and therapeutic implications especially in settings involving extensive ECM remodeling, as is typically the case during tissue regeneration processes upon ischemic insults^51^.

Tertiary sprouting in the venous domain shows considerable molecular, cellular and metabolic differences with Vegfa-driven sprouting in the arterial domain. Primary artery sprouting involves the hierarchical ordering of tip and stalk cells, mediated by Dll4-Notch^9,13^. In this model, tip cells are responsible for vessel guidance, whereas the stalk cells account for lumen formation in the expanding sprout, and loss of *dll4* results in more endothelial cells occupying the tip cell position^9,13,38^. In contrast, in the tertiary sprout, the tip cell is both lumenized and exerts a guidance function and is therefore termed L-Tip cell. Since the expanding tertiary sprout consists of a single cell, there is no need for hierarchical ordering by Dll4-Notch, and accordingly loss of *dll4* has no impact on L-tip cell selection or the ability to form a lumenized anastomotic vessel segment. We furthermore show that loss of Cxcr4-Cxcl12 signaling, a pathway considered to act downstream of Dll4-Notch and responsible for sprout guidance in certain areas of the nervous system^19,40^, has no impact on tertiary sprouting. In the trunk, loss of *dll4* promotes venous identity leading to an expansion of the venous ISV domain, hence there are quantitatively more venous endothelial cells from which L-Tip cells can be selected. Accordingly, loss of *dll4* augments tertiary sprout propensity. However, since arterial ISVs are almost lacking upon loss of *dll4*, the ectopic anastomotic segments observed upon gain of Vegfa, primarily connect two lateral vISVs instead of making a vISV-aISV connection. *Apln* is predominantly expressed in arterial endothelial and neural cells, and endothelial cell derived apelin has previously been shown to cell-autonomously regulate primary artery sprouting^42^. Genetic ablation of neural *apln* reduces tertiary sprouting without affecting primary sprouting suggesting that neural derived Apelin is physiologically required for mediating venous sprouting upon Vegfa. A potential physiological contribution of cell autonomous acting venous endothelial *apln* specifically in L-Tip cells, remains to be determined. L-Tip cells of tertiary sprouts are larger in size when compared to other endothelial cell populations, and more glycolysis dependent when compared to primary artery sprouts. Tertiary sprouting requires hemodynamic forces most likely via regulating endothelial cell migration events in venous ISVs and maintaining *aplnra* expression in the venous domain. In contrast, Vegf-Dll4-Notch driven primary artery sprouting, or Vegf-Dll4-Notch mediated sprouting in the neonatal mouse retina angiogenic front, do not require flow^52^. In the mouse retina arterial domain, shear stress exerted by flowing blood has been suggested to repress sprouting to allow flow induced outward remodeling^53^. How such fundamental arterial-venous differences in hemodynamic requirements arise, and how this may affect pharmacological targeting of Vegfa-driven sprouting for pro- and anti- angiogenic strategies, remains to be elucidated.

In WT animals, spinal cord vascularization starts in the period day 12–14 of development and involves angiogenic sprouting from ISVs and the Vertebral Artery (VTA). In WT, spinal cord vascularization is believed to be induced by a simultaneous down-regulation of *sflt1* and upregulation of neural *vegfaa* expression at the neuro-vascular interface collectively creating a local Vegfa gain of function scenario^29,30^, a condition that would favor inducing tertiary sprouting. Indeed, tertiary sprouting and spinal cord vascularization in WT show similarities. In both scenarios, *aplnra* and *esm1* act as positive regulators and *flt1* as a negative regulator of sprouting propensity determining the extent of spinal cord vascularization. In WT, spinal cord vascularization involves a significant contribution of lumenized sprouts, to a large extent emanating from venous ISVs. However, besides venous sprouting, the WT spinal cord is also vascularized from the arterial domain, most prominently the VTA, an arterial vessel that is lacking at day 3-4, the period during which tertiary sprouts arise from veins upon Vegfa. Sprouts emanating from the VTA showed fewer lumenization events when compared to sprouts emanating from ISVs. We conclude that elements of tertiary sprouting are conserved during WT spinal cord vascularization but in the WT, day 12–14 scenario, there is an additional component involving a contribution from the arterial domain.

Tertiary sprout formation requires a specific set of parenchymal derived cues that collectively augment Kdrl signaling strength above the threshold necessary for L-Tip cell selection in the venous domain. A potent Vegfa-Kdrl signal may confer robustness on L-Tip cell selection and escape from the initial flow-induced polarization^48^ toward a tissue derived growth factor defined orientation, and allowing active angiogenic remodeling. The requirement of two ligands and two receptors allows for a more precise and stringent spatio-temporal control of sprout initiation by the parenchyma when compared to a scenario involving just one ligand/receptor pair. A stringent high threshold may prevent from unproductive venous sprouting in response to any small change in Vegfa expression. Instead, a two-tiered regulation of both Vegfa and Apelin and their respective receptors, may ensure that a sprout is induced only at the exact desired anatomical position in the tissue, the domain where both Vegfa and Apelin are co-expressed. The concept emerging from these observations is that organo-typical features in vascular branching may evolve from the selective coupling of endothelial growth factor receptors and the heterogeneity in the repertoire of parenchymal derived signals that can be used to activate such receptor pairs. We observed coupling of Kdrl and Apelin-receptor-a, but in other scenarios different genetic interactions may exist for example between Kdr/Kdrl/Aplnr with Flt4^54^, Neuropilin (Nrp) and Plexin receptors (Plxn)^55–58^, allowing myriad combinations with ligands of the Semaphorin and Vegf family. In a reductionist view, as opposed to the Dll4/Notch tango of the reference model, the choreographed dances in the revised organo-typical scenario may rely on up to four ligand/receptors pairs.

Therapeutic revascularization strategies employing Vegfa have traditionally focused on engineering branching and lumen remodeling of the arterial system^59^. Emerging single cell sequencing analyses however point toward a crucial role for endothelial cells derived from the venous domain in shaping the angio-architecture, in particular in the brain^25,27^. Yet these systems biology findings await genetic and functional confirmation. Alterations in venous endothelial behavior have been shown to underlie arterial-venous malformations and contribute to the vascular lesions observed during retinopathies^60,61^. Understanding the molecular framework how parenchymal cues influence Vegfa responsiveness and venous remodeling may help to develop novel therapeutic tools to combat vasculopathies or promote revascularization in ischemic cardiovascular diseases.

## Methods

### Ethics statement

Zebrafish husbandry and experimental procedures were performed in accordance with local and national German animal welfare standards^62^ and were approved by the government of Baden-Württemberg, Regierungspräsidium Karlsruhe, Germany (Akz.: 35-9185.81/G-11/19, 35-9185.81/G-29/22; 35-9185.64/BH KIT).

### Zebrafish maintenance and strains

Embryos were incubated at 28.5 °C and staged by hours or days post fertilization (hpf or dpf, respectively). We used two *flt1* mutant alleles: the *flt1*^*ka604*^*, flt1*^*ka602*^. The *flt1*^*ka604*^ (exon 3, −14 nt allele) and the *flt1*^*ka602*^ (exon 3, −5 nt allele) have a premature termination codon (PTC) resulting in a truncated protein devoid of a functional extracellular VEGF binding domain; these mutants lack both functional *sflt1* and *mflt1* as previously published^29^. The following zebrafish lines were used as previously described^29,30,49,63–68^: *Tg(kdrl:Hsa.HRAS-mCherry)*^*s916*^, *Tg(fli1:nEGFP)*^*y7*^, *Tg(fli1:EGFP)*^*y1*^, *Tg(Xla.tubb:dsRed)*^*zf148*^, *Tg(kdrl:EGFP)*^*s843*^, *Tg(−0.8flt1:RFP)*^*hu5333*^, *Tg(flt4:mCitrine)*^*hu7135*^, *vhl*^*hu2117*^ *TgBAC(pdgfrb:Gal4FF)*^*ncv24*^, *Tg(5xUAS:EGFP)*^nkuasgfp1a^, *Tg(kdrl:TagBFP)*^*mu293*^, *Tg(kdrl:NLS-EGFP)*^*ubs1*^, *TgBAC(apln:GFP)*^*bns157*^, *Tg(fli1:LIFEACT-EGFP)*^*mu240*^, *aplnra*^*mu296*^*, aplnrb*^*mu270*^, *Tg(fli1:PECAM1a-EGFP)*^*ncv27*^, *Tg(CoupTFII-965:GFP)*^*lcr5*^.

### Generation of mutant and transgenic lines

Zebrafish embryos were injected at the one-cell stage with a glass microneedle and a microinjector (World Precision Instruments). For transgenesis *Tol2* mRNA, transcribed from pCS2FA (a kind gift from Koichi Kawakami) with the mMESSAGE mMACHINE SP6 Transcription Kit was injected at a concentration of 25 ng µl^−1^ together with Tol2 destination vectors^69^. For mutagenesis, 1 nl of a mixture of Cas9 protein (0.5 µg/uL, IDT) and sgRNA (3 µM, IDT) were co-injected into one-cell stage embryos. The sgRNAs that have been used to create the *esm1* mutant (formally named *esm1*^*ka616*^) are indicated in Suppl. Table 1. The primers used to genotype the *esm1* mutant are indicated in Suppl.Table 2.

### Generation of p5E entry vectors for mdk.flt4 promotor

For generating the *p5E-mdk.flt4* entry vector, the promotor sequence was amplified from the plasmid *pMiniTol2-mdk-3.8-flt4* (kindly provided by Prof. Stefan Schulte-Merker) and inserted by restriction cloning into an empty p5E vector (Suppl. Table 3).

### Generation of middle entry vectors

The *apln*, *esm1 and apela* coding sequences were amplified from zebrafish cDNA using the primers indicated in Suppl. Table 4 and cloned into a *pME-EGFP-p2A* plasmid by restriction cloning. The resulting plasmids were named *pME-EGFP-p2A-esm1*, *pME-EGFP-p2A-apln, pME-EGFP-p2A-apela*, and contained the coding sequences in frame with the EGFP-p2A sequence.

For the PTXS1 experiment, a synthetic DNA plasmid containing a coding sequence for the S1 subunit of the PTX toxin (PTXS1) was ordered to Eurofins Genomics. The coding sequence for the PTXS1 subunit was then cloned into a *pME-EGFP-p2A* by restriction cloning (SmaI/XbaI). The resulting plasmid was named *pME-EGFP-p2A-PTXS1*.

### Generation of overexpression constructs

To generate neuronal overexpression constructs for *apln*, *apela*, *esm1* and *gal4vp16*, Gateway reactions were performed using the following plasmids: p5E-Xla.tubb, a pME (*pME-EGFP-p2A-esm1*, *pME-EGFP-p2A-apln, pME-EGFP-p2A-apela* or *pME-gal4-vp16*), a *p3E-polyA* and a pDestTol2-Cry-GFP or pDestTol2-CG2-EGFP. The resulting plasmids were named *pDestTol2-CryGFP-Xla.tubb-EGFP-P2A-apln-polyA*, *pDestTol2-CryEGFP-Xla.tubb-EGFP-p2A-esm1-polyA*, *pDestTol2-CryEGFP-Xla.tubb-EGFP-p2A-apela-polyA* and *pDestTol2-CG2-EGFP-Xla.tubb-Gal4vp16-polyA*. Neural specific *apln* and *esm1* gain of function are indicated as *apln*^*NC*^ and *esm1*^*NC*^ respectively.

For vascular specific overexpression of *esm1*, a Gateway reaction was performed using the following plasmids: *p5E-fli1*, *pME-EGFP-p2A-esm1*, *p3E-polyA* and *pDestTol2-CG2-EGFP*. The resulting plasmid was named *pDestTol2-CG2-EGFP-fli1-EGFP-p2A-esm1-polyA*. For venous overexpression of PTXS1 and hTrioN, Gateway reactions were performed using the following plasmids: *p5E-mdk.flt4*, *pME-EGFP-p2A-hTrioN*^28^ or *pME-EGFP-p2A-PTXS1*, p3E-polyA and pDestTol2-Cry-GFP. The resulting plasmids were named *pDestTol2-CryEGFP-mdk.fl4-EGFP-p2A-hTrioN-polyA* and *pDestTol2-CryEGFP-mdk.fl4-EGFP-p2A-PTXS1*. For somites specific overexpression of apelin, Gateway reactions were performed using the following plasmids: *p5E-unc505, pME-EGFP-p2A-apln, p3E-polyA* and *pDestTol2-Cry-GFP*. The resulting plasmid was named *pDestTol2-unc503-EGFP-p2A-apln-polyA*.

TrioN construction contains the N-terminal part of human TRIO (amino acids 1-1685) including the Sec14 domain, spectrin repeats, the Rac1/RhoG GEF1 domain and SH3 domain, but excluding the RhoA-specific GEF2 domain and kinase domain^28^.

### Neuronal specific knock out of *apln*

A plasmid encoding for *Gal4* under a neuronal promoter *(pDestTol2CG2-EGFP-Xla.tubb-gal4vp16-polyA*) and a plasmid encoding for *Cas9* under a UAS promoter and two *apln* sgRNAs (*pDestTol2-UAS-Cas9-t2a-EGFP-U6-aplnsgRNA1-U6-aplnsgRNA2*, gift from Christian Helker) were co-injected (25 ng/µl each) with *Tol2* mRNA (25 ng/µl) into the one cell stage zebrafish embryos. Neural specific *apln* loss of function is indicated as *apln*^*ΔNC*^.

### Generation of the *esm1* BAC

The BAC clone * esm1:mCitrine* was generated as previously described^70^. Briefly, the BAC clone CH211-66D12 containing the *esm1* gene was ordered from BPAC Resource Center. The *mCitrine* coding sequence was inserted directly after the ATG site of the *esm1* gene by BAC recombineering. The primers used for the BAC modification and recombination can be found in Suppl. Table 5.

### Morpholino knockdown

The following morpholino antisense oligomers (MOs; Gene Tools) were injected into the yolk of one-cell stage embryos: see Suppl. Table 6 for morpholino sequences and concentrations.

### Inhibitor treatments

Embryos were dechorionated prior to inhibitor treatment. The inhibitors were added at 2.5 dpf followed by incubation at 28.5 °C until the embryos were analyzed between 3 and 4 dpf. For inhibitors dissolved in DMSO, control embryos were mock treated with DMSO (Sigma). Inhibitor concentrations are listed in Suppl. Table 7. Embryos were randomly assigned to experimental groups.

### Gene expression analysis by real-time qPCR

Total RNA of zebrafish embryo trunks (20 embryos per sample) was isolated with TRIzol and purified with Relias Tissue RNA extraction Kit (Promega) with included DNase step according to the manufacturer’s instructions. The quality control was done using electrophoresis and Nanodrop. The RNA concentration was measured by Nanodrop. cDNAs were obtained using Random Primers and MMLV-Reverse Transcriptase (Promega). For qPCR SYBR-Green PCR Mastermix (BioRad) was used and the qPCR was run on a Biorad CFX connect machine using the Biorad CFX Maestro 1.0 software. Gene expression data were normalized to beta-actin and the data are presented as fold change. The primer sequences can be found in Suppl. Table 8.

### Confocal microscopy

Zebrafish larvae were embedded in 0.5% (w/v) low-melting agarose (NuSieve GTG Agarose, Lonza) in 35 mm glass bottom microscopy dishes (MatTek). The agarose was covered with E3 medium and 0.003% (w/v) PTU (Sigma). For the time-lapse, the E3 medium was also supplemented with 0.112 mg ml^−1^ Tricaine. Confocal t- (for time-lapse imaging) and z-stacks were acquired using a Leica SP8 confocal microscope with ×20 or ×40 water immersion objectives, HyD or PMT detectors and LAS X v3.5.7 software. For the time-lapse, the resonant scanner was also used. Images are displayed as maximum intensity projections of the z-stacks. High resolution microscopy was performed on a Zeiss LSM900 with an Airyscan 2 module, a x40 water immersion objective, PMT detectors and Zeiss Zen v2.3 Software.

### Analysis of volume and surface area

To analyze the EC volume and surface area during primary and tertiary sprouting, images of *Tg(kdrl:Has.HRAS-mcherry; fli1:PECAM1a-EGFP)* embryos (1dpf WT and 3dpf *flt1*^*−/−*^) were acquired. Tip or L-tip cells were manually segmented based on mCherry and EGFP signals using the ‘Segmentation Editor’ plugin in Image J.

To analyze the tertiary sprout volume and surface area, control or treated 3dpf *flt1*^*−/−*^ *Tg(fli1:LIFEACT-EGFP)* were imaged. Tertiary sprouts were manually segmented based on EGFP signal using the ‘Segmentation Editor’ plugin in Image J. Volume and surface area were measured on the segmented object using the ‘3D Objects counter’ plugin in Image J/Fiji 2.3.0.

To analyze the TrioN gain of function experiment, the ectopic vessels were manually segmented on Z-projection. The area of the segmented networks was normalized by the length of the ectopic vessel to obtain the normalized area.

### Vascular network analysis

For 3 dpf embryos, sprout numbers in the trunk were counted manually on 4 ISVs. For 4 dpf embryos, the vascular network complexity in the trunk was assessed as previously described^29^. Briefly, a skeleton representation of the vasculature was generated using the ‘skeletonize’ plugin in Image J/Fiji 2.3.0. Segment number, branch point number and total branch length were calculated using the ‘analyze skeleton’ plugin. For 14 dpf embryos, sprout numbers in the trunk were counted manually on 6 ISVs. For the analysis of the hindbrain vasculature, the vasculature was manually segmented and then analyzed using the ‘analyze skeleton’ plugin.

### Vessel and sprout diameter analysis

Vessel diameters were quantified using the ‘VasoMetrics’ plugin in ImageJ/Fiji 2.3.0. Plugin was used on Z-stack projection and the diameter means were used for the analysis.

For sprout diameter analysis, lateral lines were drawn at five (14 dpf larvae) or three (3 dpf embryos) evenly distributed positions. The median of these lines was calculated and used for the analysis.

### FACS sorting

Per sample, 100 embryos from *Tg(kdrl:EGFP)* line were collected and dissociated into a cell suspension as described^71^. Briefly, the embryos were dissociated with a mix of 0.25% Trypsin and collagenase (4 mg/mL), centrifuged to collect the cells, resuspended into DMEM + 10% Fetal Bovine Serum and filtered to remove the debris. Cells were then FACS sorted for GFP+ cells and keep on ice until downstream applications.

### scRNAseq

For the analysis of the Kdrl+ cells, following cell dissociation and FACS sorting (described above), samples were processed on the 10X Chromium platform using 10X Single Cell 3’ v3 chemistry following the manufacturer’s guidelines (10X Genomics, Pleasanton, USA). For each genotype (WT and *flt1*^*−/−*^) two samples were prepared and processed for GEM generation, reverse transcription, cDNA amplification and library construction following manufacturer’s instructions. The libraries were sequenced on a NextSeq 2000 sequencer. The data were first processed using the 10X Cellranger v6.1.1 pipeline (mkfast and counts) and mapped to the zebrafish genome GRCZ11 v107. The above procedures were carried out as a service by the EMBL GeneCore facility (Heidelberg, Germany).

The resulting matrices were subjected to quality control, normalization and analysis in Seurat^72^ version 4.2 package for R, version 4.2.2. Cells were selected to continue with down-stream analysis based on feature count and mitochondrial gene percentage. Only cells that had more than 200 features and fewer than 4500 features expressed were retained. Additionally, only cells thar had less than 5 % of their reads from mitochondrial genes were kept. 

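The limit on mitochondrial counts removed the most cells. Of the 7677 called cells, 272 had 200 genes or fewer, 231 had 4500 genes or more and 2245 had at least 5% of their counts from mitochondrial genes, and a cell could fail more than 1 limit. The last limit applied to 387 and 231 cells of WT replicates 1 and 2 and to 1116 and 511 cells of flt1−/− replicates 1 and 2. The 5191 cells kept were 67.6% of those called, from 61.9% in WT replicate 1 to 78.7% in WT replicate 2. With a mitochondrial limit of 10%, 5898 cells were kept.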

Data were then normalized using ‘NormalizeData’ function with scale factor 10000, then the top 2000 highly variable genes were selected and scaled to unit variance and zero mean with ‘Scale Data’. Principal Component Analysis was then performed on these highly variable genes. RunUMAP and FindNeighbours were run based on the first 20 principal components and unsupervised clustering was performed with FindClusters (resolution = 0.5). Cluster annotation was based on enriched genes in each cluster identified by ‘FindMarkers’ function. Endothelial cell sub-clustering was performed as follows: A dataset containing only the EC, LEC and EdC cells was created using the subset function. Data were normalized and scaled as described above. RunPCA, RunUMAP and FindNeighbours were run based on the first 20 principal components and unsupervised clustering was performed with FindClusters (resolution = 1). Cluster annotation was based on enriched genes in each cluster identified by ‘FindMarkers’ function.

For the analysis of zebrafish trunk, the heads of the embryos were removed prior cell dissociation. Cell dissociation was performed similarly as described above for FACS sorting. Cell suspensions were then diluted at a concentration of 1000 cells per uL and processed on the 10X Chromium platform using 10X Single Cell 3’ v3 chemistry following the manufacturer’s guidelines (10X Genomics, Pleasanton, USA). For each genotype (WT and *flt1*^*−/−*^), 2 samples were prepared and processed for GEM generation, reverse transcription, cDNA amplification and library construction following manufacturer’s instructions. The libraries were sequenced on a NextSeq 2000 sequencer. The data were first processed using the 10X Cellranger pipeline (mkfast and counts) and mapped to the zebrafish genome GRCZ11 v107. The above procedures were carried out as a service by the EMBL Genomics Core facility (Heidelberg, Germany). The resulting matrices were subjected to quality control, normalization and analysis in Seurat version 4.2 package for R, version 4.2.2. Cells were selected to continue with down-stream analysis based on feature count and mitochondrial gene percentage. Only cells that had more than 200 features and fewer than 4000 features expressed were retained. Only genes expressed in at least 5 cells were retained. Additionally, only cells that had less than 5% of their reads from mitochondrial genes were kept. Data were then normalized using ‘SCTransformv2’ function and then integrated together. Principal Component Analysis was then performed on highly variable genes. RunUMAP and FindNeighbours were run based on the first 50 principal components and unsupervised clustering was performed with FindClusters (resolution = 0.3). Cluster annotation was based on enriched genes in each cluster identified by ‘FindConservedMarkers’ function. Neural cell subclustering was performed as follows: A dataset containing only the ERG, neuron and oligodendrocyte cells was created using the subset function. Data were then normalized using ‘SCTransformv2’ function and then integrated together. Principal Component Analysis was then performed on highly variable genes. RunUMAP and FindNeighbours were run based on the first 50 principal components, and unsupervised clustering was performed with FindClusters (resolution = 0.7). Cluster annotation was based on enriched genes in each cluster identified by ‘FindConservedMarkers’ function.

### CellChat analysis

EC cluster was extracted from the trunk dataset and merge with the neural subclusters. To predict the cell-cell communication between EC and neural cells, we used the R toolkit Cellchat^41^. First, we analyzed both WT and *flt1*^*−/−*^ merged datasets to predict the number of interactions between EC and neural cells and the main pathway targeting the endothelial cell. The dataset was analyzed using the previously published pipeline by Jin et al., 2021 with minor changes: for the computation of the communication probability, we selected the method type “truncatedMean” with “trim = 0.1” option. Secondly, we made a differential analysis of WT and *flt1*^*−/−*^ datasets to predict the ligand-receptor interactions in WT versus flt1^−/−^. CellChat was run separately on each dataset that was then merged as described^73^ and using the following parameters: for the computation of the overexpressed genes, we used the “identifyOverExpressedGenes” function with “thresh.*p* = 0.1” option; for the computation of the communication probability, we selected the method type “truncatedMean” with “trim = 0.1”; for filtering the number of expressing cells, we used “filterCommunication” with “min.cells=2” option. The ligand-receptor interactions were analyzed only from neural cells to EC and only for the pathway previously identified to target the EC.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism v9. Each dataset was tested for normal distribution (Shapiro-Wilk test). Parametric method (unpaired Students *t*-test with or without Welch’s correction) was only applied if the data were normally distributed. For non-normal distributed data sets, a non-parametric test (Mann Whitney *U* test) was applied. For distribution analysis, the Fisher’s exact test (2 categories) or the Chi-square test (>2 categories) was used. Data are represented as indicated in the legends. *, *p* < 0.05, **, p < 0.01 and ***, p < 0.001. For every treatment, treated and control embryos were derived from the same egg lay; embryos were selected on the following pre-established criteria: normal morphology, a beating heart and circulating red blood cells. All images shown in the figures are representative examples of the respective phenotypes and expression patterns.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Reporting Summary

### Source data

Source Data

## Data Availability

The raw data of single-cell RNA-seq generated in this study have been deposited in the Gene Expression Omnibus database under accession code GSE227806 and GSE227696. The zebrafish genome GRCz11 used in this study is available in the NCBI database under accession code GCF_000002035.6. The remaining data are available within the Supplementary Information or Source Data file. Source data are provided with this paper.

# Supplementary material for: Parenchymal cues define Vegfa-driven venous angiogenesis by activating a sprouting competent venous endothelial subtype
**Source:** Nat Commun. 2024 Apr 10;15:3118. doi: 10.1038/s41467-024-47434-x
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

**Parenchymal cues define Vegfa driven venous angiogenesis by activating a sprouting competent venous endothelial subtype**

Preau et al.

NCOMMS-23-15010C

Suppl. Fig. 1

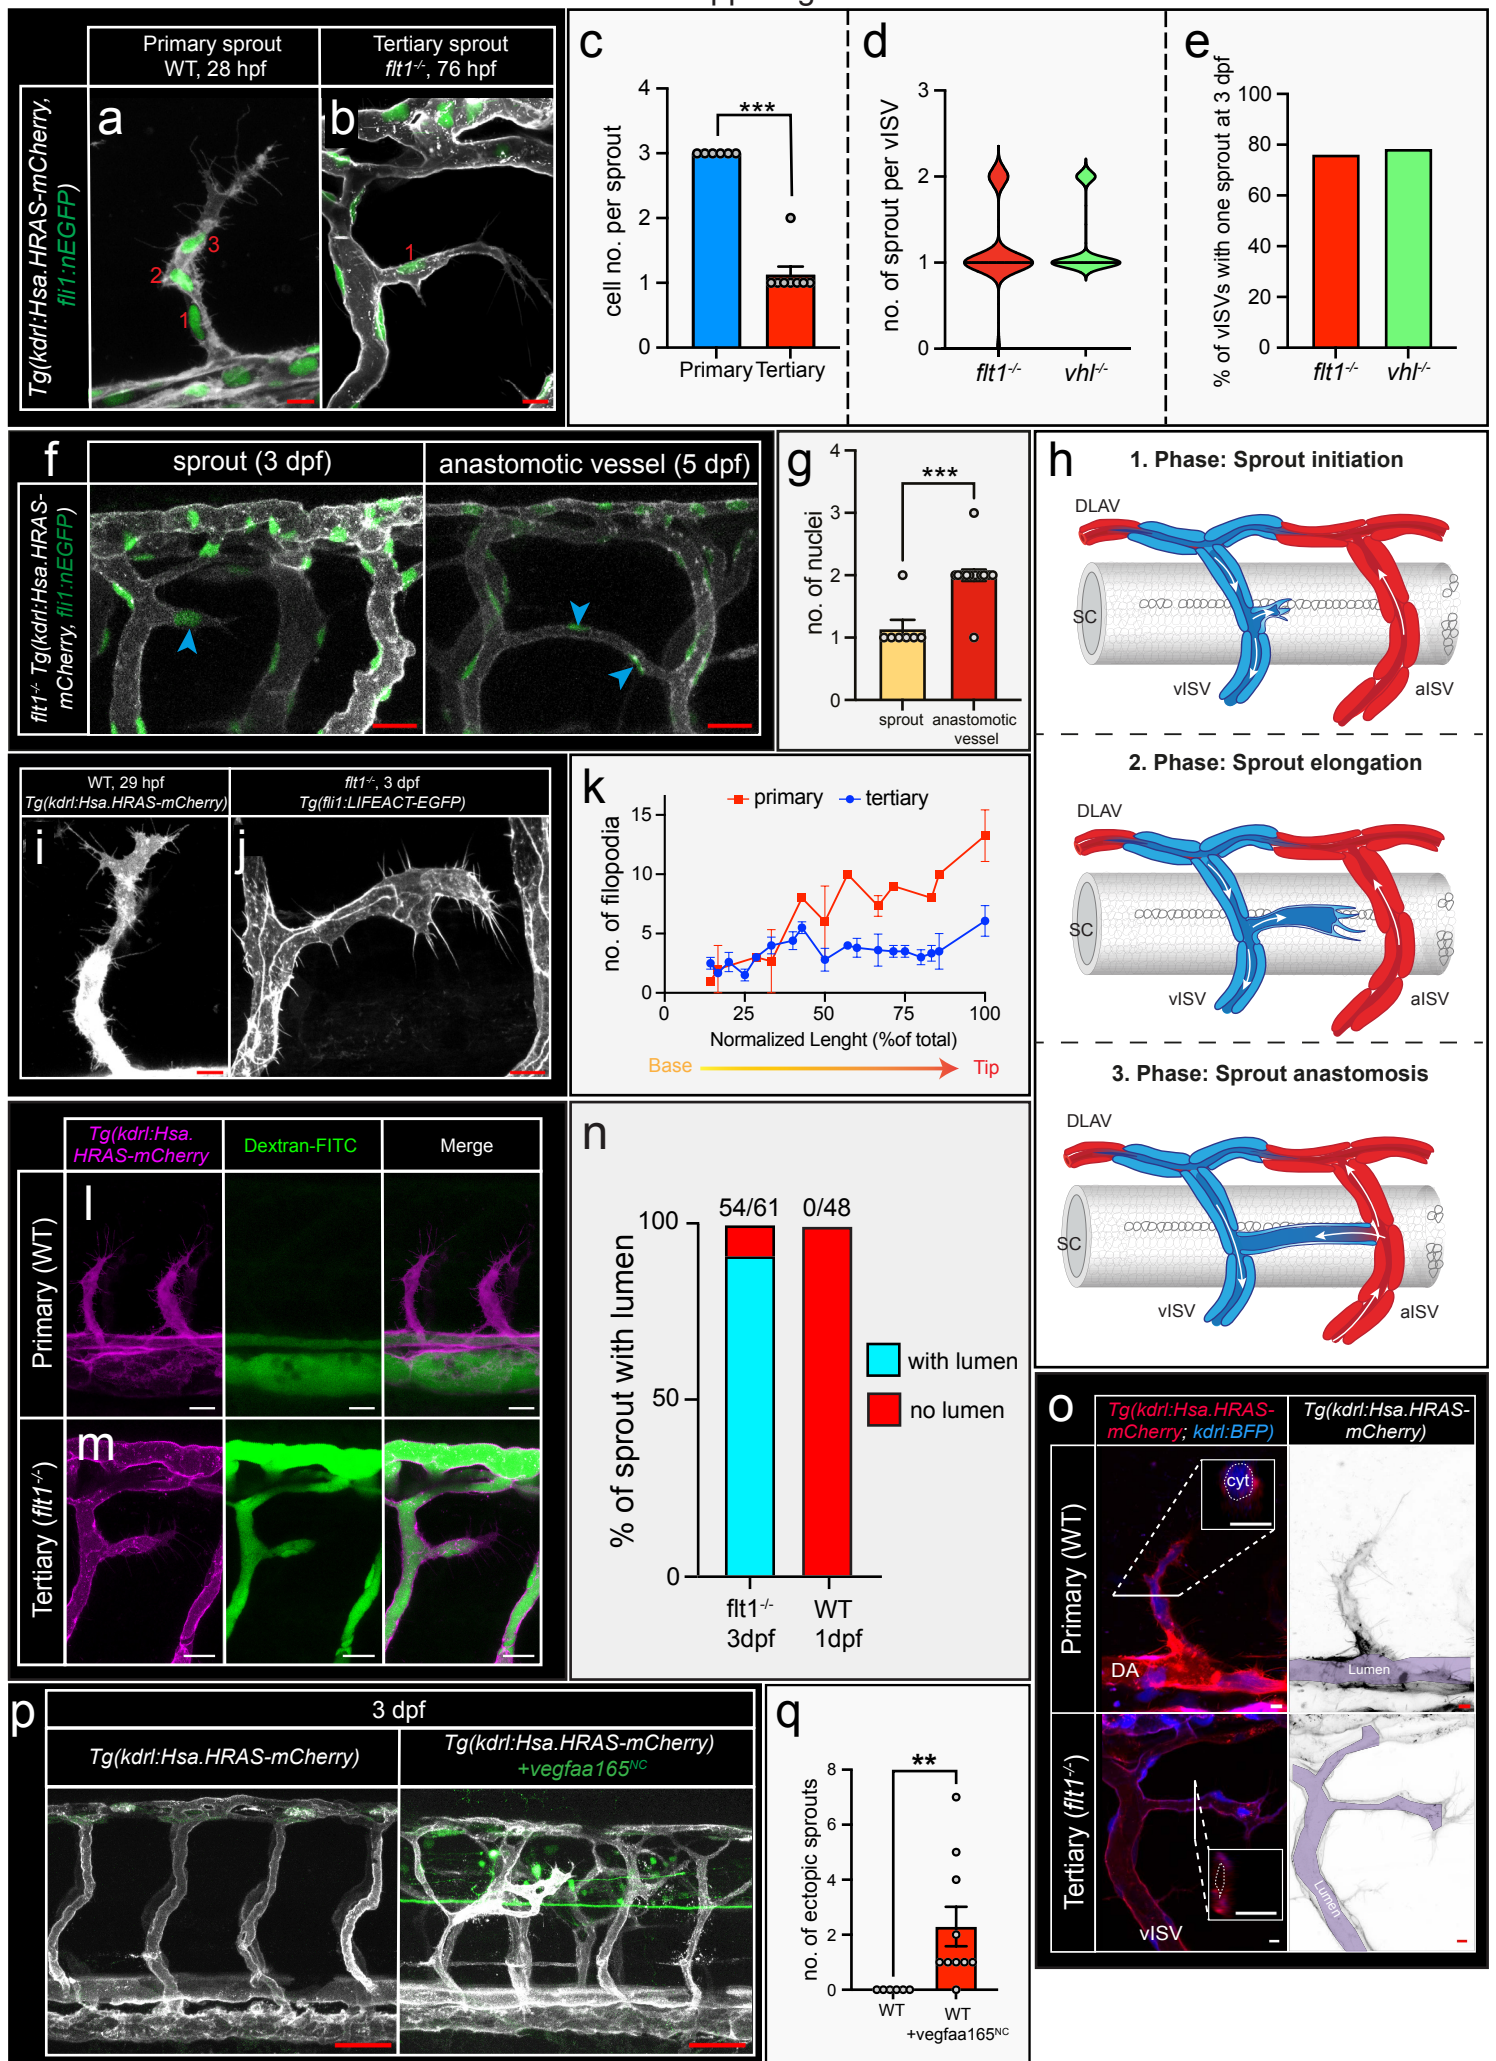

**Supplement Figure 1. Tertiary sprouts are lumenized structures supported by pericytes and carry blood plasma.**

- (a) Confocal images of *Tg(kdrl:Hsa.HRAS-mCherry; fli1:nEGFP)* showing a primary sprout at 28 hpf in the trunk of zebrafish embryo, EC nuclei in green.
- (b) Confocal images of *Tg(kdrl:Hsa.HRAS-mCherry; fli1:nEGFP)* showing a tertiary sprout in *fli1*<sup>-/-</sup> mutant zebrafish embryo at 76 hpf, EC nuclei in green.
- (c) EC numbers in primary and tertiary sprouts. Mean  $\pm$  s.e.m., Two-sided Mann-Whitney U test, primary: n=6 sprouts from 6 embryos; tertiary: n=8 sprouts from 8 embryos.
- (d) Number of tertiary sprouts per venous ISV in *fli1*<sup>-/-</sup> and *vhl*<sup>-/-</sup> mutants. Violin Plot with dotted line showing the median; *fli1*<sup>-/-</sup>: n=76 veins from 39 embryos; *vhl*<sup>-/-</sup>: n=14 veins from 7 embryos.
- (e) Percentage of venous ISVs with one tertiary sprout in *fli1*<sup>-/-</sup> and *vhl*<sup>-/-</sup> mutants. *fli1*<sup>-/-</sup>: n=76 veins from 39 embryos; *vhl*<sup>-/-</sup>: n=14 veins from 7 embryos.
- (f) Confocal imaging of *Tg(kdrl:Hsa.HRAS-mCherry; fli1:nEGFP)* showing tertiary sprouts during sprouting (left panel, 3 dpf) and after anastomosis (right panel, 5 dpf). EC nuclei (blue arrowheads) in green. Note: After anastomosis, the tertiary sprout is colonized by an additional EC.
- (g) EC numbers in sprout and upon anastomosis formation. Mean  $\pm$  s.e.m., Two-sided Mann-Whitney U test; sprout: n=7 sprouts from 4 embryos, anastomotic: n=16 vessel segments from 6 embryos.
- (h) Schematic representation of the tertiary sprouting and remodelling process. In the dorsal part of venous ISV, spinal cord derived cues induce the formation of a lumenized endothelial tip cell (L-Tip cell, upper panel). The cell subsequently enlarges and elongates in the direction of a neighboring artery (aISV, middle panel). The cell contacts the aISV and anastomoses with it (lower panel). Arrows indicate the blood flow direction.
- (i) Confocal images of *Tg(kdrl:Hsa.HRAS-mCherry)* showing filopodia in a primary sprout at 29 hpf.
- (j) Confocal images of *Tg(fli1:LIFEACT-EGFP)* showing filopodia in a tertiary sprout at 3 dpf.
- (k) Quantification of filopodia distribution in primary (red) and tertiary (blue) sprouts. Note: In primary sprouts, the majority of the filopodia is located at the tip. Mean  $\pm$  s.e.m.; primary: n=6 sprouts; tertiary: n=14 sprouts.
- (l) Injection of FITC labelled dextran into *Tg(kdrl:Hsa.HRAS-mCherry)* to image blood plasma distribution shows absence of blood plasma in primary sprouts consistent with absence of lumenization.
- (m) Injection of FITC labelled dextran into *Tg(kdrl:Hsa.HRAS-mCherry)* to image blood plasma distribution shows blood plasma in the tertiary sprout consistent with lumenization during sprouting.
- (n) Proportion of lumenized primary and tertiary sprouts based on FITC-dextran injections, n=48 primary sprouts and n=61 tertiary sprouts.
- (o) Confocal images of primary (top) and tertiary (bottom) sprouts using *Tg(kdrl:Hsa.HRAS-mCherry)* (red) to label the EC cell membrane and *Tg(kdrl:TagBFP)* (blue) to label the EC cytoplasm (left panels). Boxed area: Optical cross-section at indicated position in the sprout. Note: Cross sections of tertiary sprouts lack endothelial cytoplasm in the center of the section indicating that they have a lumen. Right panels: Pseudo colouring (purple) of the vessel lumen.
- (p) Confocal images of *Tg(kdrl:Hsa.HRAS-mCherry)* showing trunk vasculature in WT (left panel) and WT upon neuronal *vegfaa*<sup>165</sup> overexpression (right panel) at 3 dpf.
- (q) Quantification of ectopic sprouts upon neuronal *vegfaa*<sup>165</sup> overexpression. Mean  $\pm$  s.e.m., Two-sided Mann-Whitney U test; WT: n=6 embryos; neuronal *vegfaa*<sup>165</sup> overexpression: n=10 embryos. Scale bar indicates 10  $\mu$ m in a, b, l, j; 20  $\mu$ m in f, i, l, m; 5  $\mu$ m in o; 50  $\mu$ m in p. vISV, venous intersegmental vessel; aISV, arterial intersegmental vessel; DLAV, dorsal longitudinal anastomotic vessel; SC, spinal cord; cyt, cytoplasm. \*,  $p < 0.05$ , \*\*,  $p < 0.01$  and \*\*\*,  $p < 0.001$ . Source data are provided as a Source Data file.

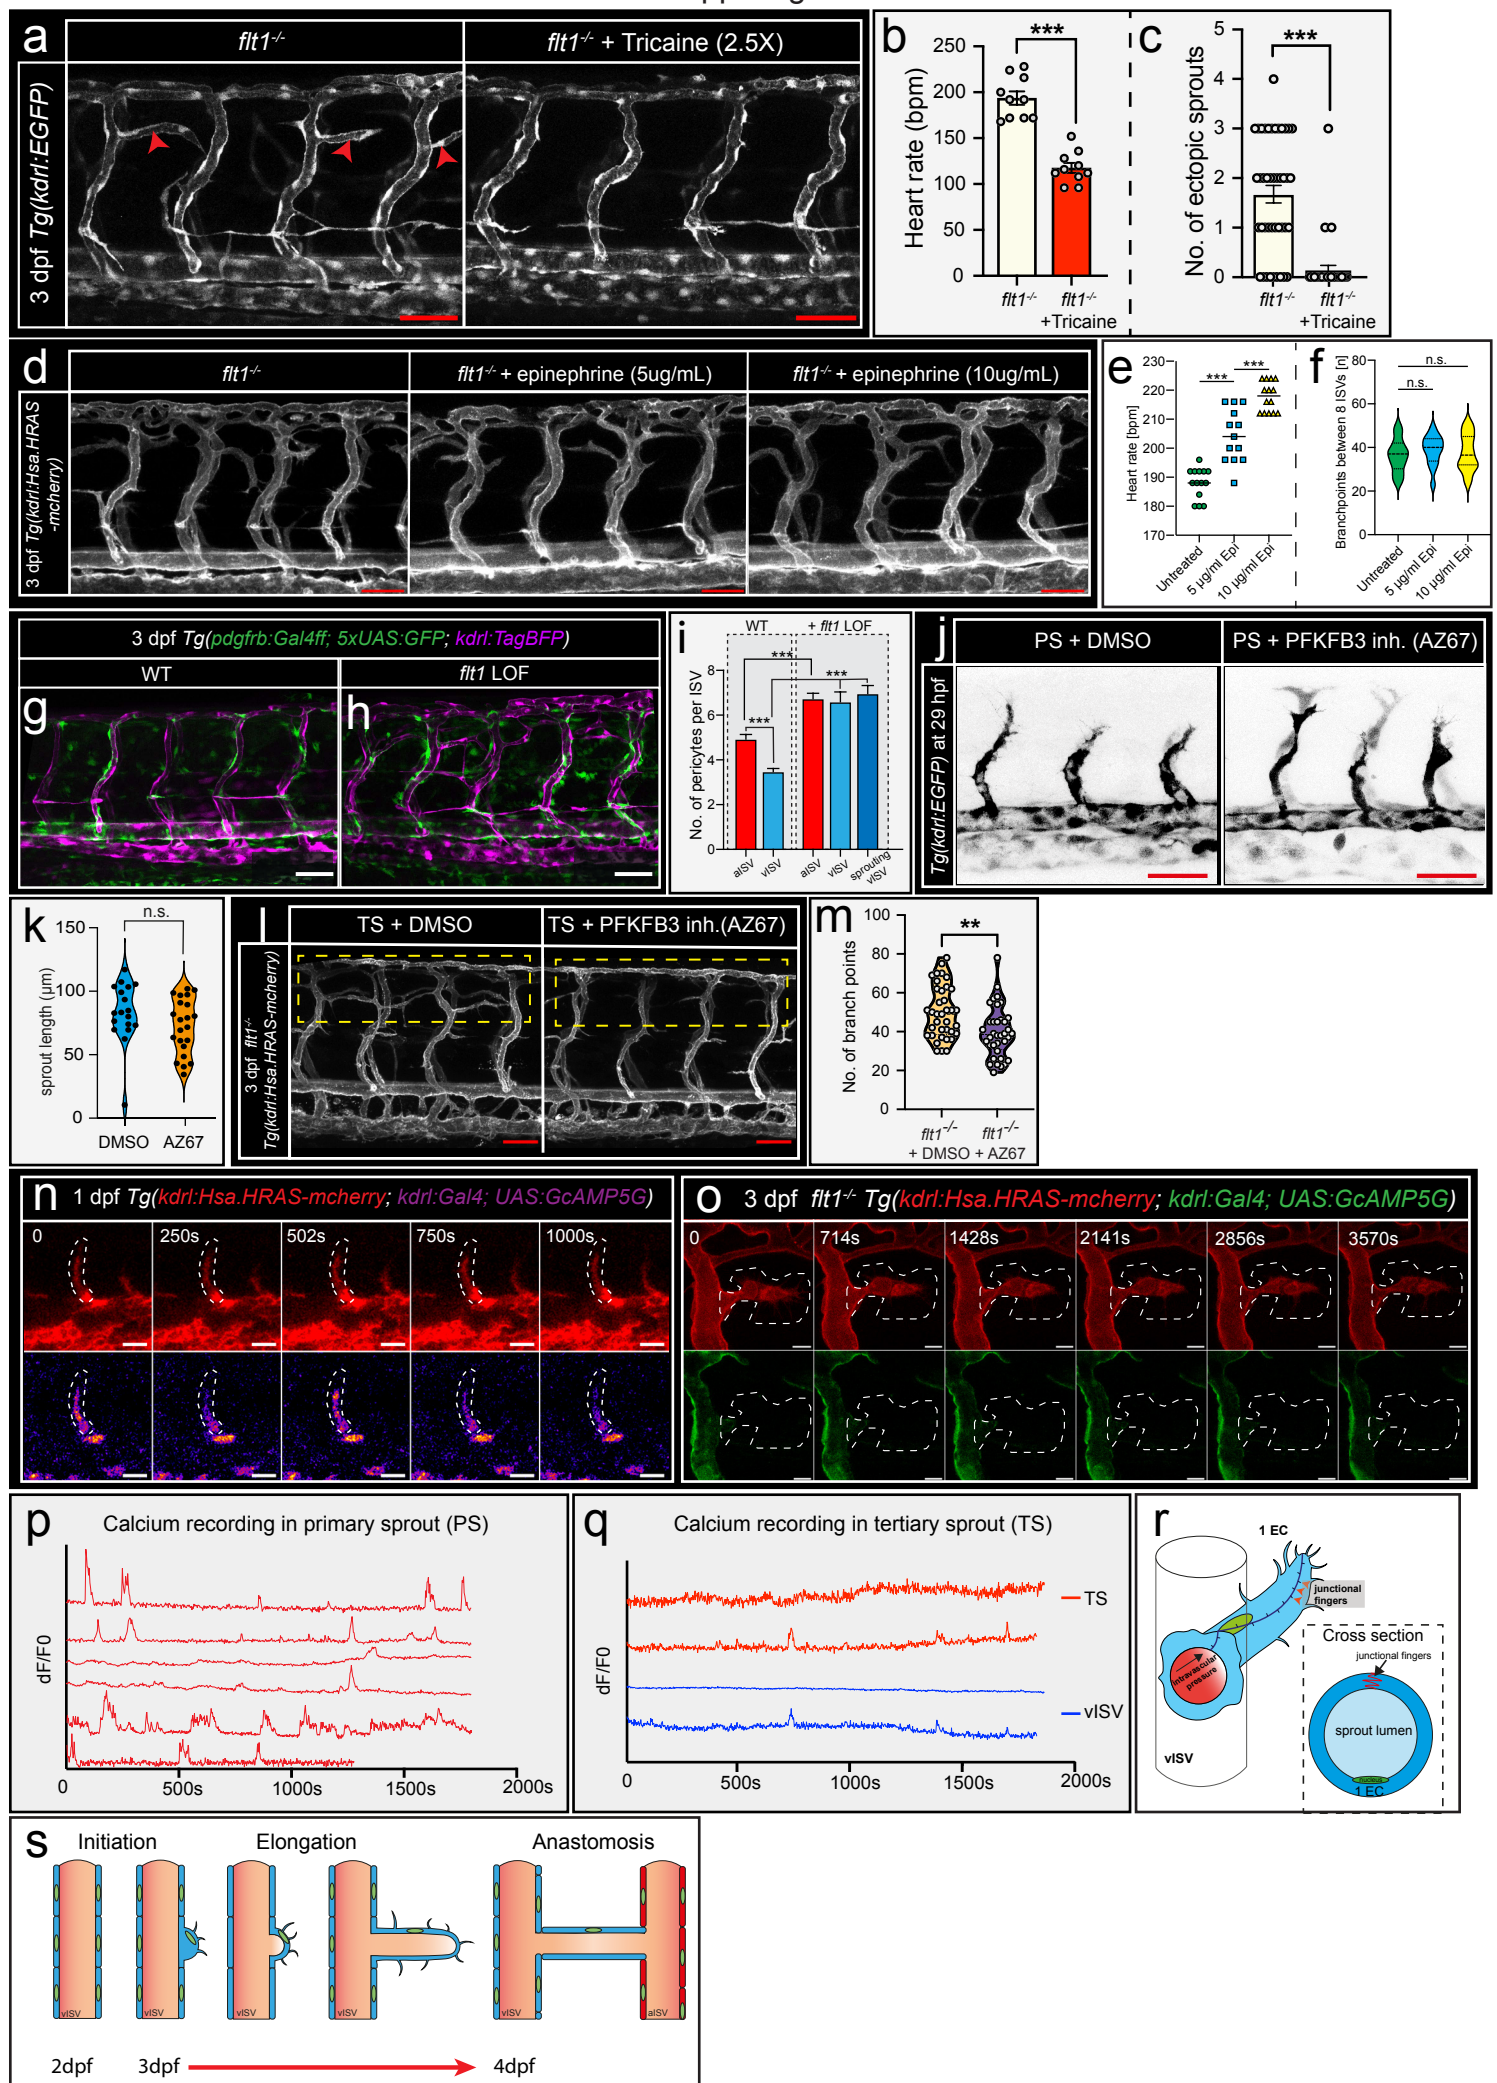

## Supplement Figure 2. Comparison of Tertiary sprouting with Primary sprouting.

- (a) Confocal images of *Tg(kdrl:EGFP)* showing trunk vasculature in *flt1*<sup>-/-</sup> mutant (left panel) or *flt1*<sup>-/-</sup> mutant treated with tricaine to reduce trunk perfusion (right panel) at 3 dpf. Note loss of ectopic venous sprouting upon reducing flow.
- (b) Heart rate in untreated or tricaine treated *flt1*<sup>-/-</sup> mutant. Note: Tricaine treatment reduces the heart rate by 50%. Mean  $\pm$  s.e.m., Two-sided Unpaired t-test with Welch correction, n=10 embryos per condition.
- (c) Ectopic sprout number in indicated scenario. Note: reducing blood flow almost completely abolishes tertiary sprouting. Mean  $\pm$  s.e.m., Two-sided Mann-Whitney U test; *flt1*<sup>-/-</sup>: n=43 embryos, *flt1*<sup>-/-</sup> + Tricaine: 35 embryos.
- (d) Confocal images of *Tg(kdrl:Hsa.HRAS-mCherry)* showing trunk vasculature in *flt1*<sup>-/-</sup> mutant (left panel) or *flt1*<sup>-/-</sup> mutant treated with epinephrine to increase perfusion (center and right panels) at 3 dpf.
- (e) Heart rate in indicated scenario. Note: epinephrine treatment increases heart rate. Untreated: n=14 embryos; 5  $\mu$ g/mL Epi: n=13 embryos; 10  $\mu$ g/mL Epi: n=14 embryos.
- (f) Quantification of branching complexity at ROI in indicated scenario. Violin Plot, dotted lines showing median and interquartiles; Two-sided Unpaired t-test with Welch correction; Untreated: n=18 embryos; 5  $\mu$ g/mL Epi: n=14 embryos; 10  $\mu$ g/mL Epi: n= 16 embryos.
- (g,h) Confocal images showing pericyte distribution (green) around trunk blood vessels (purple) in WT (g) and *flt1* loss of function scenario (h) at 3 dpf.
- (i) Quantification of pericyte distribution around trunk aISV, vISV and tertiary sprouts. Mean  $\pm$  s.e.m., Two-sided Mann-Whitney U test, WT: n=110 ISVs from 29 embryos; *flt1* LOF: n=90 ISVs from 20 embryos.
- (j) Confocal images of *Tg(kdrl:EGFP)* showing primary sprouts in DMSO (left) or AZ67 (right) treated embryos at 29 hpf.
- (k) Primary sprout length in DMSO (left) or PFKFB3 inhibitor (AZ67, right) treated embryos. Note: glycolysis inhibition has no significant effect on primary sprouting. Violin Plot, dotted lines showing median and interquartiles; Two-sided Unpaired t-test; DMSO: n=18 ISVs from 9 embryos, AZ67: n=22 ISVs from 11 embryos.
- (l) Confocal images of *Tg(kdrl:Hsa.HRAS-mCherry)* showing trunk vasculature of *flt1*<sup>-/-</sup> mutant treated with DMSO (left) or PFKFB3 inhibitor (AZ67, right) at 3 dpf. Yellow box indicates ROI.
- (m) Quantification of branching complexity at ROI in *flt1*<sup>-/-</sup> mutant treated with DMSO or AZ67. Note: glycolysis inhibition reduces tertiary sprouting events. Violin Plot, dotted lines showing median and interquartiles; Two-sided Unpaired t-test with Welch correction; *flt1*<sup>-/-</sup>: n=23 embryos; *flt1*<sup>-/-</sup> + AZ67: n=29 embryos.
- (n) *In vivo* calcium recording using indicated reporter line during primary sprouting at 1 dpf.
- (o) *In vivo* calcium recording using indicated reporter line during tertiary sprouting at 3 dpf.
- (p, q) Quantification of Ca<sup>2+</sup> dynamics in primary (p) and tertiary (q) sprouts. Note: Primary sprouting is associated with calcium waves, whereas no calcium waves were observed in tertiary sprouting. Shown is normalized fluorescence (dF/F0) in the calcium reporter line. Each curve represents the fluorescence variations at the level of a single ROI. Primary: n=6 sprouts; Tertiary: n=2 sprouts; vISV: n=2 ROI.
- (r) Schematic representation of the lumenized tip cell (L-Tip Cell) in the tertiary sprout. The peripheral domains of the L-Tip Cell connect with each other *via* finger like junctions (arrowhead) to form a lumenized vessel segment that carries blood plasma.
- (s) Schematic representation of the tertiary sprouting process. The L-Tip Cell in the venous domain responds to angiogenic cues, enlarges, forms a lumen and expands into a functional anastomotic vessel connecting to its lateral aISV.
- Scale bar indicates 50  $\mu$ m in a, d, g, h, j, l; 20  $\mu$ m in n and o. LOF, loss of function; PS, primary sprout; TS, tertiary sprout; aISV, arterial intersegmental vessel; vISV, venous intersegmental vessel; EC, endothelial cell. \*,  $p < 0.05$ , \*\*,  $p < 0.01$  and \*\*\*,  $p < 0.001$ . Source data are provided as a Source Data file.

Suppl. Fig. 3

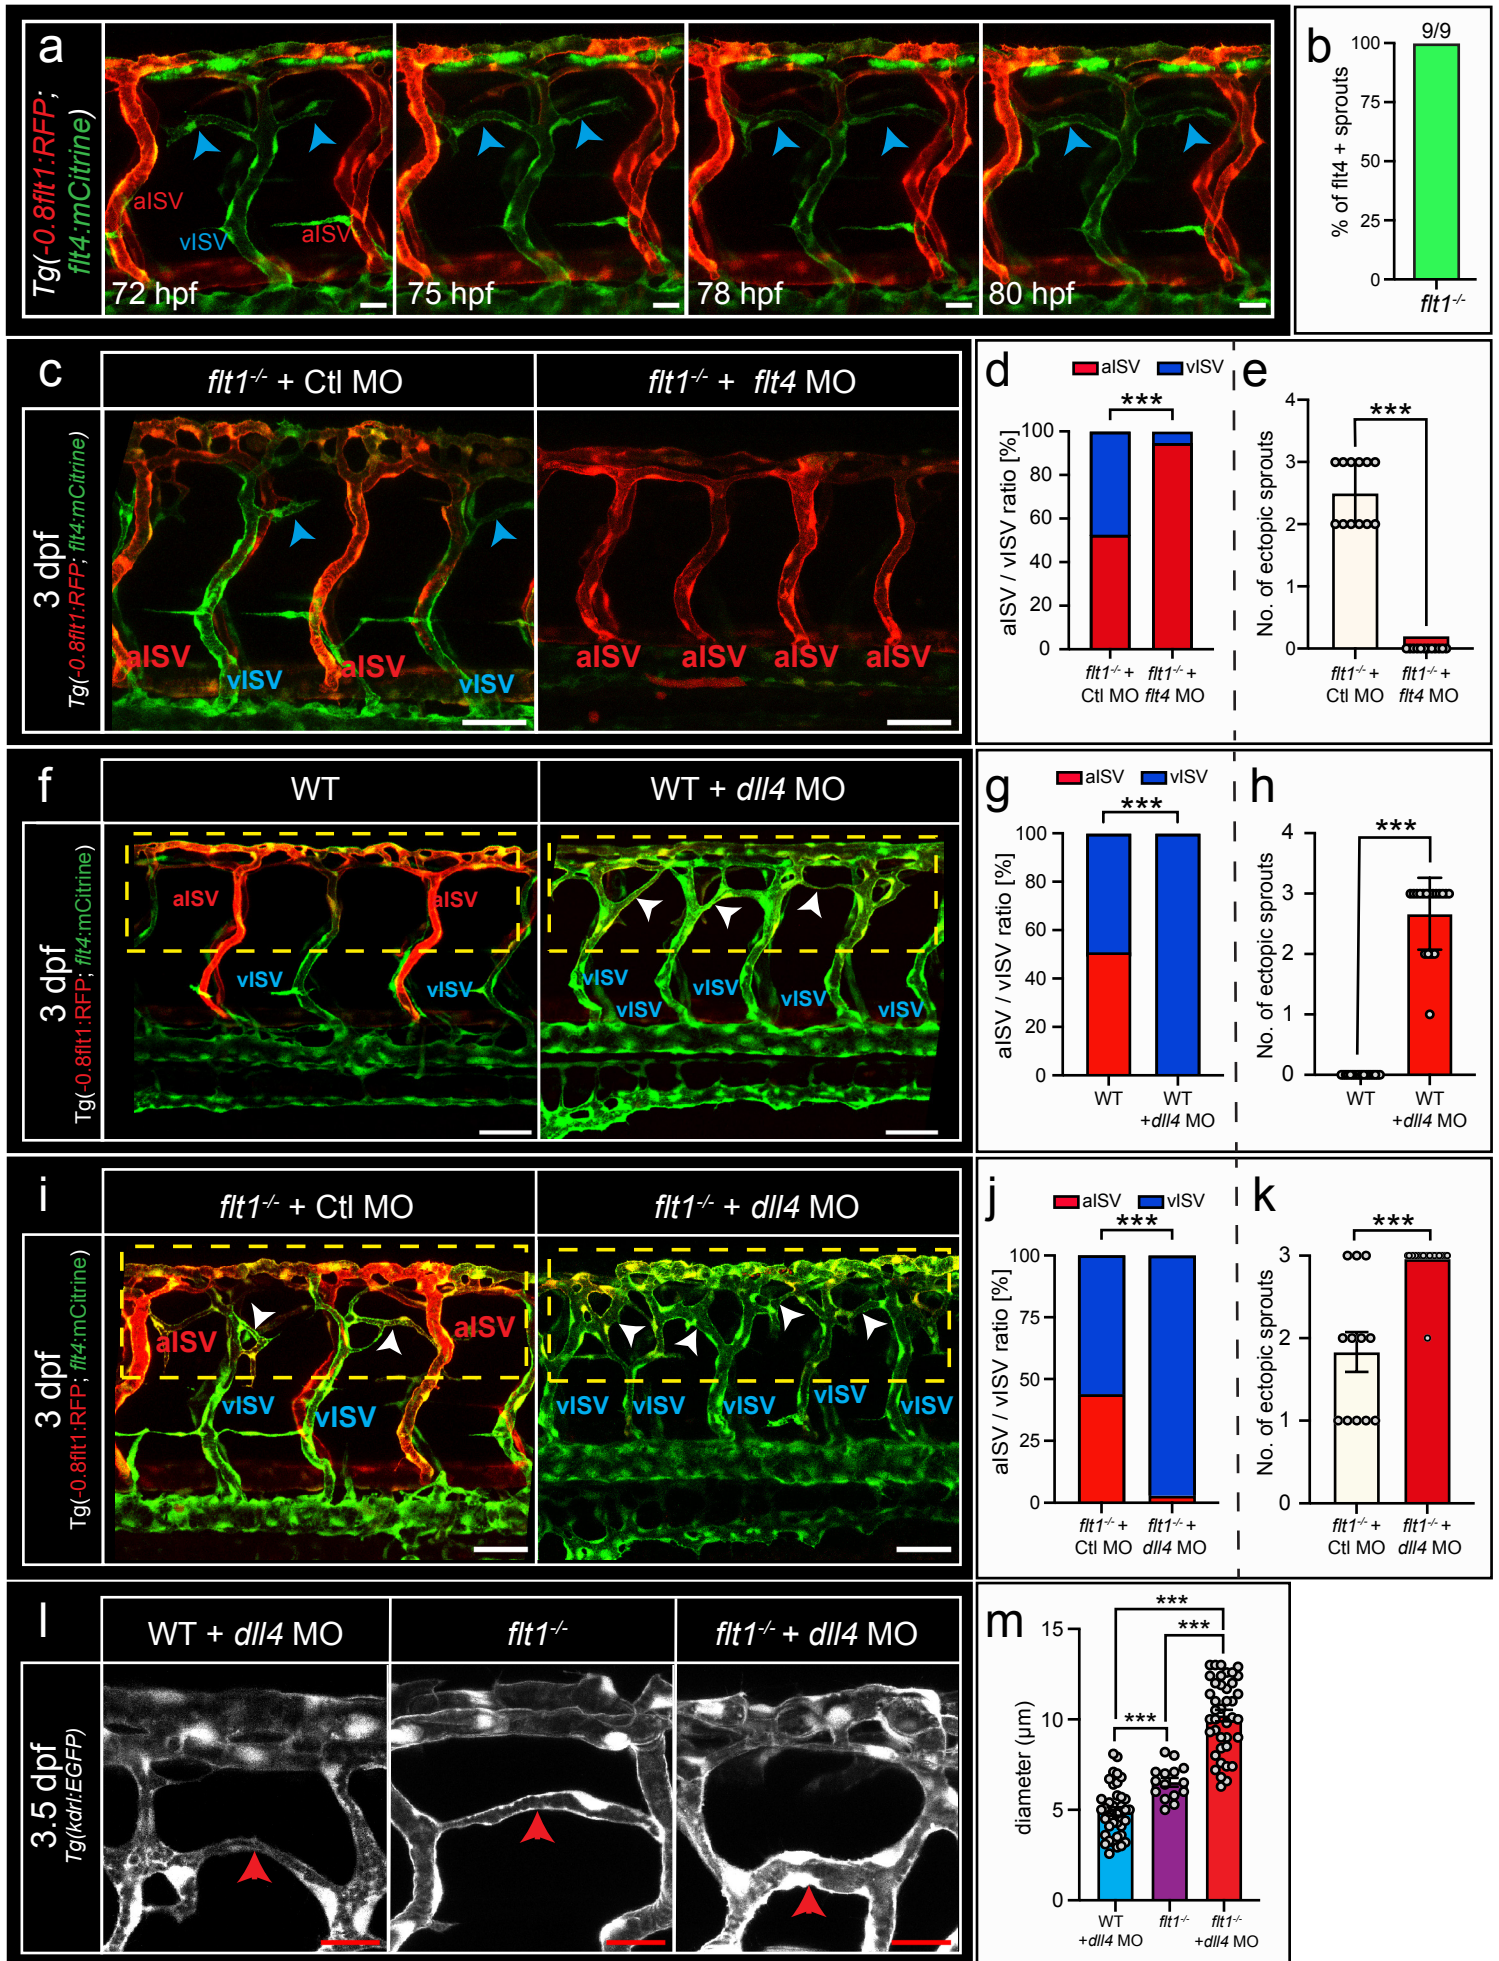

### Supplement Figure 3. Tertiary sprouts emanate from veins

- (a) Still images of time-lapse imaging during tertiary sprout elongation and anastomosis formation in *Tg(-0.8flt1:RFP; flt4:mCitrine)*. Arteries are marked by *Tg(-0.8flt1:RFP)* (red), veins by *Tg(flt4:mCitrine)* (green). Note: Tertiary sprouts (blue arrowheads) express the venous marker *flt4* (green) during the whole sprouting process until anastomosis formation.
- (b) Proportion of tertiary sprout expressing *flt4* based on time lapse as displayed in (a). Note: All tertiary sprouts express the venous marker *flt4*. n=9 sprouts from 4 time-lapses on 4 embryos.
- (c) Confocal images of *Tg(-0.8flt1:RFP; flt4:mCitrine)* showing trunk vasculature in *flt1<sup>-/-</sup>* mutant injected with control (left panel) or *flt4* targeting morpholino (right panel) at 3 dpf. Note: *flt4* loss of function results in a trunk vasculature consisting almost exclusively of arterial ISVs and lacking tertiary sprouts. Blue arrowheads point on tertiary sprouts.
- (d) Arterial to venous ISV ratio for indicated scenario. Mean, Fisher's exact test; Ctl MO: n=12 embryos, *flt4* MO: n=9 embryos.
- (e) Number of ectopic spouts for indicated scenario. Mean  $\pm$  s.e.m., Two-sided Mann-Whitney U test; Ctl MO: n=12 embryos, *flt4* MO: n=9 embryos.
- (f) Confocal images showing trunk vasculature in WT (left panel) and WT injected with a *dll4* morpholino (right panel) in *Tg(-0.8flt1:RFP; flt4:mCitrine)* at 3 dpf. Arteries are shown in red, veins in green. Note: *dll4* loss of function results in a trunk vasculature consisting mainly of veins, and formation of ectopic sprouts at the level of the spinal cord. Arrowheads point on tertiary sprouts.
- (g) Arterial to venous ISV ratio for indicated scenario. Note: more veins upon loss of *dll4*. Mean, Fisher's exact test, n=18 embryos per condition.
- (h) Quantification of ectopic sprouting in WT and *dll4* morphants. Mean  $\pm$  s.e.m., Two-sided Mann-Whitney U test, n=18 embryos per condition.
- (i) Confocal images showing trunk vasculature in *flt1<sup>-/-</sup>* mutant injected with control (left panel) or *dll4* targeting morpholino (right panel) at 3 dpf. Yellow dotted box indicates region of interest. Arrowheads point on tertiary sprouts.
- (j) Arterial to venous ISV ratio for indicated scenario. Note: *dll4* loss of function induces an increase of vein proportion. Mean, Fisher's exact test; Ctl MO n=12 embryos; *dll4* MO n=27 embryos.
- (k) Quantification of ectopic sprouting in *flt1<sup>-/-</sup>* mutant and *flt1<sup>-/-</sup>* mutant upon *dll4* loss of function. Mean  $\pm$  s.e.m., Two-sided Mann-Whitney U test; Ctl MO n=12 embryos; *dll4* MO n=27 embryos.
- (l) Confocal images in *Tg(kdrl:EGFP)* showing ectopic vessel morphology (red arrowhead) in WT injected with *dll4* targeting morpholino (left), *flt1<sup>-/-</sup>* mutant (middle) and *flt1<sup>-/-</sup>* mutant injected with *dll4* targeting morpholino (right) at 3.5 dpf.
- (m) Quantification of ectopic vessel diameter for indicated scenario. Mean  $\pm$  s.e.m., Two-sided Unpaired t-test; WT + *dll4* MO: n=36 sprouts from 21 embryos, *flt1<sup>-/-</sup>*: n=15 sprouts from 14 embryos, *flt1<sup>-/-</sup>* + *dll4*MO: n=40 sprouts from 34 embryos.
- Scale bar indicates 20  $\mu$ m in a and l; 50  $\mu$ m in c, f and i. aISV, arterial intersegmental vessel; vISV, venous intersegmental vessel; MO, morpholino. \*,  $p < 0.05$ , \*\*,  $p < 0.01$  and \*\*\*,  $p < 0.001$ . Source data are provided as a Source Data file.

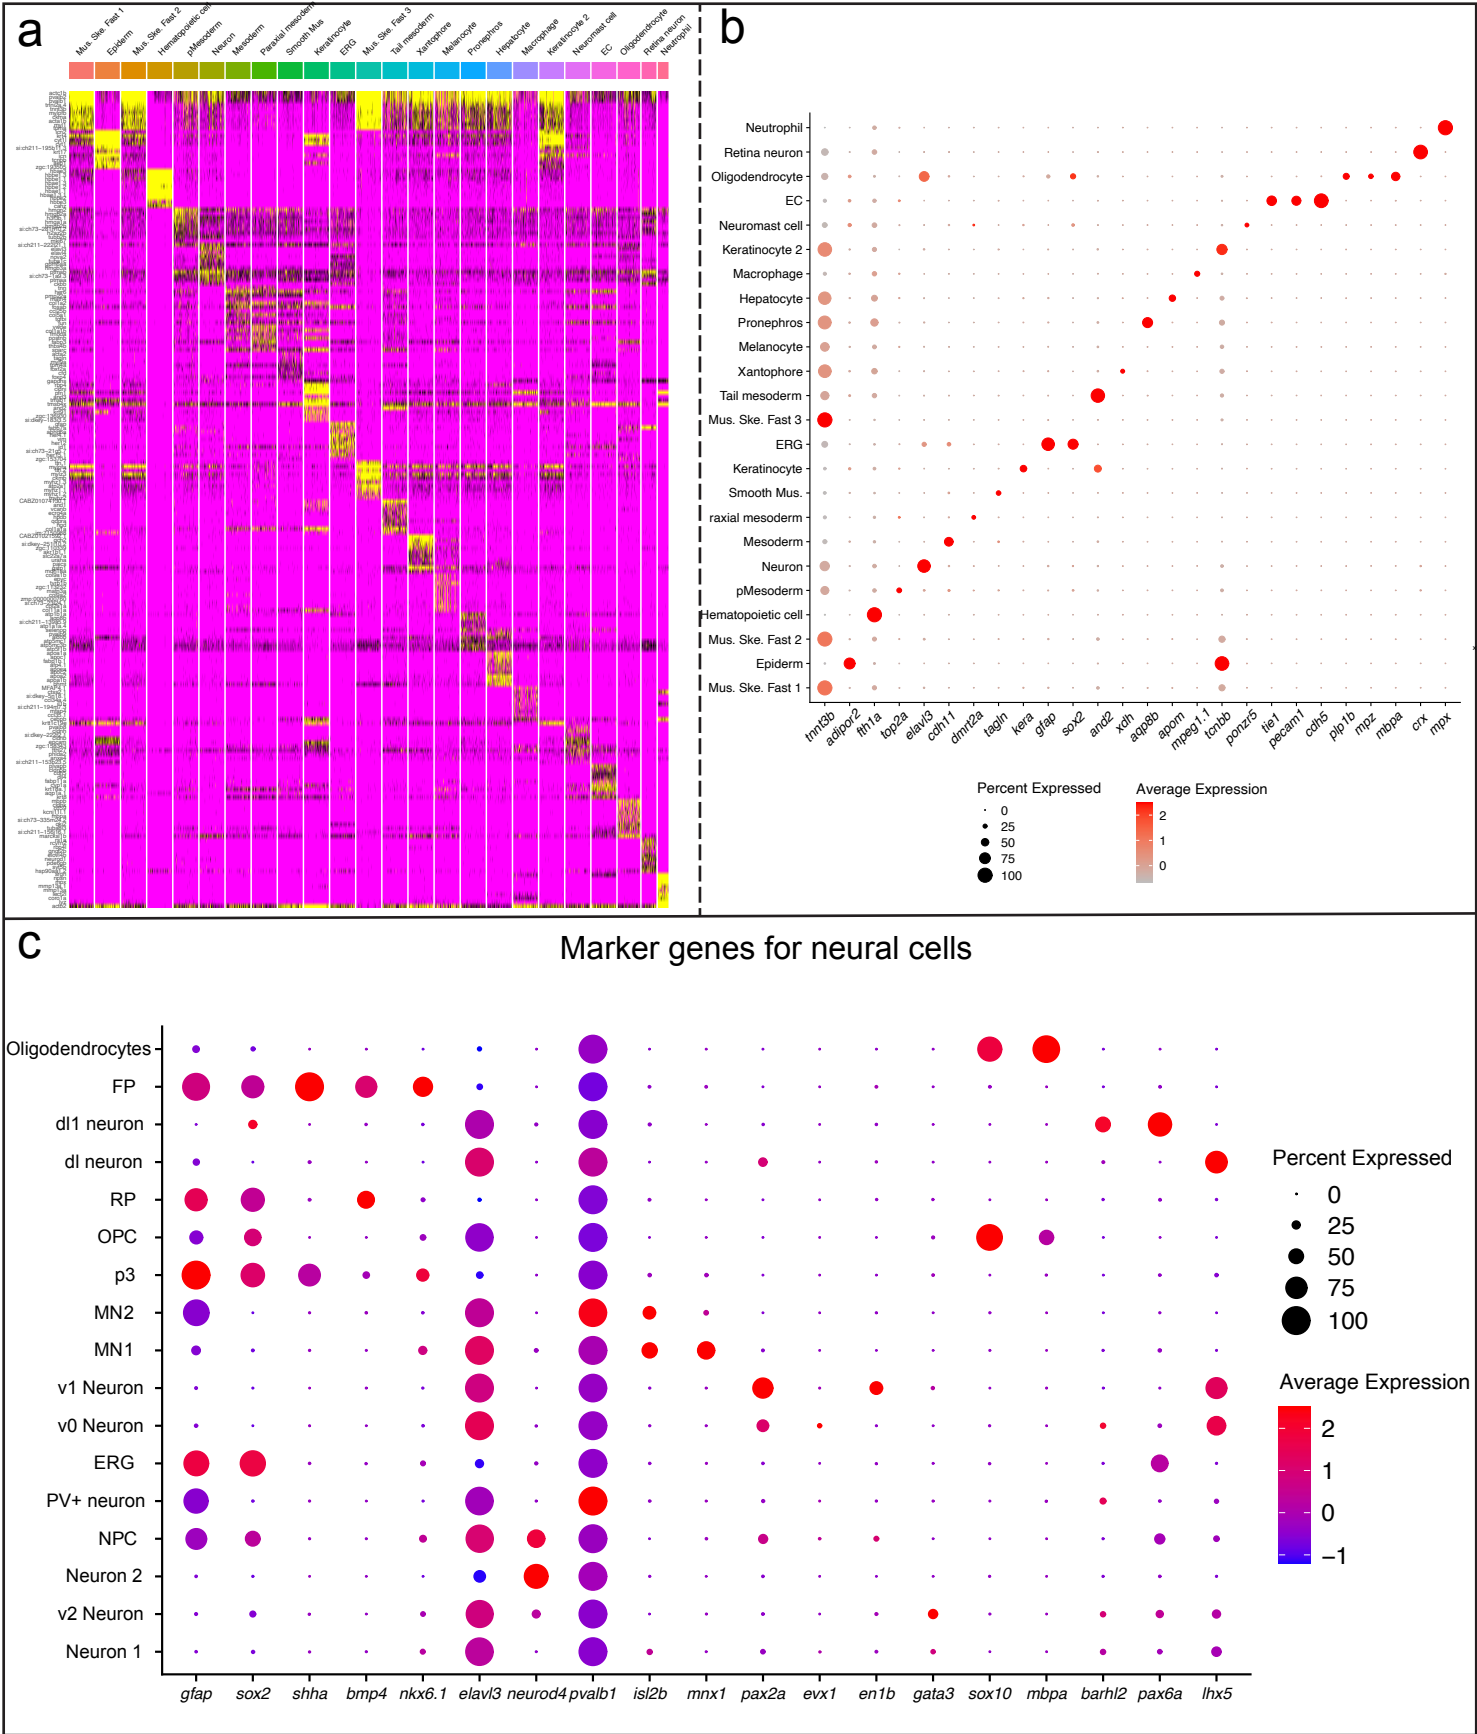

**Supplement Figure 4. Expression of cell type marker genes in the zebrafish embryo trunk.**

(a) Heatmap indicating the top 10 marker genes for each cell type.

(b) Dot plot showing the expression of marker genes for the trunk cell types. Dot size represents the percentage of cells expressing the gene, and colours represent the average expression of the gene within a cluster.

(c) Dot plot showing the expression of marker genes for the neural cell types. Dot size represents the percentage of cells expressing the gene, and colours represent the average expression of the gene within a cluster.

Suppl. Fig. 5

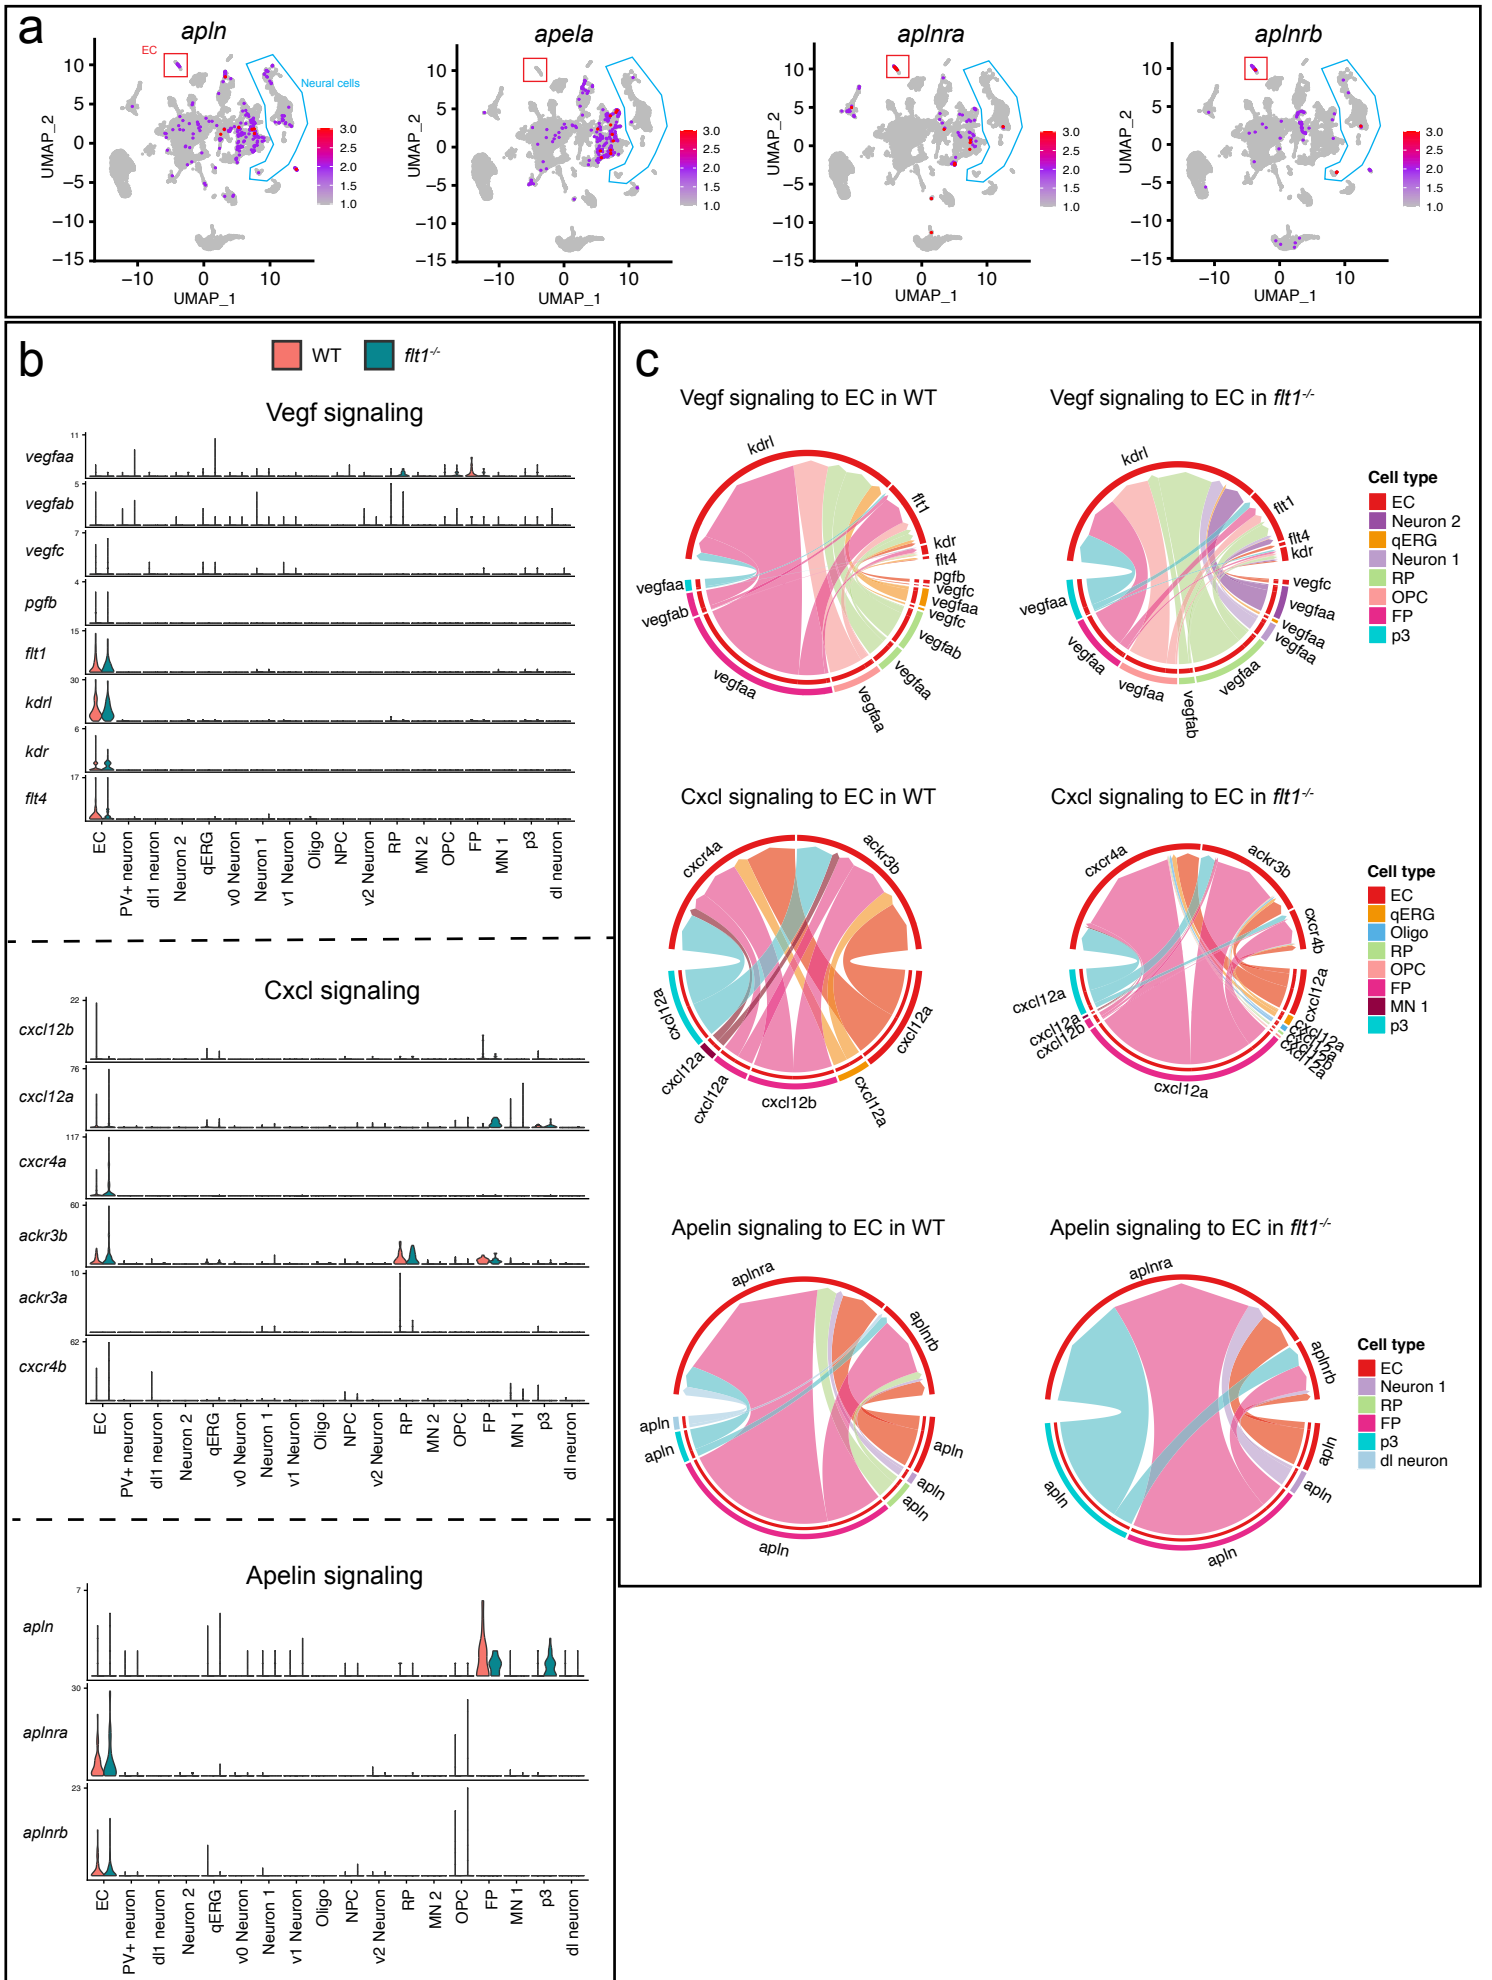

**Supplement Figure 5. Expression of Apelin, Vegf and Cxcl signalling pathway components at the neurovascular interface.**

- (a) Feature Plot showing the expression of *apelin*, *apela*, *aplnra* and *aplnrb* in zebrafish trunk.
- (b) Violin Plot showing the expression of Vegf (top), Cxcl (middle) and Apelin (bottom) signalling pathway components in EC and neural cells used to perform the Cell Chat analyses.
- (c) Chord diagram showing neural to endothelial cell communication for Vegf (top), Cxcl (middle) and Apelin (bottom) pathways in WT and *flt1*<sup>-/-</sup> mutant.

Suppl. Fig. 6

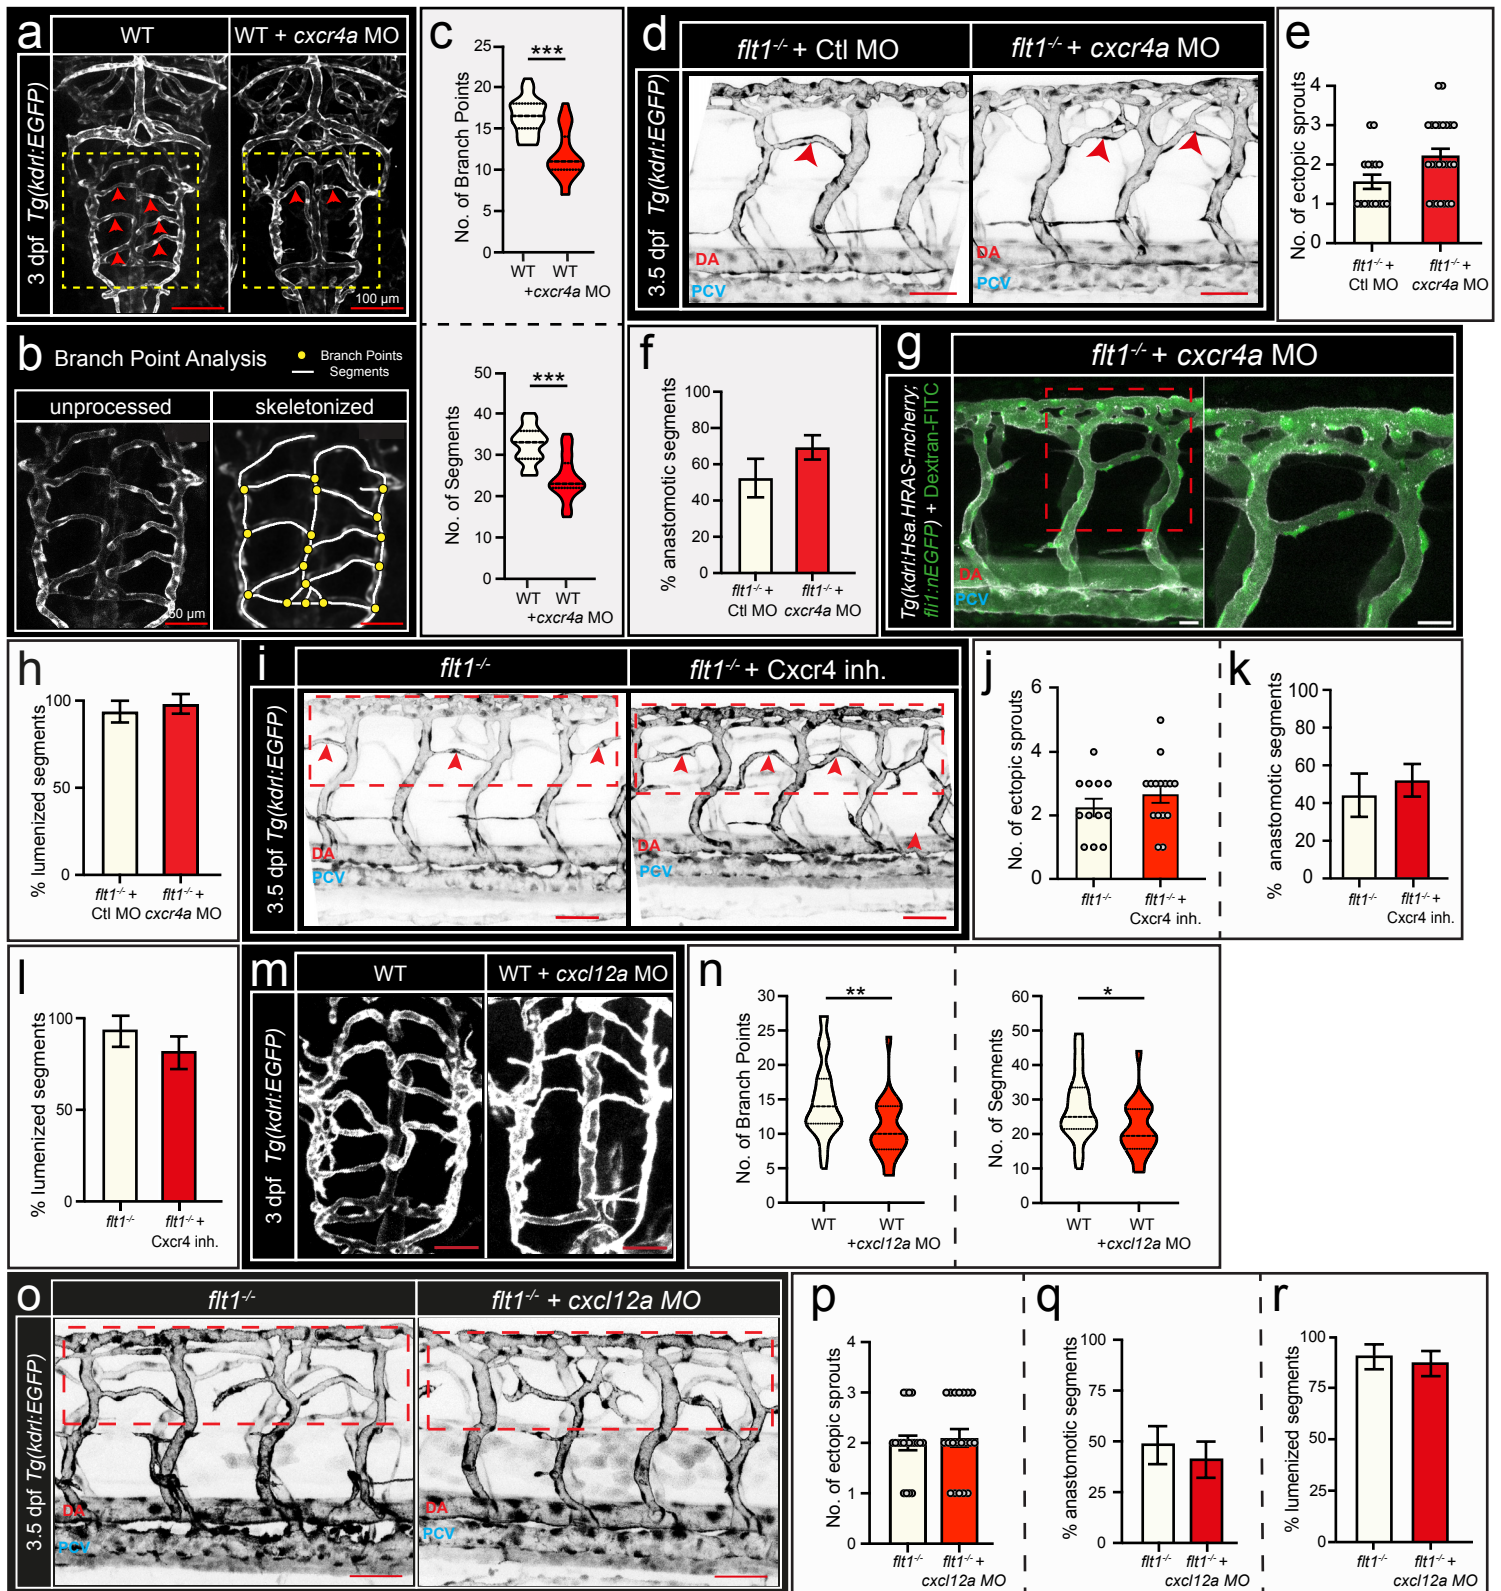

**Supplement Figure 6. Cxcl signalling is not required for tertiary sprouting in *flt1*<sup>-/-</sup> mutant.**

(a) Confocal images showing hindbrain vasculature in 3 dpf WT (left panel) and WT injected with *cxcr4a* targeting morpholino (right panel). Red arrowheads indicate lumenized anastomotic connections. Note the significant reduction of lumenized anastomotic connections between central artery and basilar artery upon loss of *cxcr4a*. Dotted yellow box indicates the ROI used for (b) Semi-automated hindbrain vascular network analysis using Image J. Branch point and number of vessel segments were determined as indicated.

(c) Quantification of hindbrain vessel branching complexity upon loss of *cxcr4a*. Violin plots showing the branchpoint and segment number distribution, lines represent the median (dashed lines) and the interquartiles (dotted lines), Two-sided Mann-Whitney U test, WT: n=28 embryos and WT+ *cxcr4a* MO: n=27 embryos. Note: Loss of *cxcr4a* significantly reduced hindbrain angiogenic remodelling.

(d) Confocal images showing trunk vasculature in *flt1*<sup>-/-</sup> mutant injected with control (left panel) or *cxcr4a* targeting morpholino (right panel) at 3.5 dpf. Arrowheads indicate lumenized anastomotic connections between venous and arterial ISVs.

(e) Quantification of ectopic sprouting at the level of the spinal cord for indicated scenario. Mean ± s.e.m.; Ctl MO: n=19 embryos, *cxcr4a* MO: n=21 embryos.

(f) Anastomotic vISV to aISV connections at the level of the spinal cord for the indicated scenario. Mean ± s.e.m.; Ctl MO: n=19 embryos, *cxcr4a* MO: n=21 embryos.

(g) Injection of FITC-dextran to visualize blood plasma distribution in the trunk vasculature of *flt1*<sup>-/-</sup> mutants injected with *cxcr4a* targeting morpholino (left panel) at 3.5 dpf; boxed area at higher magnification in right panel. Note: The ectopic anastomotic connections are perfused upon loss of *cxcr4a*.

(h) Proportion of lumenized segments for indicated scenarios. Mean ± s.e.m.; Ctl MO: n=19 embryos, *cxcr4a* MO: n=21 embryos.

(i) Confocal images of trunk vasculature in *flt1*<sup>-/-</sup> mutant treated with vehicle (left panel) or Cxcr4 inhibitor (right panel) between 2.5 to 3.5 dpf. Red arrowheads indicate anastomotic connections between venous and arterial ISVs.

(j, k, l) Quantification of ectopic sprout number (j), anastomotic connections between vISV and aISV (k) and lumenization (l) for the indicated scenarios. Note: Sprouting, lumenization and vISV-aISV connections were not affected by inhibition of Cxcr4. Mean ± s.e.m.; DMSO: n=12 embryos; Cxcr4 inh.: n=16 embryos.

(m) Confocal images of *Tg(kdrl:EGFP)* showing hindbrain vasculature in 3 dpf WT (left panel) and WT injected with *cxcl12a* targeting morpholino (right panel). Note: reduction of anastomotic connections between central artery and basilar artery upon loss of *cxcl12a*.

(n) Quantification of hindbrain vessel branching complexity upon loss of *cxcl12a* based on images in (m). Violin plot showing the branchpoint distribution, lines represent the median (dashed lines) and the interquartiles (dotted lines); Two-sided Mann-Whitney U test for the No. of Branchpoints and t-test with Welch's correction for the No. of segments; WT: n= 29 embryos, WT + *cxcl12a* MO: n= 22 embryos.

(o) Confocal images of *Tg(kdrl:EGFP)* showing trunk vasculature in *flt1*<sup>-/-</sup> mutant injected with control (left panel) or *cxcl12a* targeting morpholino (right panel) at 3.5 dpf.

(p, q, r) Quantification of ectopic sprout number (p), anastomotic connections between vISV and aISV (q) and lumenization (r) for the indicated scenarios. Note: Sprouting, lumenization and vISV-aISV connections were not affected by loss of *cxcl12a*. Mean ± s.e.m.; Two-sided Mann-Whitney U test; n=20 embryos per conditions.

Scale bar indicates 100 µm in a; 50 µm in b, d, i, m, o; 20 µm in g. MO, morpholino; DA, dorsal aorta; PCV, Posterior cardinal vein; inh., inhibitor. \*,  $p < 0.05$ , \*\*,  $p < 0.01$  and \*\*\*,  $p < 0.001$ . Source data are provided as a Source Data file.

Suppl. Fig. 7

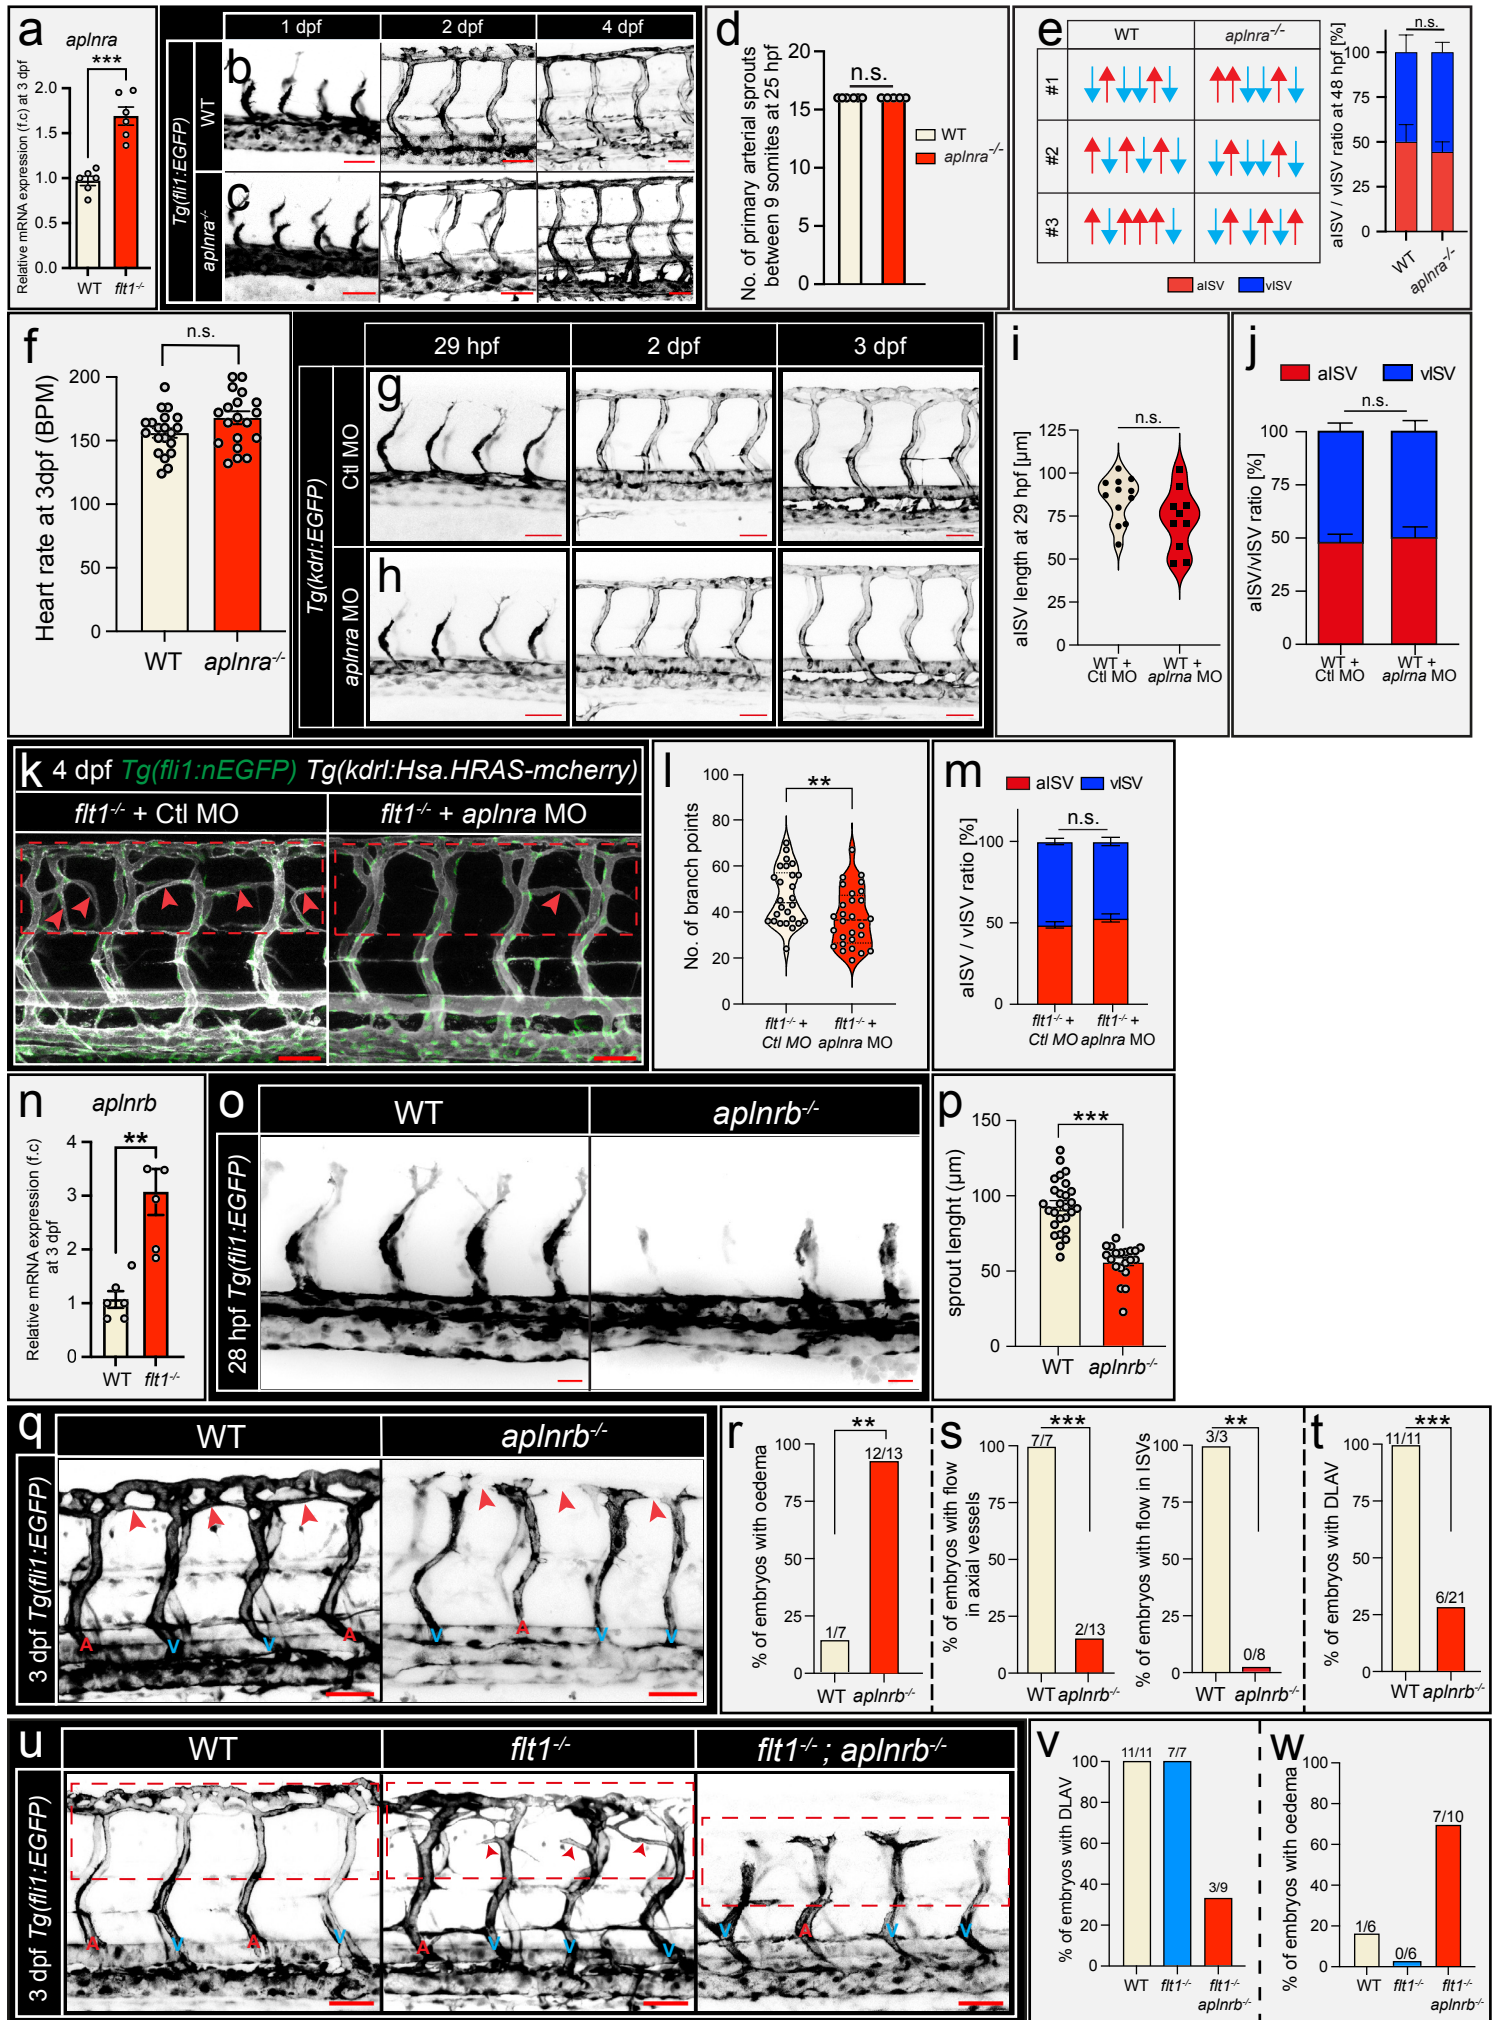

## Supplement Figure 7. Vascular phenotypes of *aplnra*<sup>-/-</sup> and *aplnrb*<sup>-/-</sup> mutants.

(a) *Aplnra* expression in WT and *flt1*<sup>-/-</sup> mutant embryos at 3 dpf. Note: Significantly increased *aplnra* expression in *flt1*<sup>-/-</sup>. Mean ± s.e.m., Two-sided Unpaired t-test with Welch's correction; n=6 samples of 20 pooled embryos at 3 dpf.

(b,c) Confocal images showing trunk vasculature in WT (b) and *aplnra*<sup>-/-</sup> mutant (c) at indicated time points.

(d) Quantification of primary artery sprouting events in WT and *aplnra*<sup>-/-</sup> mutant based on images in (b,c). Note: Loss of *aplnra* had no impact on primary sprouting. Mean ± s.e.m., Two-sided Mann-Whitney U test, WT: n=9 embryos; *aplnra*<sup>-/-</sup>: n=5 embryos.

(e) ISV flow pattern at 48 hpf; venous flow direction in blue (vISV); arterial flow direction in red (aISV) – in WT (left panel) and *aplnra*<sup>-/-</sup> mutants (right panel) and quantification of arterial ISV to venous ISV ratio in WT and *aplnra*<sup>-/-</sup> mutant. Mean ± s.e.m., Fisher's exact test; WT: n=3 embryos; *aplnra*<sup>-/-</sup>: n=3 embryos.

(f) Heart rate (bpm) in WT and *aplnra*<sup>-/-</sup> mutant. Mean ± s.e.m., Two-sided Unpaired t-test with Welch's correction; n=10 embryos per condition.

(g,h) Confocal images showing ISV development in WT injected with a control (g) or *aplnra* targeting morpholino (h) at indicated timepoints.

(i) Quantification of aISV length based on images in (g,h). Violin plot shows length distribution, Two-sided Mann-Whitney U test, Ctl MO: n=10 ISVs from 5 embryos, *aplnra* MO: n=10 ISVs from 5 embryos.

(j) Arterial to venous ISV ratio for indicated scenario. Note: knock-down of *aplnra* in WT had no significant impact on arterial-venous specification of ISVs. Mean ± s.e.m., Fisher's exact test, Ctl MO: n=11 embryos, *aplnra* MO: n=10 embryos.

(k) Confocal images showing trunk vasculature in *flt1*<sup>-/-</sup> mutant injected with control (left panel) or *aplnra* targeting morpholino (right panel) at 4 dpf. Red dotted box indicates region of interest; arrowheads indicate ectopic vessels.

(l) Quantification of branching complexity for indicated scenario. Violin plot shows the branchpoint distribution, lines represent the median (dashed lines) and the interquartile (dotted lines), Two-sided Mann-Whitney U test, Ctl MO: n=19 embryos; *aplnra* MO: n=26 embryos.

(m) Arterial to venous ISV ratio for indicated scenario. Note: Knock-down of *aplnra* in *flt1*<sup>-/-</sup> had no significant impact on arterial-venous specification of ISVs. Mean ± s.e.m., Fisher's exact test, Ctl MO: n=19 embryos, *aplnra* MO: n=26 embryos.

(n) *aplnrb* expression in WT and *flt1*<sup>-/-</sup> mutant embryo at 3 dpf. Note: Significantly increased *aplnrb* expression in *flt1*<sup>-/-</sup>. Mean ± s.e.m.; Two-sided Unpaired t-test with Welch's correction; n=6 samples of 20 pooled embryos at 3 dpf.

(o) Confocal images of *Tg(fli1:EGFP)* showing trunk vasculature in 28 hpf WT (left) and *aplnrb*<sup>-/-</sup> mutant (right) during primary sprouting.

(p) Quantification of primary sprout length in WT and *aplnrb*<sup>-/-</sup> mutant based on images in (o). Mean ± s.e.m.; Two-sided Mann-Whitney U test; WT: n=27 ISVs from 6 embryos, *aplnrb*<sup>-/-</sup>: n= 20 ISVs from 4 embryos.

(q) Confocal images of *Tg(fli1:EGFP)* showing trunk vasculature in 3 dpf WT (left) and *aplnrb*<sup>-/-</sup> mutant (right); arrowheads indicate DLAV position. Note: *aplnrb*<sup>-/-</sup> mutants lack the DLAV and do not form a perfused trunk vessel network.

(r) Frequency of oedema in WT and *aplnrb*<sup>-/-</sup> mutant. Percentage, Fisher's exact test; WT: n= 7 embryos, *aplnrb*<sup>-/-</sup>: n= 13 embryos.

(s) Percentage of embryos displaying adequate axial vessel (left panel) or ISV (right panel) perfusion in WT and *aplnrb*<sup>-/-</sup> mutant. Percentage, Fisher's exact test; WT: n= 7 embryos, *aplnrb*<sup>-/-</sup>: n= 13 embryos for axial vessel flow and WT: n= 3 embryos, *aplnrb*<sup>-/-</sup>: n= 8 embryos for ISV flow.

(t) Percentage of embryos displaying normal DLAV formation in WT and *aplnrb*<sup>-/-</sup> mutant. Percentage, Fisher's exact test; WT: n= 11 embryos, *aplnrb*<sup>-/-</sup>: n= 21 embryos.

(u) Confocal imaging of *Tg(fli1:EGFP)* showing trunk vasculature in 3 dpf WT (left), *flt1*<sup>-/-</sup> (middle) and *flt1*<sup>-/-</sup>; *aplnrb*<sup>-/-</sup> (right). Red dotted box indicates the region of interest; arrowheads indicate ectopic vessels. Note: the *flt1*<sup>-/-</sup>; *aplnrb*<sup>-/-</sup> double mutants lack a DLAV, ISVs do not extend properly in dorsal direction and ectopic sprouts are not present.

(v, w) Quantification of DLAV formation (v) and oedema frequency (w) for indicated scenario. WT: n=11 embryos, *flt1*<sup>-/-</sup>: n=7 embryos, *flt1*<sup>-/-</sup>; *aplnrb*<sup>-/-</sup>: n=9 embryos for DLAV and WT: n=6 embryos, *flt1*<sup>-/-</sup>: n=6 embryos, *flt1*<sup>-/-</sup>; *aplnrb*<sup>-/-</sup>: n= 10 embryos.

Scale bar indicates 50 µm in b, c, g, h, k, q, u; 20 µm in o. A, arterial intersegmental vessel; V, venous intersegmental vessel; MO, morpholino; BPM, beat per minute. \*, *p*<0.05, \*\*, *p*<0.01 and \*\*\*, *p*<0.001. Source data are provided as a Source Data file.

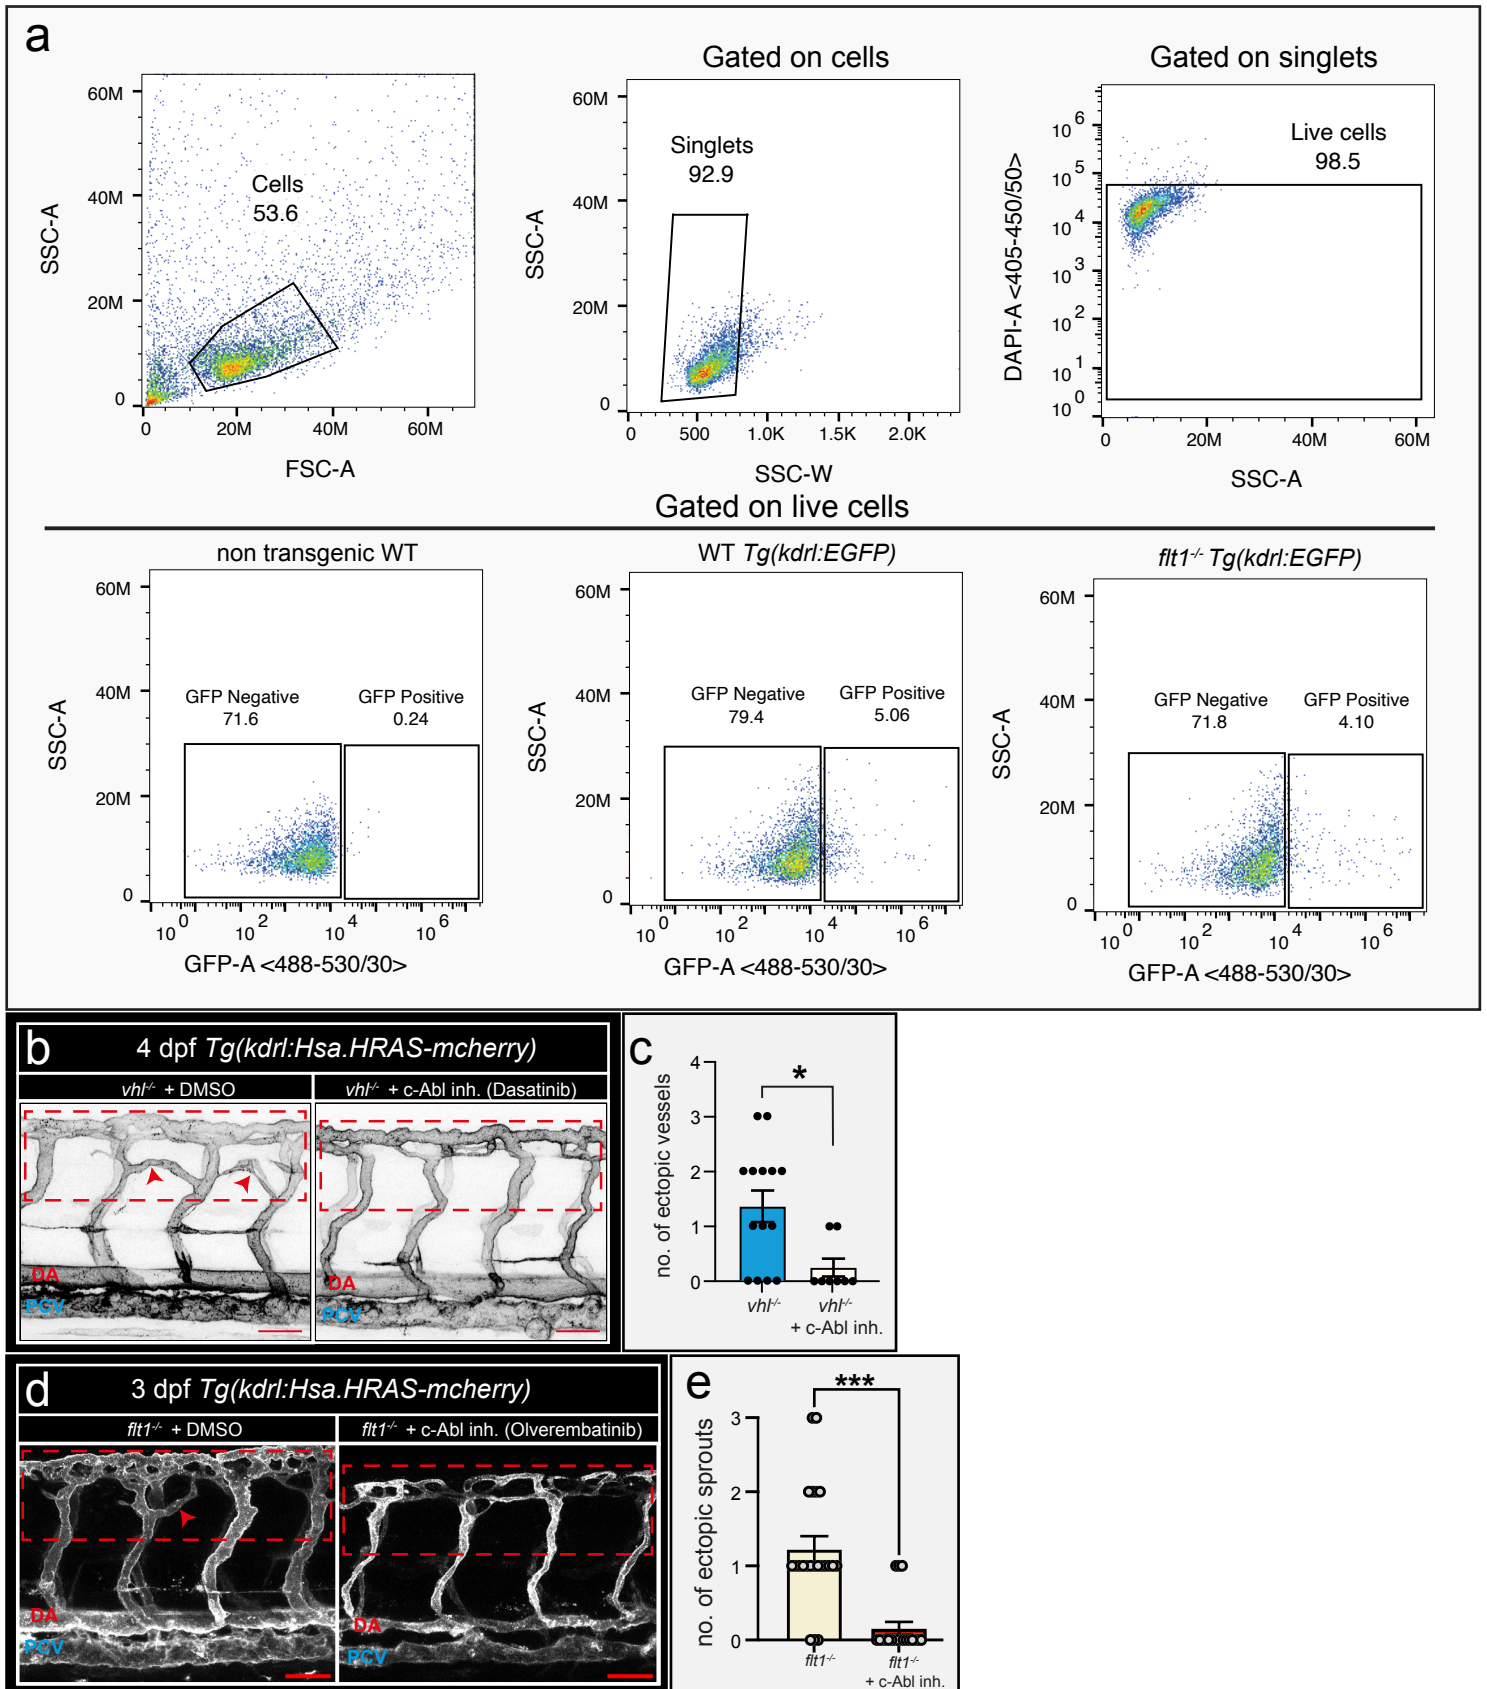

**Supplement Figure 8. FACS strategy for endothelial cell sorting and c-Abl inhibition.**

- (a) Gating strategy for FACS sorting endothelial cells from WT and *flt1*<sup>-/-</sup> *Tg(kdrl:EGFP)* embryos.
- (b) Confocal images showing trunk vasculature in *vh1*<sup>-/-</sup> mutant treated with DMSO (left) or with the c-Abl inhibitor Dasatinib (right) at 4 dpf. Red dotted box indicates the region of interest; arrowheads indicate lumenized anastomotic vessel segments. Note: Dasatinib reduces ectopic branching.
- (c) Quantification of ectopic vessels for indicated scenario. Mean  $\pm$  s.e.m., Two-sided Mann-Whitney U test, DMSO: n=14 embryos and Dasatinib: n=8 embryos.
- (d) Confocal images of *Tg(kdrl:Hsa.HRAS-mCherry)* showing trunk vasculature in *flt1*<sup>-/-</sup> embryos treated with DMSO (left) or with the c-Abl inhibitor Olverembatinib (right) at 3 dpf. Red dotted box indicates the region of interest; arrowheads indicate ectopic sprouts.
- (e) Quantification of ectopic sprouts for the indicated scenario. Mean  $\pm$  s.e.m., Two-sided Mann-Whitney U test, DMSO: n=22 embryos, Olverembafatinib: n=19 embryos.
- \*,  $p < 0.05$ , \*\*,  $p < 0.01$  and \*\*\*,  $p < 0.001$ . Source data are provided as a Source Data file.

Suppl. Fig. 9

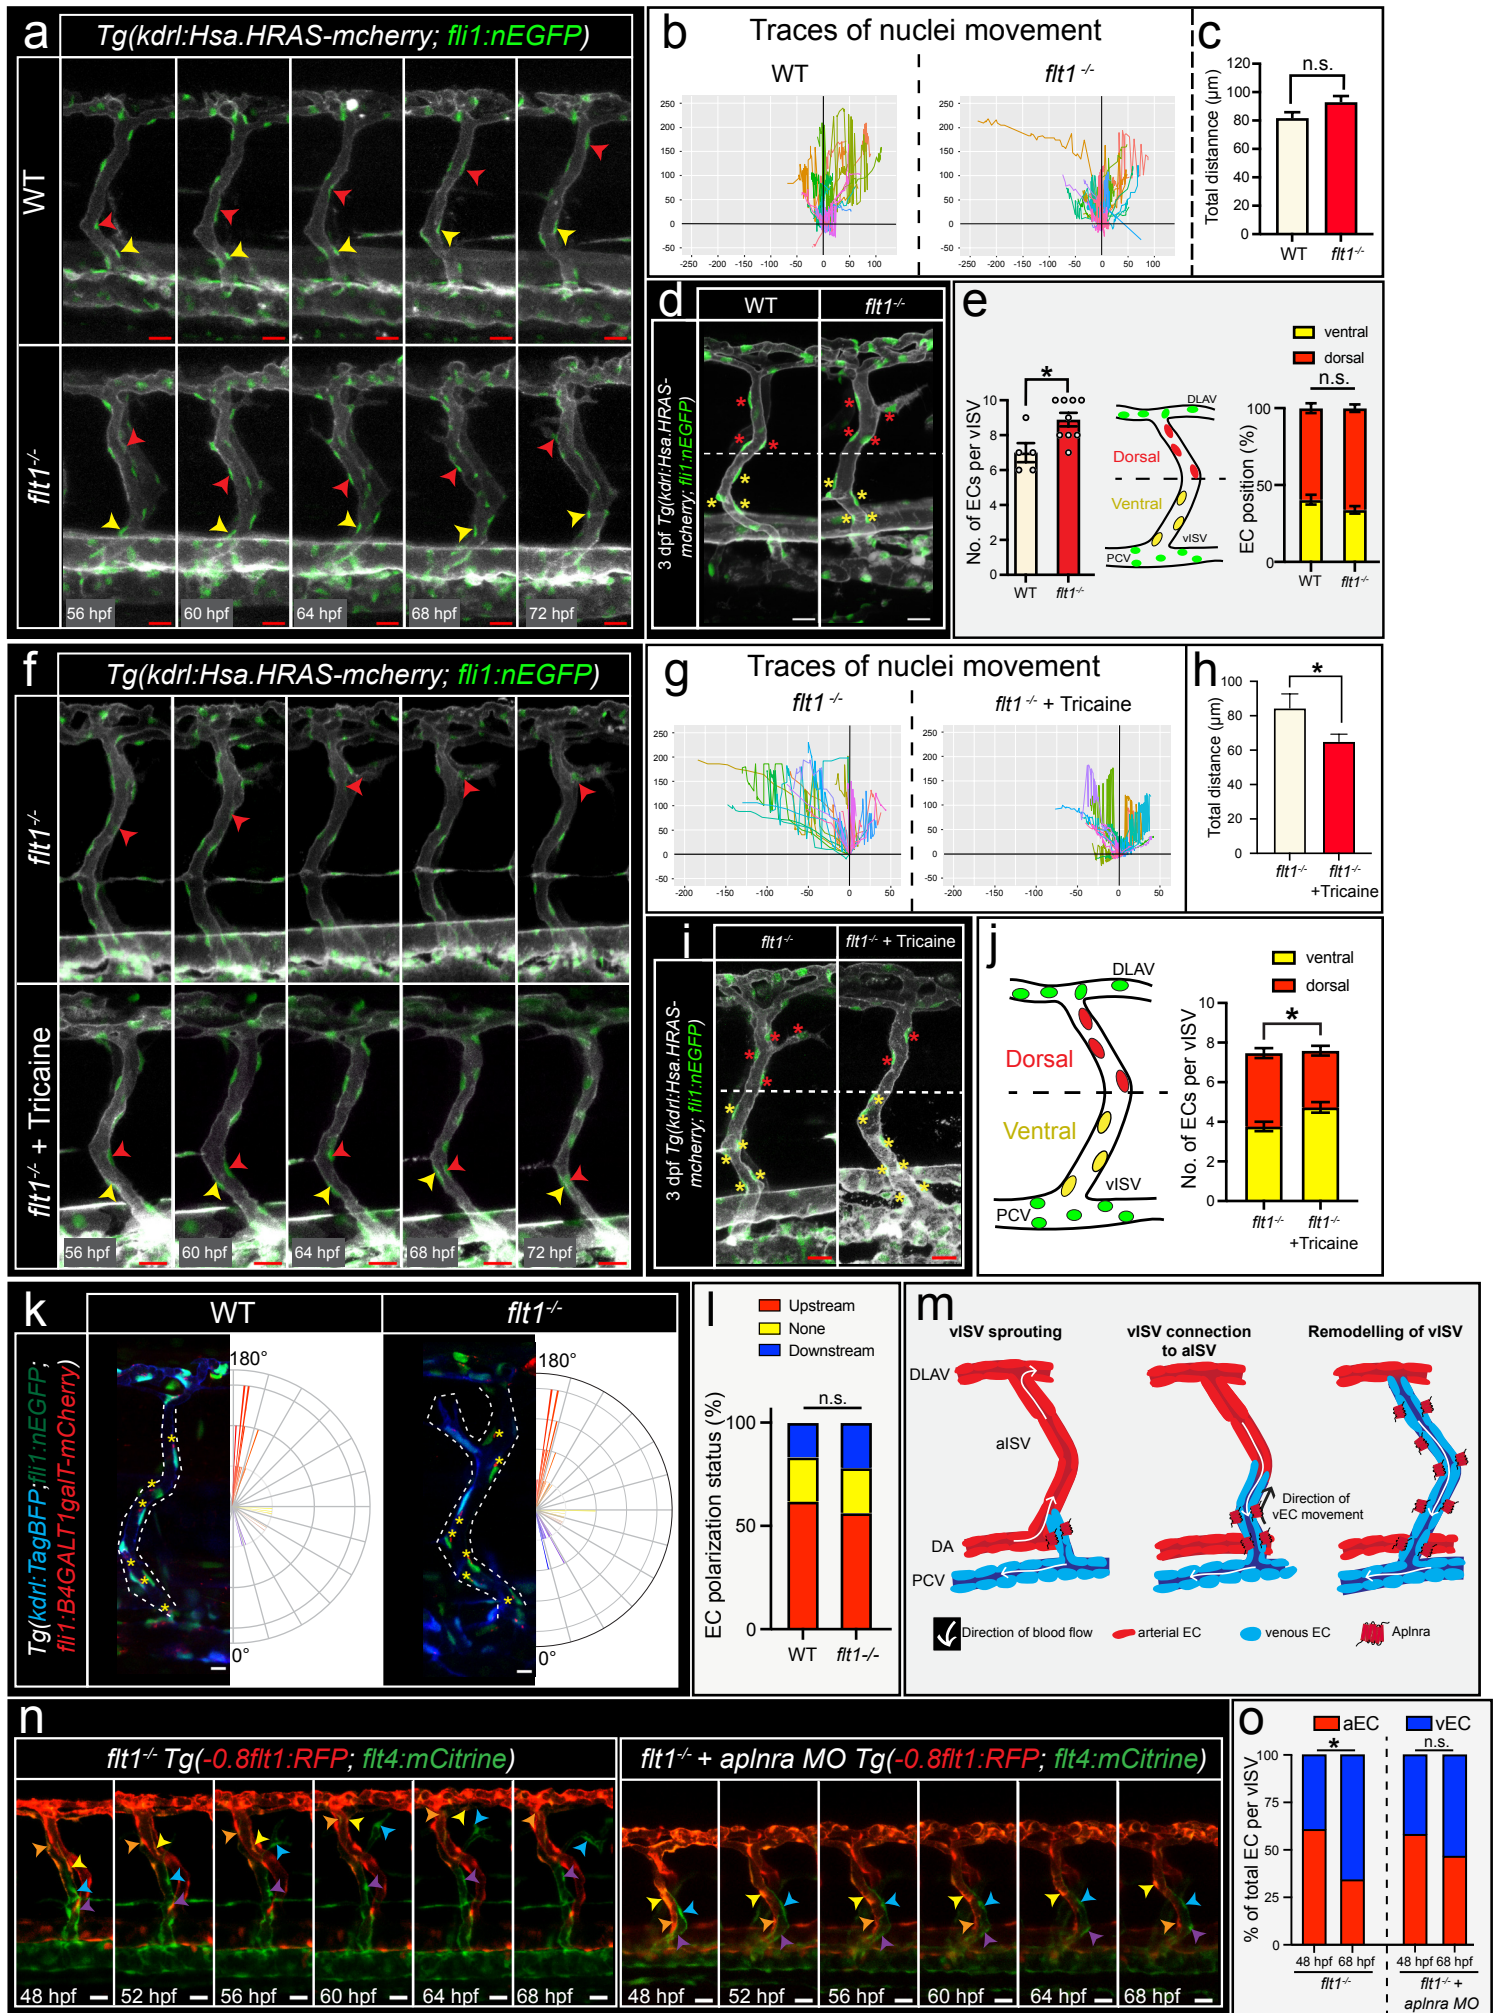

## Supplement Figure 9. Ventral-dorsal migration of EC in venous ISVs of WT and *flt1*<sup>-/-</sup>.

- (a) Still images of *Tg(kdrl:Hsa.HRAS-mCherry; fli1:nEGFP)* time-lapse showing endothelial cell movements in WT (top) and *flt1*<sup>-/-</sup> (bottom) at indicated time points. Arrowheads (yellow, red) indicate individual endothelial cell nuclei and their ventral to dorsal migration trajectory in the vISV.
- (b) Traces of individual endothelial cell movements in WT (left) and *flt1*<sup>-/-</sup> (right). Scale in pixels; WT: n=35 venous EC from 7 embryos, *flt1*<sup>-/-</sup>: n=32 venous EC from 9 embryos.
- (c) Quantification of endothelial migration distance in vISVs for the indicated scenario. Mean  $\pm$  s.e.m., Two-sided Unpaired t-test with Welch's correction; WT: n=35 venous EC from 7 embryos, *flt1*<sup>-/-</sup>: n=32 venous EC from 9 embryos.
- (d) Confocal images of *Tg(kdrl:Hsa.HRAS-mCherry; fli1:nEGFP)* showing endothelial cell distribution in vISVs of WT (left panel) and *flt1*<sup>-/-</sup> (right panel) at 3 dpf. Red asterisks mark ECs in the dorsal domain; yellow asterisks mark ECs in the ventral domain.
- (e) Quantification of venous EC number (left panel) and position (right panel) in WT and *flt1*<sup>-/-</sup> mutant. Note: *flt1*<sup>-/-</sup> mutants have a higher number of EC per vISV but their positions are not changed compared to WT. Mean  $\pm$  s.e.m., Two-sided Mann-Whitney U test for the total EC number and Fisher's exact test for the EC position, WT: n=5 vISVs from 3 embryos, *flt1*<sup>-/-</sup>: n=9 vISVs from 4 embryos.
- (f) Still images of *Tg(kdrl:Hsa.HRAS-mCherry; fli1:nEGFP)* time-lapse showing endothelial cell nuclei movements in *flt1*<sup>-/-</sup> (top) and in *flt1*<sup>-/-</sup> embryos treated with tricaine (bottom) at indicated time points. Arrowheads indicate endothelial cell nuclei and their migration trajectory in the vISV.
- (g) Traces of individual endothelial cell nuclei movements in *flt1*<sup>-/-</sup> (left) and *flt1*<sup>-/-</sup> treated with tricaine (right). Scale in pixels; *flt1*<sup>-/-</sup>: n=20 venous EC from 5 embryos, *flt1*<sup>-/-</sup> + tricaine: n=26 venous EC from 5 embryos.
- (h) Quantification of endothelial migration distance in vISVs for the indicated scenario. Mean  $\pm$  s.e.m., Two-sided Mann-Whitney U test, *flt1*<sup>-/-</sup>: n=20 venous EC from 5 embryos, *flt1*<sup>-/-</sup> + tricaine: n=26 venous EC from 5 embryos. Note: Tricaine treatment reduces venous EC migration.
- (i) Confocal images in *Tg(kdrl:Hsa.HRAS-mCherry; fli1:nEGFP)* showing endothelial cell distribution in vISVs of *flt1*<sup>-/-</sup> (left panel) and *flt1*<sup>-/-</sup> treated with tricaine (right panel) at 3 dpf. Red asterisks mark ECs in the dorsal, yellow asterisks in the ventral domain. Note: Tricaine treatment results in accumulation of ECs in the ventral part of the vISV.
- (j) Quantification of dorsal-ventral distribution of endothelial cells for the indicated scenario. Mean  $\pm$  s.e.m, Fischer's exact test, n=22 ISVs from 9 and 11 embryos.
- (k) Confocal images in *Tg(kdrl:TagBFP; fli1:nEGFP; fli1:B4GALT1galT-mCherry)* and diagram showing the polarization status of individual endothelial cells in vISV for WT embryos (left panel), and *flt1*<sup>-/-</sup> (right panel). Note: No difference in EC polarization between WT and *flt1*<sup>-/-</sup>.
- (l) Quantification of endothelial cell polarization events in WT and *flt1*<sup>-/-</sup>. Chi-square test, WT: n=4 vISV from 3 embryos and *flt1*<sup>-/-</sup>: n=7 vISV from 3 embryos.
- (m) Scheme illustrating venous EC migration events during arterio-venous remodelling. After secondary sprouting, the newly formed veins are colonized by venous ECs coming from the PCV. These venous ECs express *aplnra*.
- (n) Still images from time-lapse of *flt1*<sup>-/-</sup> or *flt1*<sup>-/-</sup> injected with *aplnra* MO in *Tg(-0.8flt1:RFP; flt4:mCitrine)* reporter line during vein remodelling process. In *flt1*<sup>-/-</sup> mutant (left panel), venous ECs (green; blue and purple arrowheads) migrated from the PCV to the DLAV and replaced the arterial ECs (red; yellow and orange arrowheads). Only the venous ECs contribute to tertiary sprout formation. Upon *aplnra* loss of function (right panel), the migration of the venous ECs is reduced and arterial ECs remain in the vISV. We never observed that venous ECs start to express the arterial marker *flt1* (red) or that artery ECs start to migrate into the vISVs. Embryo in right panel was slightly tilted during embedding giving the impression that the fish is smaller but it is not the case.
- (o) Quantification of the endothelial cell composition of vISV in *flt1*<sup>-/-</sup> (left panel) and *flt1*<sup>-/-</sup> upon *aplnra* loss of function (right panel). At 48 hpf, more than half of the ECs in vISV are arterial (red). In *flt1*<sup>-/-</sup> mutant, at 68 hpf, venous ECs have migrated into the vISV and are now representing the majority of the ECs. In *flt1*<sup>-/-</sup> upon *aplnra* loss of function, there is reduced vECs migration resulting in higher aECs present in vISV at 68 hpf.

Scale bar indicates 20  $\mu$ m in a, d, f, i, n; 10  $\mu$ m in k. DLAV, dorsal longitudinal anastomotic vessels; vISV, venous intersegmental vessel; PCV, posterior cardinal vein; EC, endothelial cell; DA, dorsal aorta; aISV; arterial intersegmental vessel. \*,  $p < 0.05$ , \*\*,  $p < 0.01$  and \*\*\*,  $p < 0.001$ . Source data are provided as a Source Data file.

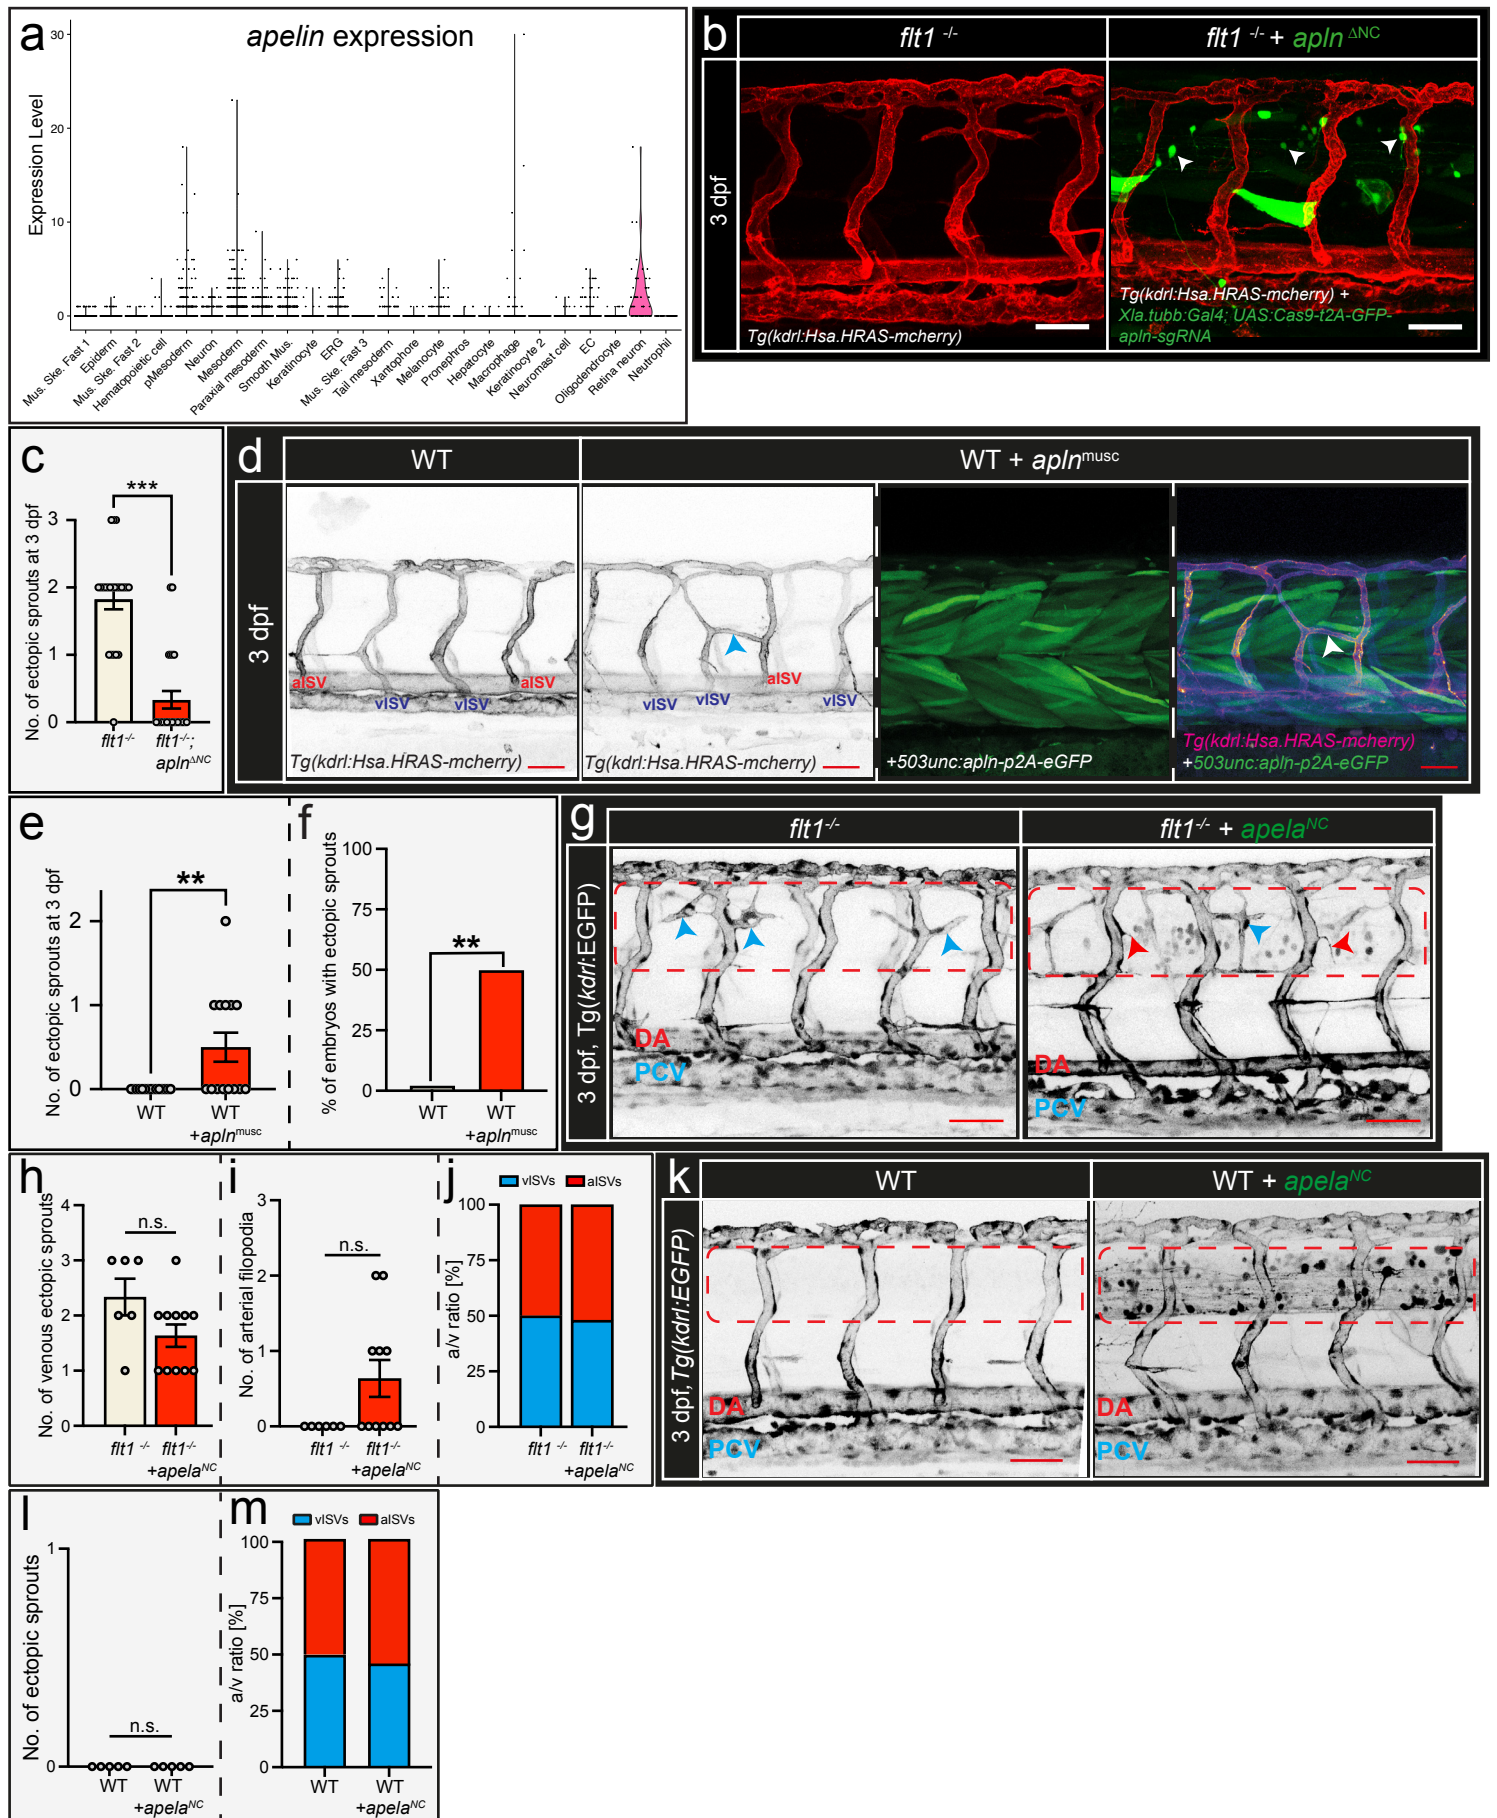

## Supplement Figure 10. Apelin/Aplnra signaling increases the Vegf/Kdrl signaling output

- (a) Violin plot showing *apelin* (*apln*) expression for indicated cell types in zebrafish trunk.
- (b) Confocal images of *Tg(kdrl:Hsa.HRAS-mCherry)* showing trunk vasculature in *flt1*<sup>-/-</sup> mutant (left panel), and *flt1*<sup>-/-</sup> mutant upon neural specific silencing of *apln* by co-expressing Cas9 and two apelin targeting sgRNAs under control of a neuronal specific promoter (*Xla.Tubb: Gal4; UAS: Cas9-apln-sgRNA* indicated as *apln*<sup>ΔNC</sup>) at 3 dpf (right panel, arrowheads, green cells express Cas9 and sgRNAs).
- (c) Quantification of ectopic sprouts upon neuronal specific loss of apelin. Mean ± s.e.m., Two-sided Mann-Whitney U-test; *flt1*<sup>-/-</sup>: n=23 embryos, *flt1*<sup>-/-</sup> + *apln*<sup>ΔNC</sup>: n=24 embryos.
- (d) Confocal images of *Tg(kdrl:Hsa.HRAS-mCherry)* showing trunk vasculature in WT (left panel) and WT upon somite muscle specific overexpression of *apln* by injecting *503unc:apln-p2A-eGFP* expression construct, abbreviated *apln*<sup>musc</sup> (right panels) at 3 dpf. Note: developing somites express *vegfaa*, and simultaneous co-expression of *apln* in somites affects patterning of the trunk vasculature.
- (e, f) Quantification of ectopic branching (e) and phenotype frequency (f) for indicated scenarios. Mean ± s.e.m.; Two-sided Mann-Whitney U-test; WT: n=15 embryos and WT + *apln*<sup>musc</sup>: n=14 embryos.
- (g) Confocal images showing trunk vasculature in *flt1*<sup>-/-</sup> and *flt1*<sup>-/-</sup> mutant upon neuronal specific overexpression of *apela* by injection of a *Xla.tubb:EGFP-p2A-apela* construction (indicated as *apela*<sup>NC</sup>) at 3 dpf. Red box indicates ROI; blue arrowheads indicate venous ectopic sprout and read arrowheads indicates arterial filopodia.
- (h, i, j) Quantification of venous ectopic sprouts (h), arterial filopodia (i) and arterial to venous ISV ratio (j) for indicated scenario. Mean ± s.e.m. (h and i) or Mean (j); Two-sided Mann-Whitney U test (h and i) or Fisher's test (j); *flt1*<sup>-/-</sup>: n=6 embryos, *flt1*<sup>-/-</sup> + *apela*<sup>NC</sup>: n=11 embryos.
- (k) Confocal images showing trunk vasculature in wildtype and wildtype upon neuronal specific overexpression of *apela* by injection of a *Xla.tubb:EGFP-p2A-apela* construction (indicated as *apela*<sup>NC</sup>) at 3 dpf. Red box indicates ROI.
- (l,m) Quantification of ectopic sprouts (l) and arterial to venous ISV ratio (m) for indicated scenario. Mean ± s.e.m. (l) or Mean (m); Two-sided Mann-Whitney U test (l) or Fisher's test (m); WT: n=5 embryos, WT + *apela*<sup>NC</sup>: n=5 embryos.
- Scale bar indicates 50 μm in b, d, g and k. NC, neuronal cell; EC, endothelial cell; SC, spinal cord; aISV, arterial intersegmental vessel; vISV, venous intersegmental vessel; musc, muscle; DA, dorsal aorta; PCV, posterior cardinal vein. \*, *p*<0.05, \*\*, *p*<0.01 and \*\*\*, *p*<0.001. Source data are provided as a Source Data file.

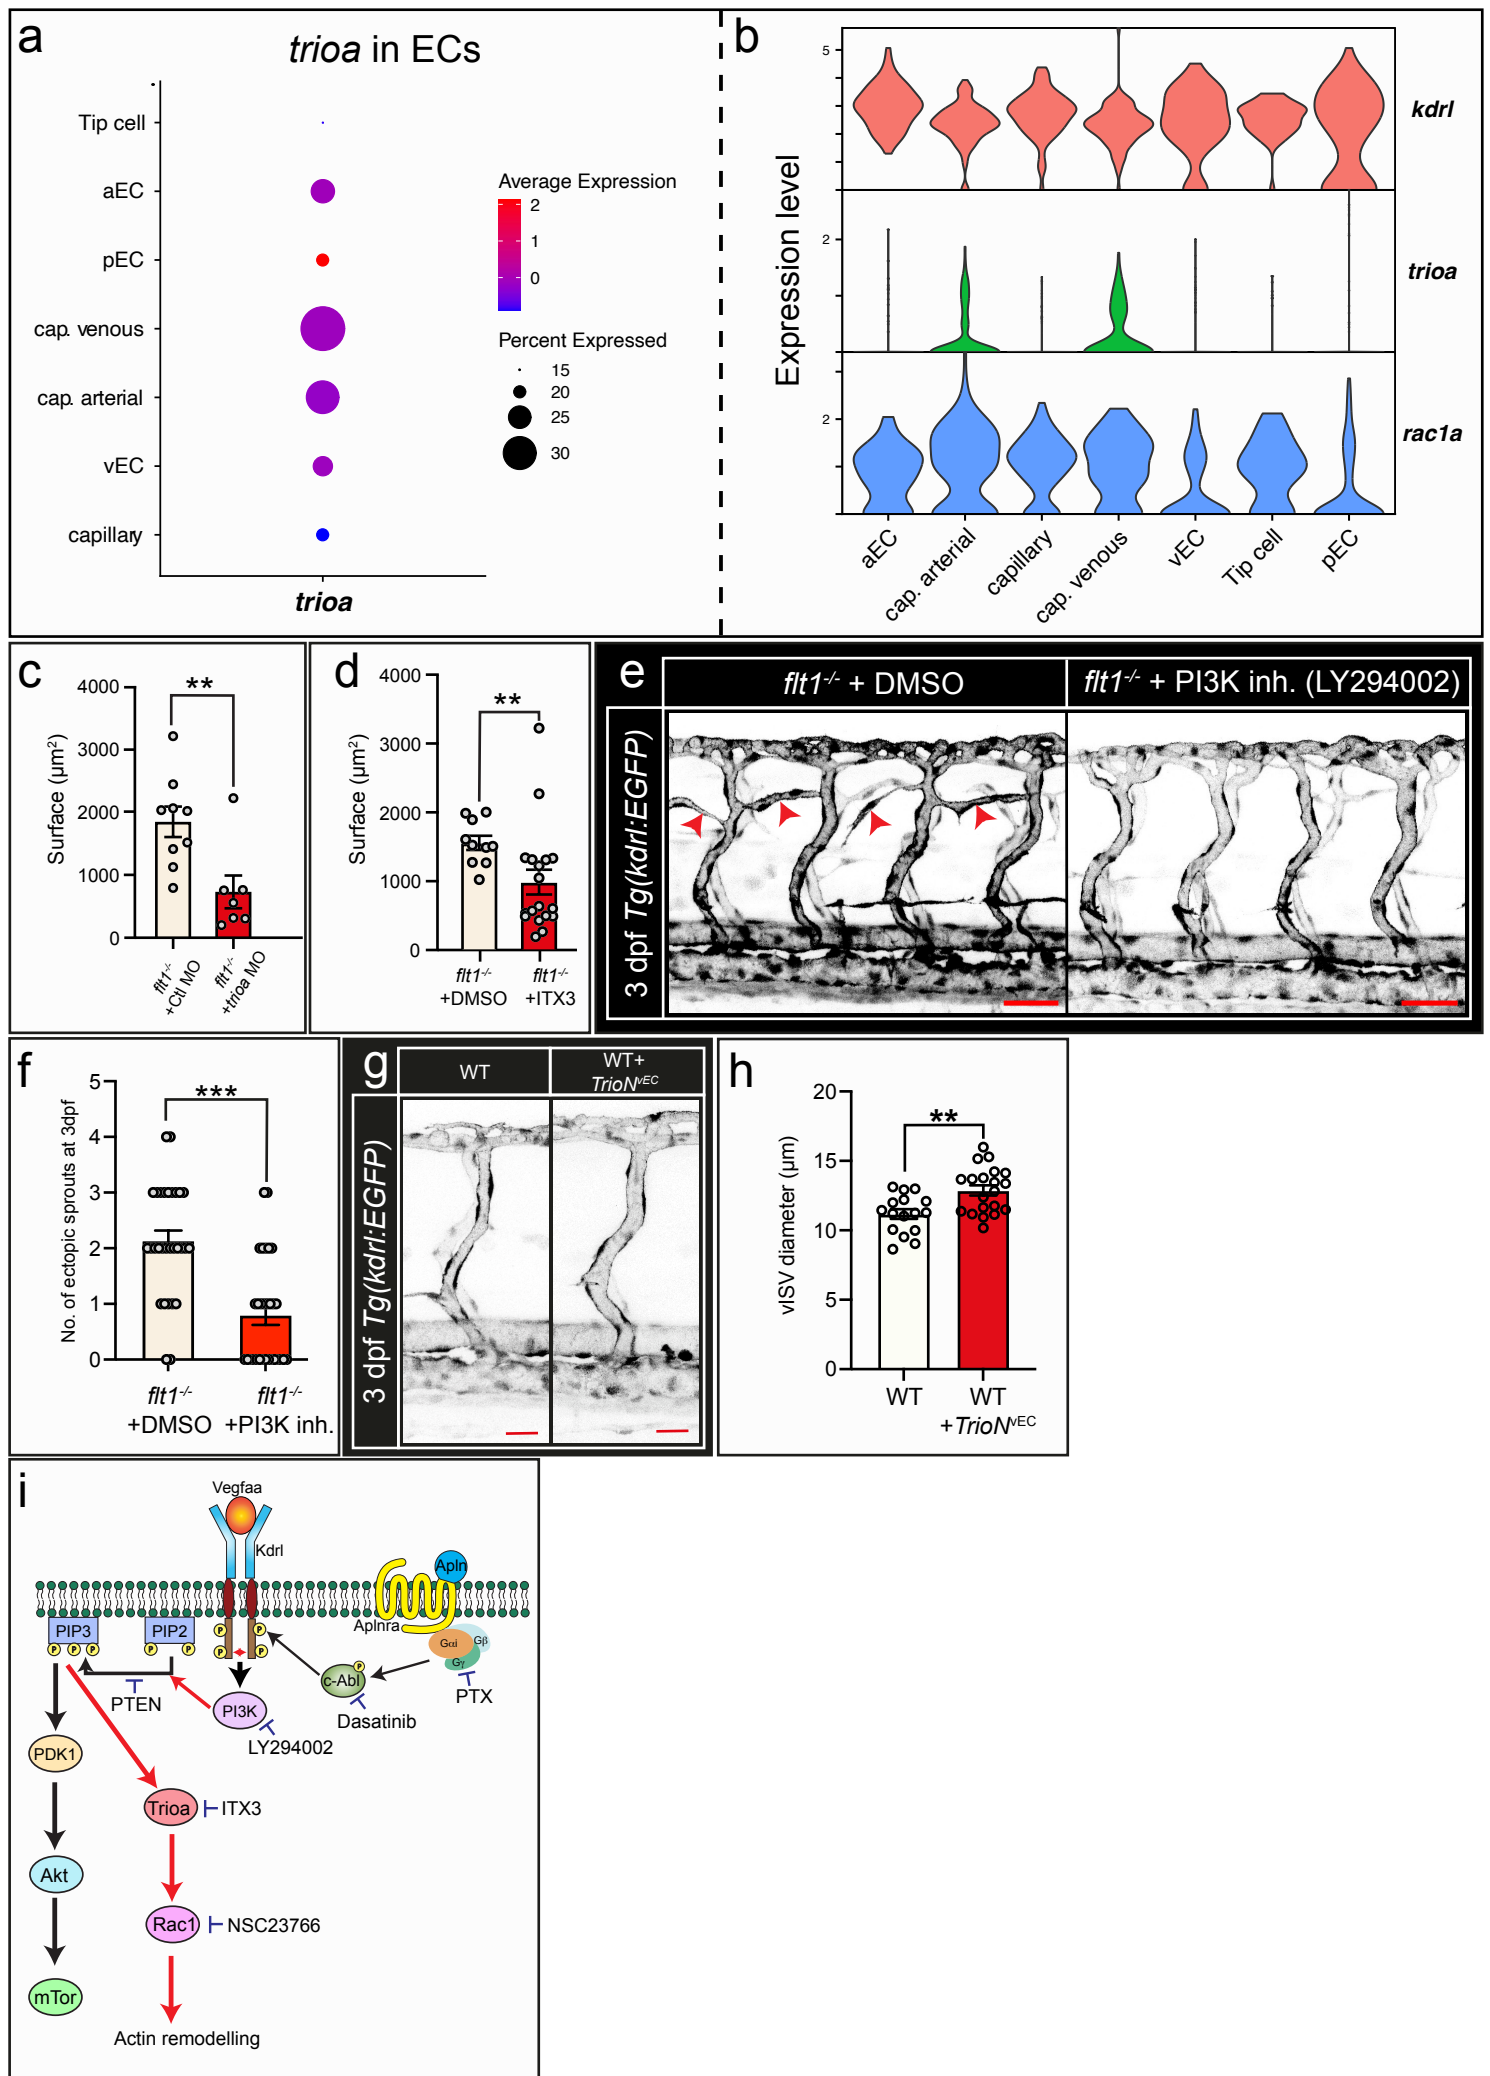

## Supplement Figure 11. Trio expression in endothelial cells

- (a) Dot Plot showing *trioa* expression in endothelial cell subclusters.
- (b) Violin Plot showing *kdr1*, *trioa* and *rac1a* expression in endothelial cell subclusters.
- (c) Surface area of tertiary sprout network at the level of the spinal cord in *flt1*<sup>-/-</sup> and *flt1*<sup>-/-</sup> upon morpholino mediated knock-down of *trioa*. Mean  $\pm$  s.e.m., Two-sided Mann-Whitney U test; Ctl MO: n=9 sprouts from 9 embryos, *trioa* MO: n=7 sprouts from 7 embryos.
- (d) Surface area of tertiary sprout network at the level of the spinal cord in *flt1*<sup>-/-</sup> vehicle control and *flt1*<sup>-/-</sup> treated with Trio inhibitor ITX3. Mean  $\pm$  s.e.m., Two-sided Mann-Whitney U test; DMSO, n=10 sprouts from 10 embryos, ITX: n=18 sprouts from 17 embryos.
- (e) Confocal images of trunk vasculature in *flt1*<sup>-/-</sup> embryos treated with DMSO (left panel) or PI3K inhibitor (right panel) at 3 dpf. Red arrowheads indicate ectopic sprouts. Note: Inhibition of PI3K reduced tertiary sprout remodeling.
- (f) Quantification based on images in (e). Note inhibition of PI3K reduced tertiary sprouting. Mean  $\pm$  s.e.m.; Two-sided Mann-Whitney U test; n=30 embryos per conditions.
- (g) Confocal images in *Tg(kdr1:EGFP)* showing vISV morphology in WT and WT injected with a *flt4:TrioN* expression construct to overexpress *Trio* in veins at 3 dpf. Note: *Trio* overexpression induces a vISV diameter increase but not ectopic sprouting.
- (h) Quantification of vISV lumen diameter for indicated scenario. Mean  $\pm$  s.e.m.; Two-sided Unpaired t-test; WT: n= 16 vISVs from 12 embryos, *flt4:TrioN*: n= 20 vISVs from 16 embryos.
- (i) Schematic illustration of proposed coupling between Apelin-receptor-a and Kdr1 via c-Abl, and activation of downstream pathways. The pathway interventions with pharmacological inhibitors (PTX, Dasatinib, LY294002, ITX3, NSC23766) are indicated.
- Scale bar indicates 50  $\mu$ m in e; 25  $\mu$ m in g. aEC, arterial endothelial cell; vEC, venous endothelial cell; pEC, proliferating EC; cap, capillary; MO, morpholino; inh., inhibitor. \*,  $p<0.05$ , \*\*,  $p<0.01$  and \*\*\*,  $p<0.001$ . Source data are provided as a Source Data file.

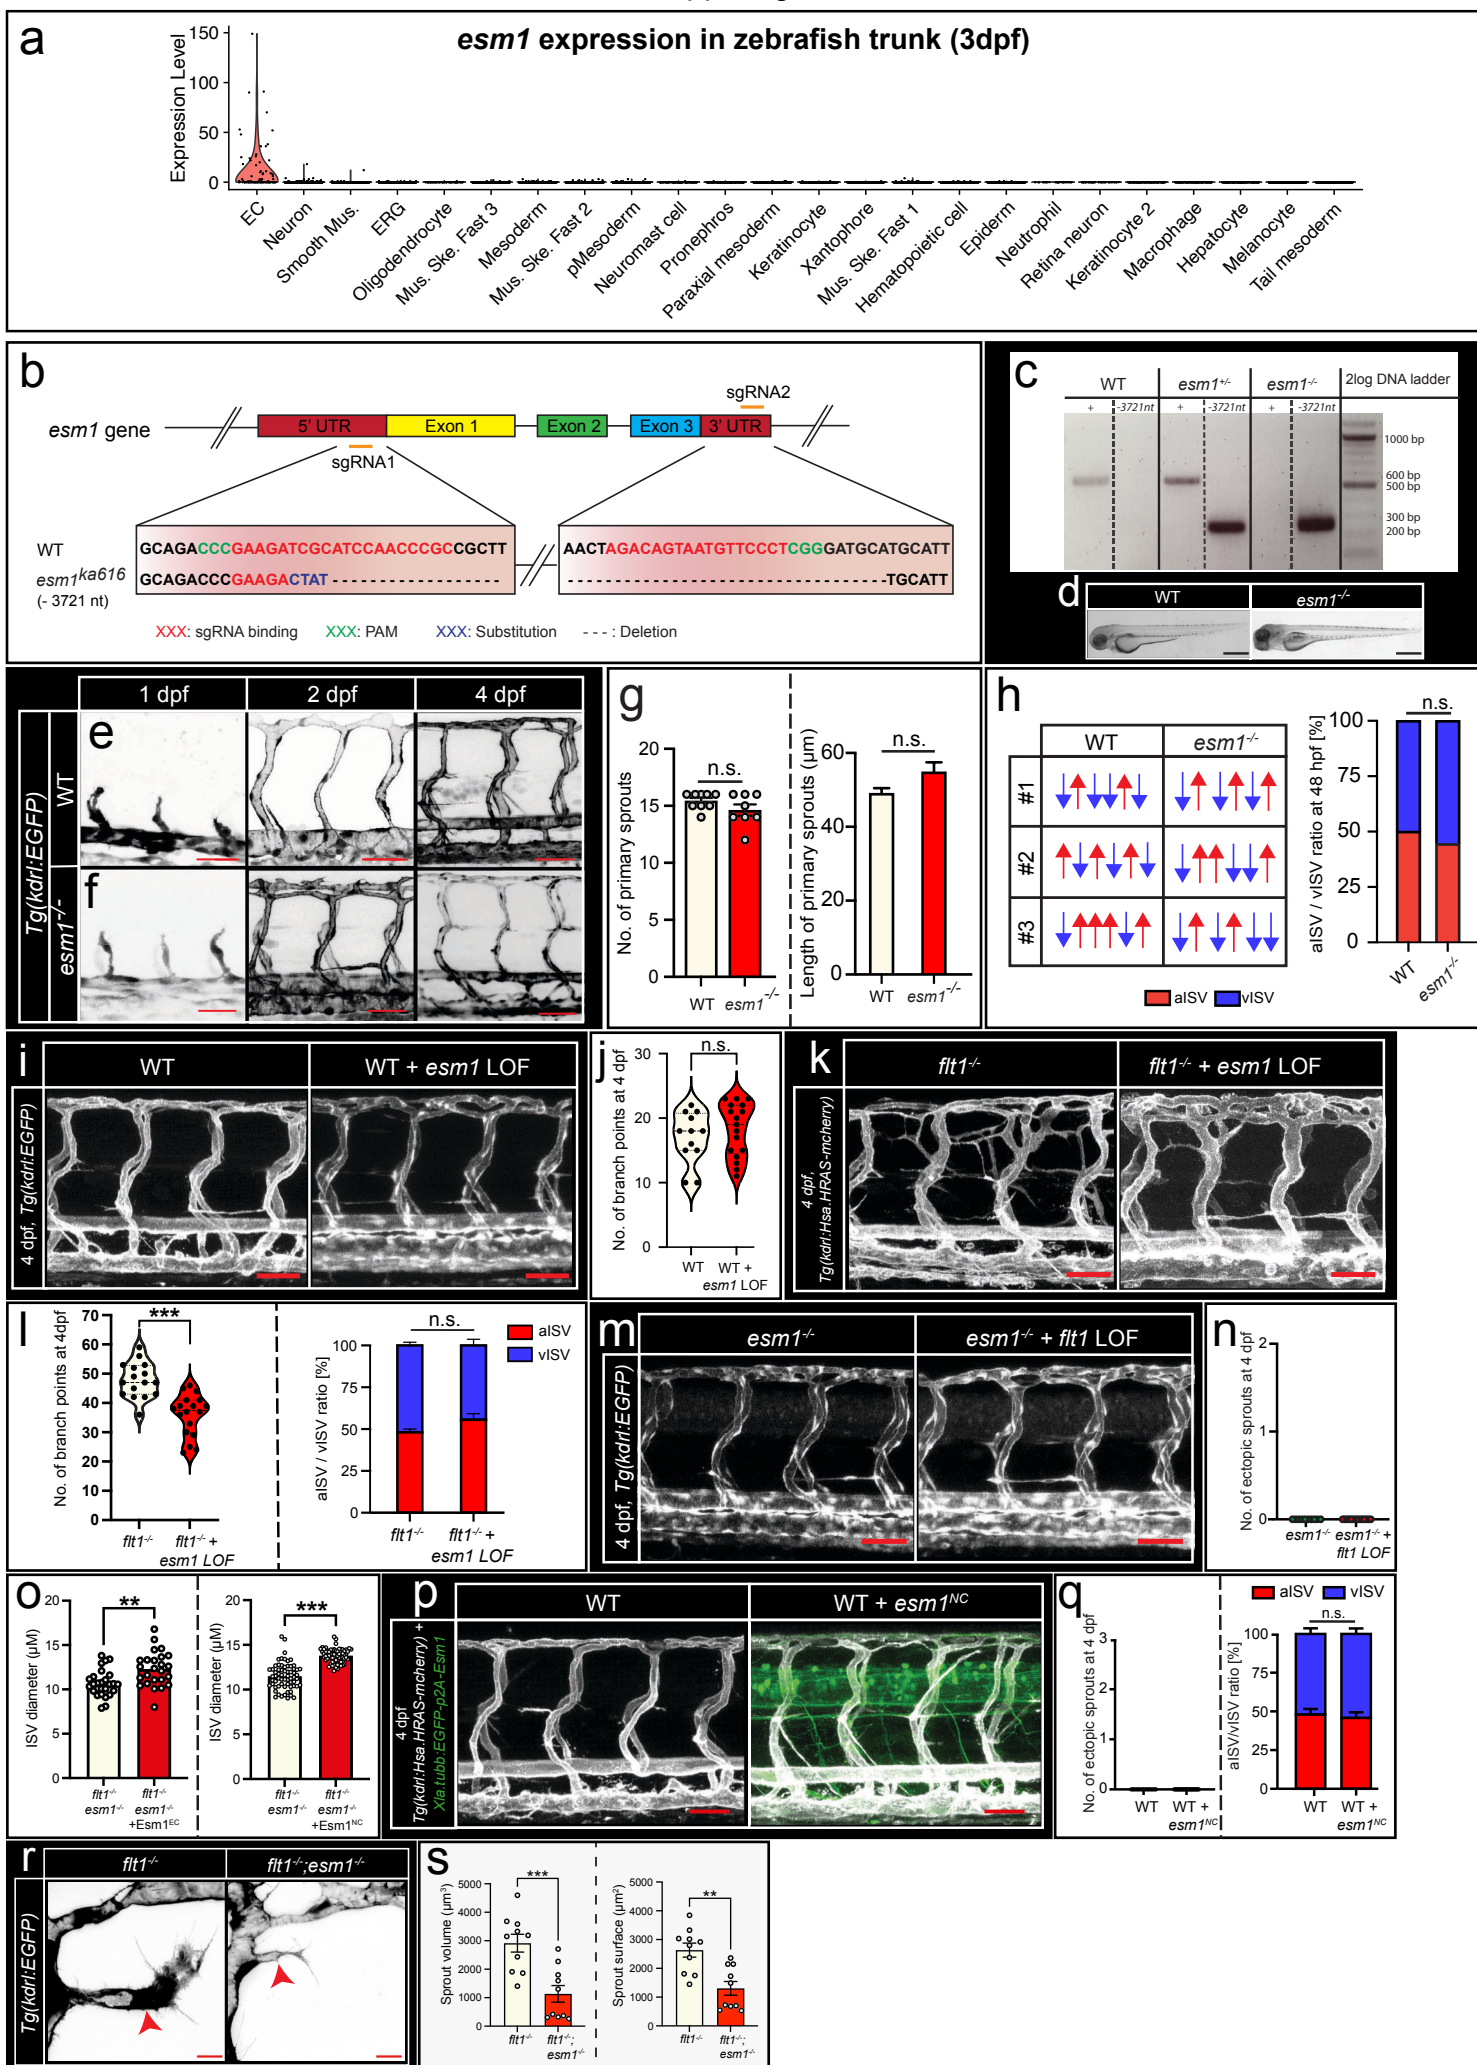

## Supplement Figure 12. Characterization of *esm1* mutant zebrafish.

- (a) Violin plot showing *esm1* expression for indicated cell type in zebrafish trunk. Note: *esm1* is enriched in endothelial, neural and muscle cells.
- (b) Exon-intron structure of the zebrafish *esm1* gene and binding sites for sgRNA1 in the 5' UTR region and sgRNA2 in the 3'UTR region. Cutting at both sites results in complete removal of the *esm1* open reading frame yielding *esm1*<sup>ka616</sup> mutant carrying a deletion of 3721 nucleotides.
- (c) Amplicons of *esm1* heterozygous and homozygous mutant genotype compared to WT.
- (d) *In vivo* light microscopy imaging of WT and *esm1*<sup>-/-</sup> mutant zebrafish embryo. *Esm1*<sup>-/-</sup> mutants showed no obvious abnormalities in morphogenesis.
- (e) *In vivo* confocal images showing trunk vasculature in WT embryos at indicated time points.
- (f) *In vivo* confocal images showing trunk vasculature in *esm1*<sup>-/-</sup> mutant embryos at indicated time points. *Esm1*<sup>-/-</sup> mutants look phenotypically normal and show no signs of aberrant vascular remodelling or ectopic sprouting.
- (g) Quantification of primary sprouting events and sprout length in WT and *esm1*<sup>-/-</sup> mutant based on images in (e). Note: Loss of *esm1* had no measurable impact on the primary sprouting process. Mean  $\pm$  s.e.m.; Two-sided Mann-Whitney U test; WT: n= 9 embryos, *esm1*<sup>-/-</sup>: n= 8 embryos.
- (h) Flow direction in intersegmental vessels and aISV/vISV ratio for indicated genotype and embryo (#1, #2, #3). Red arrow, arterial flow direction; blue arrow, venous flow direction. Percentage, Fisher's exact test; WT: n= 3 embryos, *esm1*<sup>-/-</sup>: n= 3 embryos.
- (i) Confocal images of trunk vasculature in WT injected with control (left panel), and *esm1* targeting morpholino (right panel) at 4 dpf.
- (j) Quantification of vascular branching at ROI based on images in (i). Mean  $\pm$  s.e.m., Two-sided Unpaired t-test, WT: n=12; *esm1* LOF: n=17.
- (k) Confocal images of trunk vasculature in *flt1*<sup>-/-</sup> mutant injected with control (left panel), and *esm1* targeting morpholino (right panel) at 4 dpf.
- (l) Quantification of vascular branching (left panel) and aISV to vISV ratio (right panel) based on images in (k). Mean  $\pm$  s.e.m., Two-sided Unpaired t-test (left panel) and Fischer's test (right panel), *flt1*<sup>-/-</sup>: n=16; *flt1*<sup>-/-</sup> + *esm1* LOF: n=18.
- (m) Confocal images showing trunk vasculature in *esm1*<sup>-/-</sup> mutant injected with control (left panel) or *flt1* targeting morpholino (right panel) at 4 dpf.
- (n) Quantification of ectopic sprouting based on images in (m). *esm1*<sup>-/-</sup>: n=10 embryos, *esm1*<sup>-/-</sup> + *flt1* LOF: n=14 embryos.
- (o) Quantification of ISV diameter for indicated scenario. Note: Restoring vascular or neural *esm1* in *flt1*<sup>-/-</sup>; *esm1*<sup>-/-</sup> double mutant induces a significant ISV diameter enlargement. Mean  $\pm$  s.e.m., Two-sided Unpaired t-test with Welch's correction; left graph: n= 12-14 ISVs from 7 embryos per conditions, right graph: n= 65-67 ISVs from 18 and 20 embryos.
- (p) Confocal images of *Tg(kdrl:Hsa.HRAS-mCherry)* showing trunk vasculature in WT (left panel) or WT injected with neuronal *esm1* gain of function construct (*esm1*<sup>NC</sup> right panel) at 4 dpf.
- (q) Quantification of ectopic sprouting (left panel) and aISV/vISV ratio (right panel) based on images in (p). Left panel, scatter plot of individual values; Right panel: percentage, Mean  $\pm$  s.e.m., Fischer's test. WT: n=12, WT+*esm1*<sup>NC</sup>: n=18 embryos.
- (r) Confocal images of *Tg(kdrl:EGFP)* reporter showing tertiary sprouts (red arrowhead) in *flt1*<sup>-/-</sup> (left) or *flt1*<sup>-/-</sup>; *esm1*<sup>-/-</sup> double mutant (right) at 3 dpf. Note the reduced sprout size in *flt1*<sup>-/-</sup>; *esm1*<sup>-/-</sup> mutants.
- (s) Quantification of sprout volume (left) and surface (right) for the indicated scenarios. Mean  $\pm$  s.e.m., Two-sided Unpaired t-test with Welch's correction (left) and Two-sided Mann Whitney (right). n= 10 embryos.
- Scale bar indicates 500  $\mu$ m in d; 50  $\mu$ m in e, f, i, k, m, p; 10 $\mu$ m in r. EC, endothelial cell; Mus., Muscle; ERG, Ependymal radial glia; Ske., Skeletal; LOF, loss of function; NC, neuronal cell; GOF, gain of function. \*,  $p < 0.05$ , \*\*,  $p < 0.01$  and \*\*\*,  $p < 0.001$ . Source data are provided as a Source Data file.

Suppl. Fig. 13

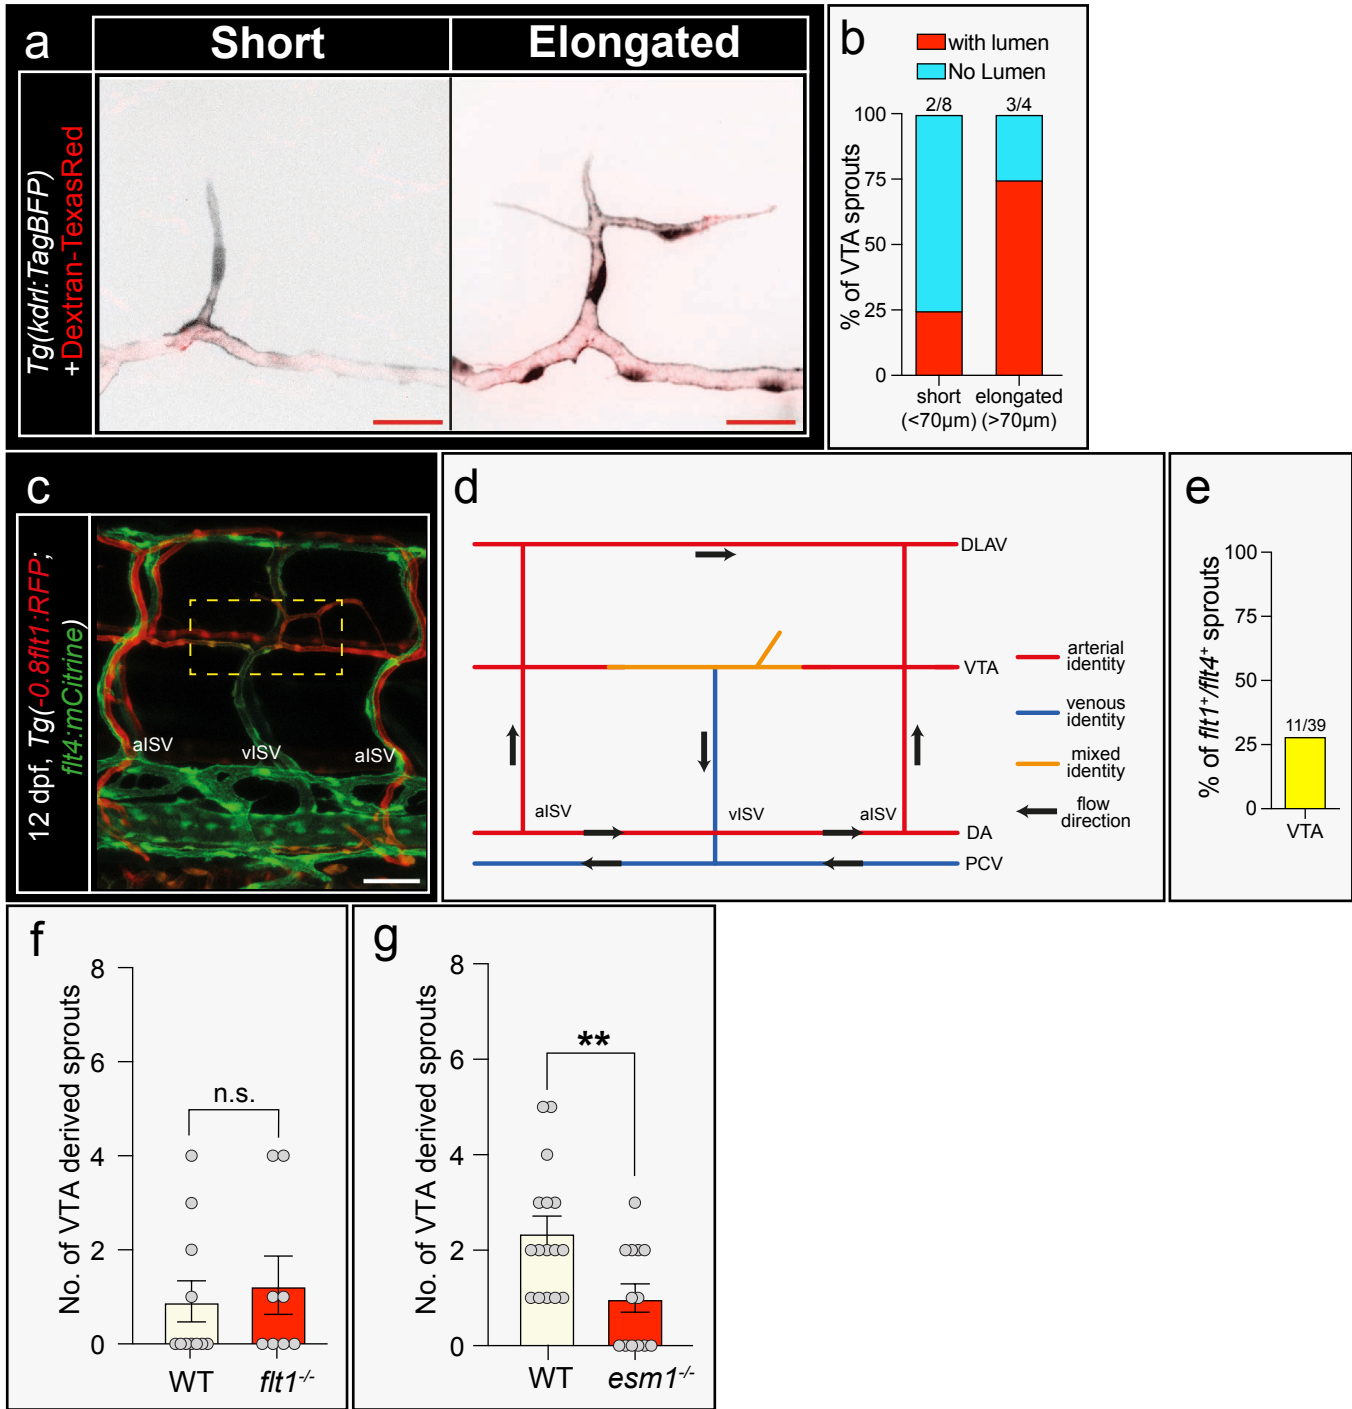

### Supplement Figure 13. Characterization of VTA-derived sprouts.

- (a) Injection of TexasRed labelled dextran into *Tg(kdrl:TagBFP)* at 12 dpf to visualize blood plasma distribution and lumenization in VTA-derived sprouts. Short VTA sprouts (left) were predominantly not containing blood plasma indicating lack of lumenization; Elongated VTA sprouts (right) mostly contained blood plasma indicating of lumenization .
- (b) Quantification of lumenization in VTA derived sprouts based on images in (a). n=12 VTA-derived sprouts.
- (c) Confocal image of *Tg(-0.8flt1:RFP; flt4:mCitrine)* reporter showing the larvae trunk vasculature at 12 days. Note that in the VTA territory (boxed area), some segments expressed both the arterial marker *flt1* (red) and the venous marker *flt4* (green) suggesting mixed AV identity.
- (d) Graphical illustration of the image in (c) showing the vessel's identities and the flow directions. The orange segment represents the portion of the VTA that expresses both arterial and venous markers suggestive of a population of endothelial cells with a mixed arterial-venous identity.
- (e) Quantification of VTA-derived sprouts derived from *flt1/flt4* expressing VTA endothelium. Percentage, n=39 VTA-derived sprouts.
- (f) Quantification of VTA-derived sprout number in WT siblings and *flt1<sup>-/-</sup>* mutants. Mean  $\pm$  s.e.m., Two-sided Mann Whitney U test, WT: n=11; *flt1<sup>-/-</sup>*: n=8.
- (g) Quantification of VTA-derived sprout number in WT siblings and *esm1<sup>-/-</sup>* mutants. Mean  $\pm$  s.e.m., Two-sided Mann Whitney U test, WT: n=16; *flt1<sup>-/-</sup>*: n=13.
- Scale bar indicates 20 $\mu$ m in a and 50 $\mu$ m in c. VTA, vertebral artery; aISV, arterial intersegmental vessel; vISV, venous intersegmental vessel. \*,  $p < 0.05$ , \*\*,  $p < 0.01$  and \*\*\*,  $p < 0.001$ . Source data are provided as a Source Data file.

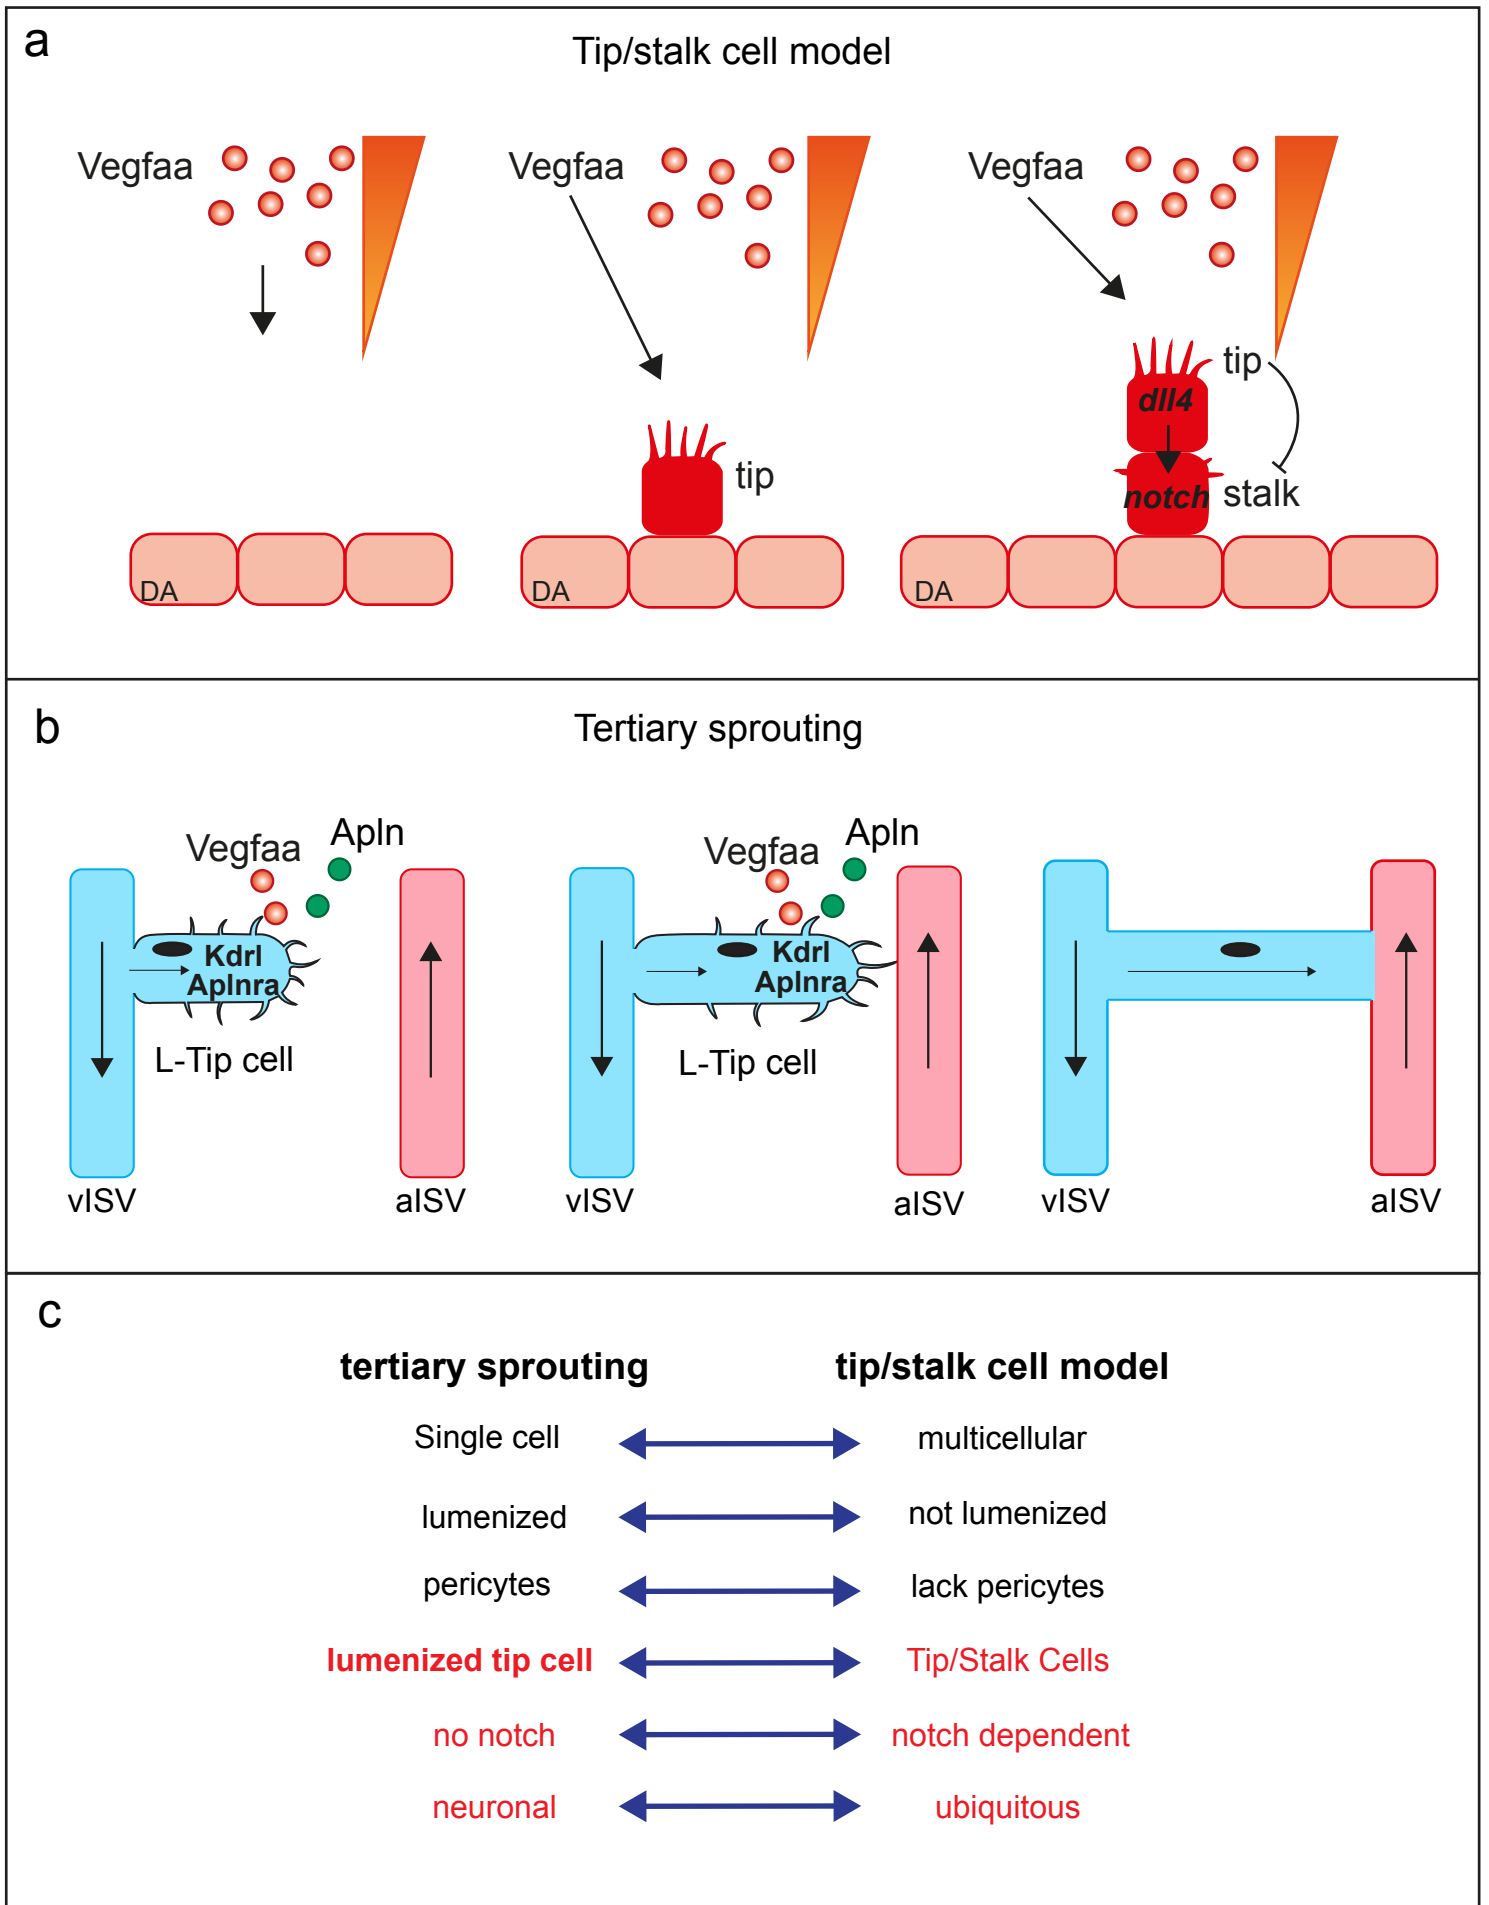

### **Supplement Figure 14. Comparison of the Tip/stalk cell model with tertiary sprouting**

(a) Schematic illustration of Vegfaa driven primary artery sprouting in the arterial domain - the reference sprouting model. In the arterial domain, Vegfaa induced sprout formation involves Dll4-Notch driven tip-stalk differentiation. Vegfaa-Kdrl signalling in the tip cell induces dll4 expression. Dll4 in the tip cell activates Notch receptors in the stalk cell. Activation of Notch results in translational activation of genes that reduce Kdrl responsiveness in stalk cells. This mechanism of lateral inhibition ensures that only one tip cell is formed. The tip cell is not lumenized, lumenization is a feature of the developing stalk cell.

(b) Schematic illustration of Vegfaa driven tertiary sprouting in the venous domain. Selection of the sprouting venous endothelial cell in the venous domain requires genetic interaction between Kdrl and Apelin-receptor-a signalling in venous endothelial cells. The ligands for these receptors, Vegfaa and Apelin respectively, are provided by neural cells located in the surrounding parenchyma. Tertiary sprouts consist of a single endothelial cell that enlarges, and forms a lumen – the Lumenized Tip-cell (L-Tip cell).

(c) Summary of the main differences between Vegf driven tertiary sprouting in the venous domain and Vegf driven sprouting in the arterial domain – the reference sprouting model.

DA, dorsal aorta; vISV, venous intersegmental vessel; aISV, arterial intersegmental vessel.

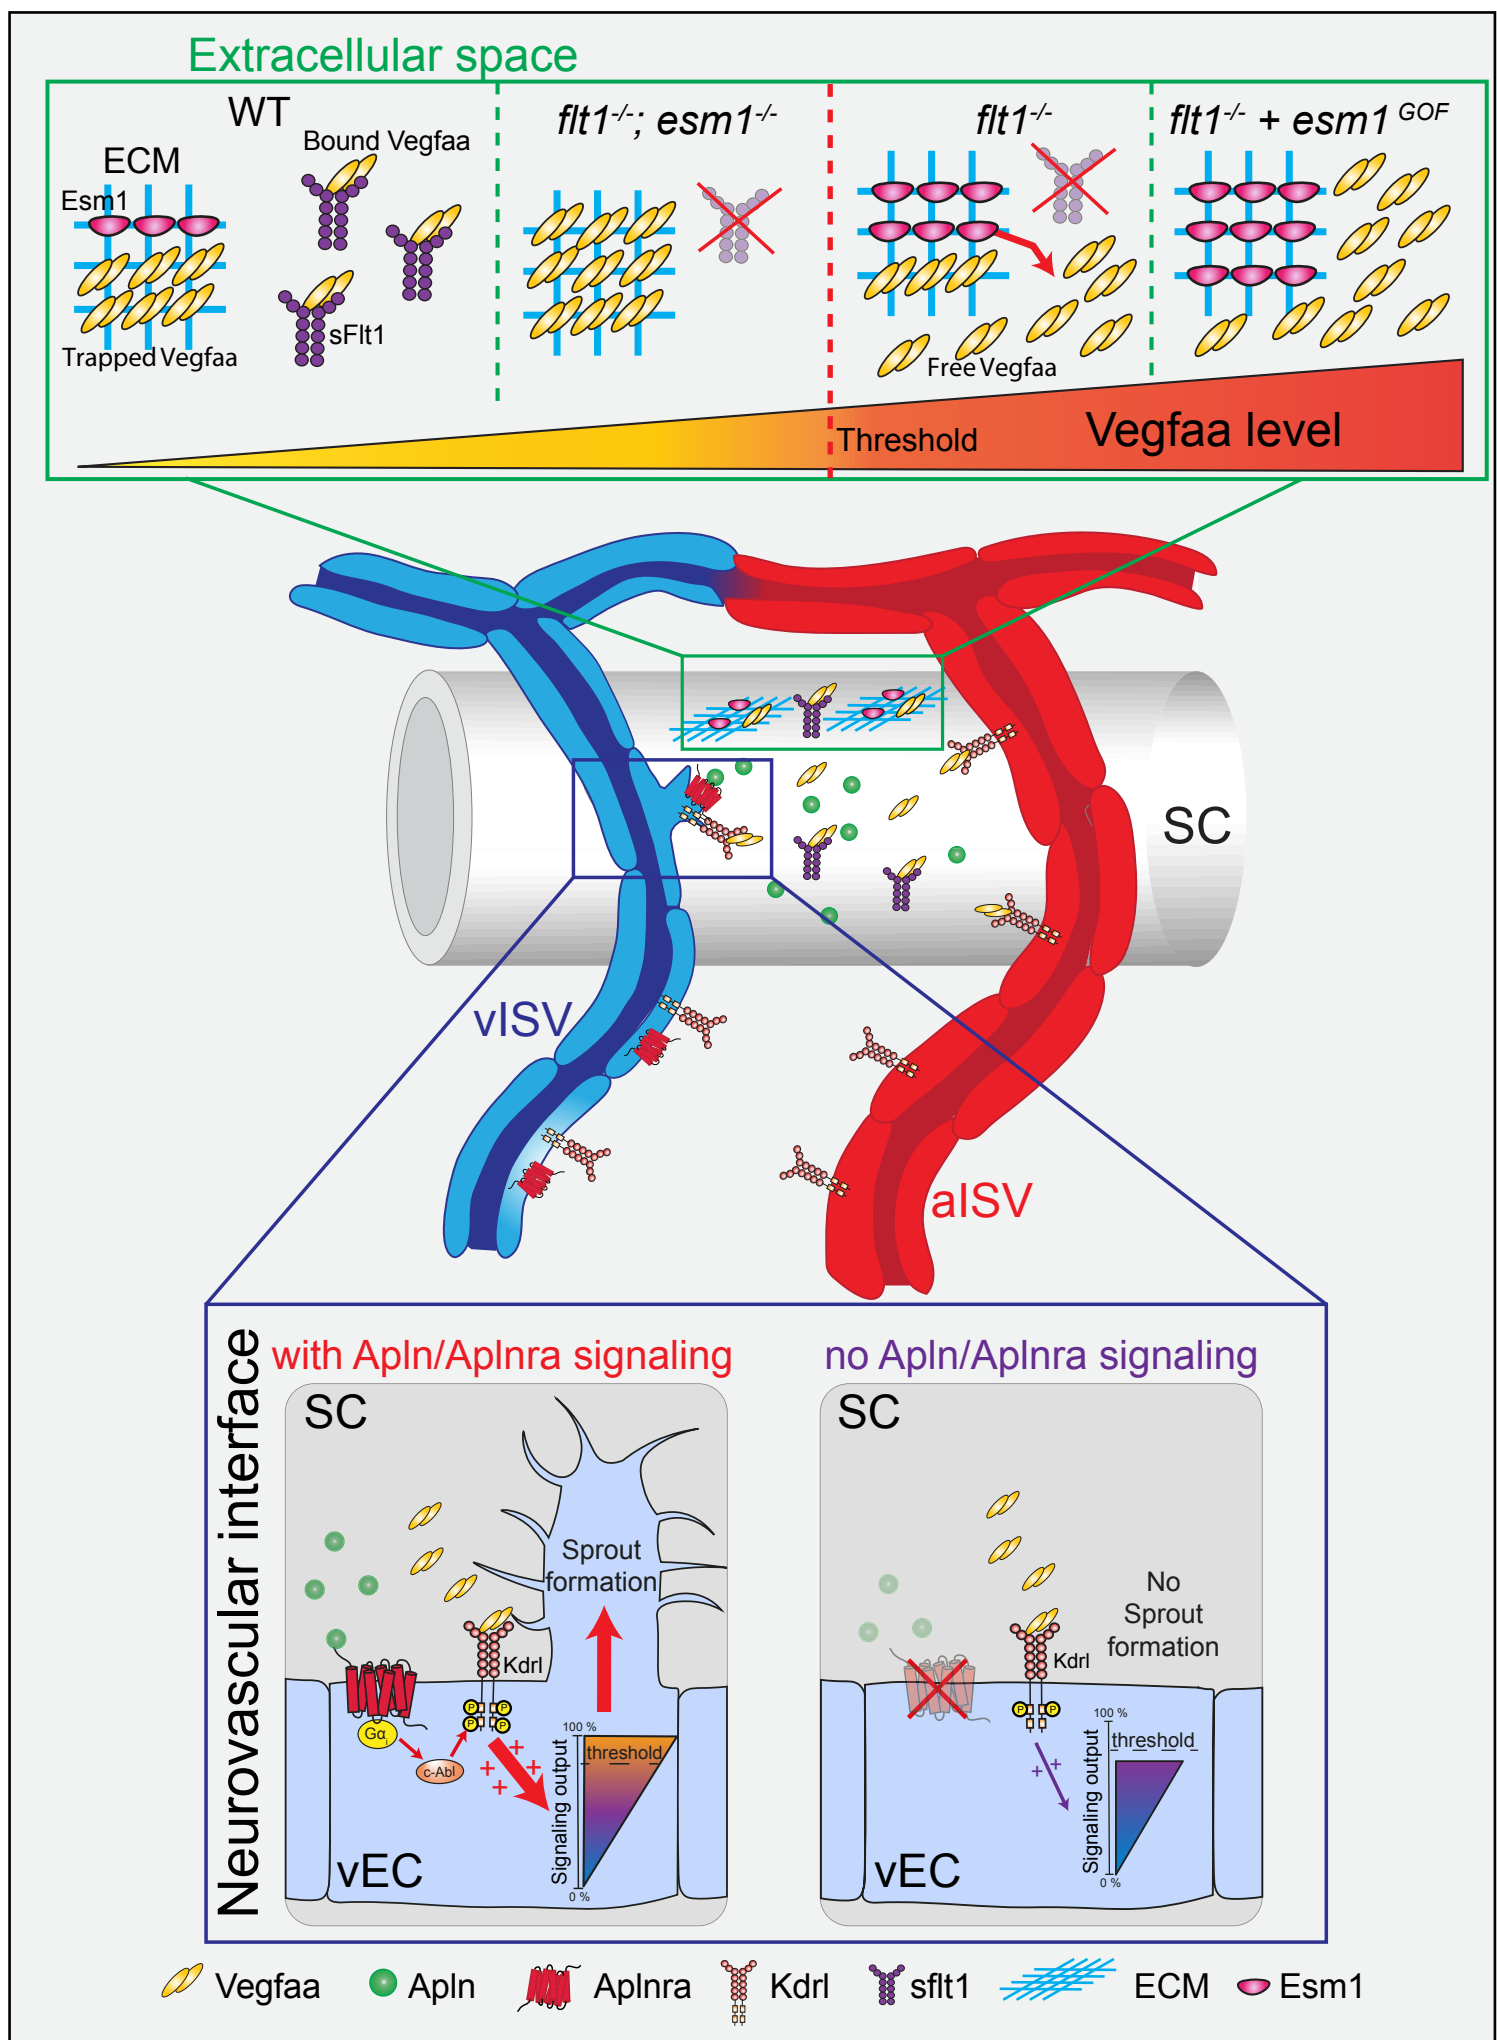

### Supplement Figure 15. Two-tiered regulation of tertiary sprouting.

Schematic illustration of Vegfa driven tertiary sprouting at the neuro-vascular interface in the trunk of the zebrafish embryo.

Top: regulation of Vegf at the level of the Parenchyma. In WT, Vegf is bound to either soluble Flt1 or the ECM, and the levels of free bio-available Vegf are low, and sprouting does not occur. In *flt1*<sup>-/-</sup>; *esm1*<sup>-/-</sup> double mutants, in the absence of *esm1* expression, Vegf initially trapped by soluble Flt1 now binds to the ECM. Vegf bio-availability levels remain low and consequently, sprouting is not induced. In *flt1*<sup>-/-</sup> mutants and in the presence of normal *esm1* expression levels, loss of soluble Flt1 (sFlt1) results in an increase of Vegf bio-availability and sprouting is induced. *Esm1* gain of function results in displacement of Vegf from ECM binding moieties. Combining *esm1* gain of function with loss of sFlt1 (*flt1*<sup>-/-</sup> + *esm1*<sup>GOF</sup>), results in high Vegf bio-availability and augments tertiary sprouting above the level observed in *flt1*<sup>-/-</sup> mutants with normal *esm1* expression levels.

Middle: interaction between parenchyma and the dorsal aspect of venous intersegmental vessels.

Bottom Left: cross-talk at the neuro-vascular interface in the presence of Apelin-receptor-a (Aplnra). *Aplnra* genetically interacts with *Kdrl* via the GαI domain and c-Abl kinase to enhance *Kdrl* signaling output above the threshold to induce tertiary sprouting. The ligands Apelin and Vegfa are provided by the neural cells of the surrounding parenchyma.

Bottom Right: in the absence of *Aplnra*, *Kdrl* signaling strength is not enhanced, stays below the threshold, and sprouting is not induced.

ECM, extracellular matrix; GOF, gain of function; SC, spinal cord; vISV, venous intersegmental vessel; aISV, arterial intersegmental vessel; vEC, venous endothelial cell.

**Supplementary table 1:** sgRNAs used to generate *esm1* mutant.

| sgRNA name    | Sequence (5'-3')     |
|---------------|----------------------|
| 5' UTR sgRNA1 | GAAGATCGCATCCAACCCGC |
| Exon 3 sgRNA2 | AGACAGTAATAATGTTCCCT |

**Supplementary table 2:** Primer for genotyping

| Primer name   | Sequence (5'-3')           |
|---------------|----------------------------|
| Esm1_PCR1_fwd | CTGAGCCGCTTCATTCACTG       |
| Esm1_PCR1_rev | TTATGCTTTAAATGTAGCACTCGAT  |
| Esm1_PCR2_fwd | CTGAGCCGCTTCATTCACTG       |
| Esm1_PCR2_rev | ATGGGATGCCATATCTGTGAACT    |
| Aplnra_fwd    | GCTGCCAGAGATTGGGATAA       |
| Aplnra_rev    | CGAGGTAGCGGTCAAACTC        |
| Aplnrb_fwd    | CTGACCTGAGCACATGACAAA      |
| Aplnrb_rev    | CTGAGTGCTGGTCAGGGAGT       |
| Flt1_fwd      | ACACCTGAAGCATCTTACCTGTGA   |
| Flt1_rev      | CAGCTCAACACACACAGTATTGTTTA |

**Supplementary table 3:** Primer for p5E entry vector generation

| Primer name       | Sequence (5'-3')              |
|-------------------|-------------------------------|
| mdk_flt4_fwd_Sall | CGCGTCGACAATTCCGCAGTCCGTCAATA |
| Mdk_flt4_rev_SmaI | CTACCCGGGCCTCCAGATCTCCAGTCCAG |

**Supplementary table 4:** Primer for pME vector generation

| Primer name    | Sequence (5'-3')               |
|----------------|--------------------------------|
| Apln_fwd_AfeI  | CGCAGCGCTATGAATGTGAAGATCTTGACG |
| Apln_rev_XbaI  | CGATCTAGATGTCAAAGTACCTTGCT     |
| Esm1 fwd       | GCGCCCGGGCGTGTGTTTGCCATCCTG    |
| Esm1 rev       | ATTCTCGAGTCAGCGAGGGGTGAGG      |
| Apela_SmaI_fwd | GAACCCGGGAGATTCTTCCACCCG       |
| Apela_XhoI_rev | GGACTCGAGTCAAGGGAAAGGTACTC     |

**Supplementary table 5:** Primer for esm1 BAC recombineering

| Primer name           | Sequence (5'-3')                                                               |
|-----------------------|--------------------------------------------------------------------------------|
| Esm1_HA1_control_fwd  | CTGAGCCGCTTCATTCACTG                                                           |
| Esm1_HA1_control_rev  | ATTTGTCCGGGCAATTCACG                                                           |
| Esm1_HA1_mCitrine_fwd | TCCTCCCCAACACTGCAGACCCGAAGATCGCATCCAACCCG<br>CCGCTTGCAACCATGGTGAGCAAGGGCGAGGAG |
| Esm1_HA1_mCitrine_rev | GGACACGCTGAACTTGTGG                                                            |
| pTarBAC_HA1_iTol2_fwd | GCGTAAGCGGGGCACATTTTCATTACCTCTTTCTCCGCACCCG<br>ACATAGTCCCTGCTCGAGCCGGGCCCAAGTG |
| pTarBAC_HA1_iTol2_rev | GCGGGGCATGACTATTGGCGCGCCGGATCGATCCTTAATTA<br>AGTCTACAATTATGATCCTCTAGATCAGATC   |
| pTarBAC_HA1_Cntrl_fwd | CTGTCAAACATGAGAATTGGTC                                                         |
| pTarBAC_HA1_Cntrl_rev | GAGAGCCTTCAACCCAGTC                                                            |

**Supplementary table 6:** Morpholinos

| Target         | Type   | Sequence (5' -3')          | amount [ng] |                     |
|----------------|--------|----------------------------|-------------|---------------------|
| <i>apln</i>    | 5' UTR | GATCTTCACATTCATTTCTGCTCTC  | 1           | Scott et. al 2007   |
| <i>aplnra</i>  | 5' UTR | TGTATTCCGACGTTGGCTCCATTTG  | 1           | Scott et. al 2007   |
| <i>aplnrb</i>  | 5' UTR | CAGAGAAGTTGTTTGTCATGTGCTC  | 1           | Scott et. al 2007   |
| <i>cxcr4a</i>  | ATG    | AGACGATGTGTTCTGTAATAAGCCAT | 1           | Hollway et. al 2007 |
| <i>cxcl12a</i> | ATG    | ACTTTGAGTCCATGTTTGGCAGTG   | 1           | Li et. al 2007      |
| <i>dll4</i>    | SB     | TAGGGTTTAGTCTTACCTTGGTCAC  | 6           | Geudens et. al 2010 |
| <i>flt1</i>    | ATG    | ATATCGAACATTCTCTTGGTCTTGC  | 1           | Krueger et. al 2011 |
| <i>trioa</i>   | 5' UTR | AGCTCATGGCTGACGAAAAACACA   | 0.7         | Klems et. al 2020   |
| control        |        | CCTCTTACCTCAGTTACAATTTATA  |             | GeneTools           |

**Supplementary table 7:** Inhibitors and chemicals

| Name                | Target           | Final Concentration | Solvent          | Manufacturer |
|---------------------|------------------|---------------------|------------------|--------------|
| AZ67                | PFKB3            | 40 $\mu$ M          | DMSO             | Sigma        |
| CXCR4a Antagonist I | CXCR4a           | 25 $\mu$ M          | H <sub>2</sub> O | Merck        |
| Dasatinib           | cAbl             | 4 $\mu$ M           | DMSO             | Selleckchem  |
| Olverembatinib      | cAbl             | 10 $\mu$ M          | DMSO             | Selleckchem  |
| ITX3                | Trio Gef1 domain | 100 $\mu$ M         | DMSO             | Sigma        |
| NSC 23766           | Rac1             | 100 $\mu$ M         | DMSO             | Merck        |
| LY294002            | PI3K             | 5 $\mu$ M           | DMSO             | Merck        |
| DEXTRAN-FTIC        |                  | 1 mg/ml             | H <sub>2</sub> O | Sigma        |
| DMSO                |                  |                     |                  | Sigma        |

**Supplementary table 8: qPCR primers**

| Target      | Sequence (5' -3')       |
|-------------|-------------------------|
| Trioa_fwd   | ACATCGCCCTCATCATCAAACC  |
| Trioa_rev   | GCCGAGCATTGCCTGTAAAGTC  |
| Apln_fwd    | GCAGGGAAACGGAGGGAGG     |
| Apln_rev    | CTCTTTGCTATGCTCGGTGGAGG |
| Esm1_fwd    | TTGTGACAGAGAAACCGGCG    |
| Esm1_rev    | AACCCACTTCATTACCTGCTTCA |
| Aplnra_fwd  | GGACAAAACCTCTGGGGGTGAA  |
| Aplnra_rev  | ACACTCGCATCCACTCATCG    |
| Aplnrb_fwd  | CCTCTTGCGCTATGGACTTC    |
| Aplnrb_rev  | GCCTGCAATCCAGTAGGTCT    |
| b-actin_fwd | CGTGACATCAAGGAGAAGCT    |
| b-actin_rev | TCGTGGATACCGCAAGATTC    |

## References

1. Scott, I. C. *et al.* The G Protein-Coupled Receptor Agtr1b Regulates Early Development of Myocardial Progenitors. *Dev Cell* **12**, 403–413 (2007).
2. Hollway, G. E. *et al.* Whole-Somite Rotation Generates Muscle Progenitor Cell Compartments in the Developing Zebrafish Embryo. *Dev Cell* **12**, 207–219 (2007).
3. Geudens, I. *et al.* Role of Delta-like-4/Notch in the Formation and Wiring of the Lymphatic Network in Zebrafish. *Arterioscler Thromb Vasc Biol* **30**, 1695–1702 (2010).
4. Krueger, J. *et al.* Flt1 acts as a negative regulator of tip cell formation and branching morphogenesis in the zebrafish embryo. *Development* **138**, 2111–2120 (2011).
5. Klems, A. *et al.* The GEF Trio controls endothelial cell size and arterial remodeling downstream of Vegf signaling in both zebrafish and cell models. *Nat Commun* **11**, (2020).
6. Li, Q. *et al.* Chemokine Signaling Guides Axons within the Retina in Zebrafish. *Journal of Neuroscience* **25**, 1711–1717 (2005).

# Supplementary material for: Parenchymal cues define Vegfa-driven venous angiogenesis by activating a sprouting competent venous endothelial subtype
**Source:** Nat Commun. 2024 Apr 10;15:3118. doi: 10.1038/s41467-024-47434-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

### File Name: Supplementary Movie 1

#### Description: Tertiary sprouts emanate from veins

Time-lapse imaging during tertiary sprout elongation and anastomosis formation in *Tg(-0.8flt1:RFP;flt4:mCitrine)*. Arteries are marked by *Tg(-0.8flt1:RFP)* (red), veins by *Tg(flt4:mCitrine)* (green). Time-lapse from 80 hpf to 99.5 hpf at 2 frames per hour. Scale bar represents 20µm.

### File Name: Supplementary Movie 2

#### Description: Ventral-dorsal migration of EC in venous ISVs of WT

Time-lapse imaging of *Tg(kdrl:Hsa.HRAS-mCherry;fli1:nEGFP)* reporter showing venous endothelial cell movements in WT between 55 hpf and 73 hpf. 3 frames per hour. Arrowheads indicate individual vEC nuclei. Scale bar represents 20µm.

### File Name: Supplementary Movie 3

#### Description: Ventral-dorsal migration of EC in venous ISVs of *flt1*<sup>-/-</sup>

Time-lapse imaging of *Tg(kdrl:Hsa.HRAS-mCherry;fli1:nEGFP)* reporter showing venous endothelial cell movements in *flt1*<sup>-/-</sup> between 55 hpf and 73 hpf. 3 frames per hour. Arrowheads indicate individual vEC nuclei. Scale bar represents 20µm.

### File Name: Supplementary Movie 4

#### Description: Ventral-dorsal migration of venous and arterial EC in vISVs of *flt1*<sup>-/-</sup>

Time-lapse imaging of *Tg(-0.8flt1:RFP;flt4:mCitrine)* during venous remodelling process in *flt1*<sup>-/-</sup> mutant between 49 hpf and 66 hpf. 2 frames per hour. Venous endothelial cells (green) migrate from the PCV into the venous ISV and displace the arterial endothelial cells (red). Scale bar represents 20µm.

### File Name: Supplementary Movie 5

#### Description: Ventral-dorsal migration of venous and arterial EC in vISVs of *flt1*<sup>-/-</sup> injected with *aplnra* morpholino.

Time-lapse imaging of *Tg(-0.8flt1:RFP;flt4:mCitrine)* during venous remodelling process in *flt1*<sup>-/-</sup> with *aplnra* loss of function between 49 hpf and 66 hpf. 2 frames per hour. Venous endothelial cells (green) have reduced migration and are not displacing the arterial endothelial cells (red). Scale bar represents 20µm.

# Supplementary material for: Parenchymal cues define Vegfa-driven venous angiogenesis by activating a sprouting competent venous endothelial subtype
**Source:** Nat Commun. 2024 Apr 10;15:3118. doi: 10.1038/s41467-024-47434-x
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw data of single-cell RNA-seq generated in this study have been deposited in the Gene Expression Omnibus database under accession code GSE227806 and GSE227696

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected.  
Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race/ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.)  
Please provide details about how you controlled for confounding variables in your analyses.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Palaeontology and Archaeology

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

29/22, 35-9185.64/BH KIT)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

### Experiments of concern

Does the work involve any of these experiments of concern:

## Plants

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

#### Data access links

May remain private before publication.

For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.

#### Files in database submission

Provide a list of all files available in the database submission.

#### Genome browser session

(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

### Methodology

#### Replicates

Describe the experimental replicates, specifying number, type and replicate agreement.

#### Sequencing depth

Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.

#### Antibodies

Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.

#### Peak calling parameters

Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.

#### Data quality

Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.

#### Software

Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Per sample, 100 embryos (Tg(kdrl:eGFP)) were collected and dissociated into a cell suspension as described in Bresciani et al., 2018. Briefly, the embryos were dissociated with a mix of 0.25% Trypsin and collagenase (4mg/mL) in DMEM, centrifuged to collect the cells, resuspended in DMEM + 10% Fetal Bovine Serum and filtered to remove debris. Cells were then FACS sorted for GFP+ cells.

#### Instrument

BD flow cytometer.

#### Software

BD software.

#### Cell population abundance

The purity of the cell population was determined after the single cell sequencing and analysis. 

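In the endothelial clusters, the share of cells with at least 1 kdrl UMI was 85.4% (95% confidence interval 79.3 to 90.2, exact Clopper-Pearson) of 178 cells in WT replicate 1 and 79.9% (75.1 to 84.2) of 314 cells in WT replicate 2. It was 78.3% (73.8 to 82.3) of 387 cells in flt1−/− replicate 1 and 80.5% (75.8 to 84.6) of 328 cells in flt1−/− replicate 2. The paper's reported values are 85% and 80% for WT and 78% and 79% for flt1−/−. The mean of 81.0% ± 3.06 (SD, n = 4 libraries) was measured at a median of 7802 UMIs per cell. After thinning to 1000 UMIs per cell the mean was 48.6%, and in blood endothelial cells alone, without thinning, it was 93.8%. As a background, 3.26% of 184 erythrocyte-like cells, with a median of 19051 UMIs, held a kdrl UMI without thinning and 1.09% of 183 with it. The intervals cover counting error only. The endothelial clusters made up 24.2% and 28.7% of the cells kept from WT and 18.7% and 25.3% of those kept from flt1−/−.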

We determined the percentage of cells that expressed kdrl in the EC subclustering dataset:

-WT sample 1: 85%  
-WT sample 2: 80%  
-flt1 mutant sample 1: 78%  
-flt1 mutant sample 2: 79%

#### Gating strategy

Cell suspensions were stained with DAPI to identify and exclude dead cells. A comparison of the cell population between a non-fluorescent control (cells from non-transgenic embryos) and the samples containing GFP+ cells was used to identify the GFP+ population. Debris and aggregates were excluded based on size.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

### Acquisition

### Preprocessing

### Statistical modeling & inference

### Models & analysis

How the deposited data were processed for this re-analysis (not part of the article)

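GFP+ cells were sorted from Tg(kdrl:EGFP) embryos at 3 dpf, and 4 libraries were made with the 10x Genomics single cell 3′ protocol, 2 from WT and 2 from flt1−/− embryos. The paper and the sample labels name different versions of the chemistry. The authors counted UMIs per gene in called cells with Cell Ranger on the zebrafish genome, and the deposited values are whole, unnormalized counts, with at least 500 UMIs in every called cell. The total was 16828951 UMIs in WT replicate 1, 23905481 in WT replicate 2, 33837917 in flt1−/− replicate 1 and 21304610 in flt1−/− replicate 2, and the median per called cell was 8059.5, 14460, 6635 and 7968. Coordinates of genes are not given, since no reference genome came with the series. Gene symbols and identifiers are those of the files.

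Cells with more than 200 and fewer than 4500 genes and under 5% mitochondrial counts were kept, as in the paper. Doublets were not removed: scrublet in scanpy 1.11.5 marked 26 of 7405 cells, far fewer than loading that many cells should give, so its calls were used only in alternatives. Counts were normalized in Seurat 5.3.0 (R 4.3.3) with a scale factor of 10000, and 2000 variable genes, less the tested genes, were scaled. All libraries were clustered together on 20 principal components at resolution 0.5, and the endothelial clusters again at resolution 1. No integration across libraries was applied. Classes were named from fixed lists of marker genes that did not hold the tested genes. A marker counted when its mean was at least 2 times (clusters) or 1.5 times (subclusters) the mean of the other groups and at least 10% of the cells held it, and a class needed at least 3 markers. A subcluster was called arterial-like or venous-like when the shares of arterial and venous markers differed by at least 0.2. The thresholds for naming, and the rules by which a group's leading genes can take a name away, were set after the clusters and the mean levels of the tested genes in each subcluster had been seen, and the rules were changed in 2 rounds. Earlier versions left subcluster 4 unnamed.

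Blood endothelial cells are the cells of subclusters from the blood endothelial cluster that were not proliferating-like. Seurat's module scores over the arterial, venous and tip cell lists ranked these cells. For each comparison, UMIs were summed over the cells of each library and group, normalized with TMM, filtered with filterByExpr and tested with the two-sided quasi-likelihood F-test of edgeR 4.0.16. Library was a block in the comparisons of groups of cells within libraries. Genotype alone was the term in the comparison of flt1−/− with WT. The standard error is the size of the log2 fold change divided by the square root of F. P-values were adjusted with the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05, and the marker genes that define the scores were removed from the tested genes. The number of tested genes was 3528 for the slope over 5 bins, 4615 for venous-like against arterial-like cells, 4643 for the tip score and 7372 for genotype. Sums of venous-like or arterial-like cells needed at least 10 cells. Values in CPM are not TMM-scaled and are given as mean and SD over libraries. Beside edgeR, the order of bins was permuted within libraries 100000 times, and the sign of the difference was flipped in all 16 ways over the 4 libraries. The comparisons, the marker lists, the genes to be named and most alternatives were chosen before the data were examined. The genes to be named were every gene the paper names for these data and, for genotype, the 10 genes with the largest change among those past the threshold and changed the same way in both pairs of replicates, of which there were none. The comparison of aplnrb and apln between venous-like and arterial-like cells, the alternatives that left out the highest scrublet scores and the one that left subcluster 4 out of the arterial-like cells were added after the data had been seen.

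Shares of cells with a UMI were computed at the depth of each cell and after each cell was thinned at random to 1000 UMIs (2000 as an alternative), with cells below that depth left out, 27 of the 560 blood endothelial cells at 1000. Intervals are 95% exact Clopper-Pearson intervals, and the limit that a count of 0 allows is 3 counts over the number of cells. Both cover counting error only. Erythrocyte-like cells served as the background for free RNA.

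The tests were tried on simulated counts with the means, dispersions and library sizes of the real sums and 200 changed genes. For the slope over bins, the test recovered 25.0% of tested genes with a simulated slope of 0.2 and 98.7% with one of 0.5. For venous-like against arterial-like cells it recovered 43.8% at a log2 change of 1 and 99.4% at 2, and for the tip score 18.9% and 85.5%. False calls were 1 of 43 and 8 of 155 for the 2 slopes. For venous-like against arterial-like cells they were 9 of 86 (10.5%) at a log2 change of 1 and 10 of 181 at 2. For the tip score they were 2 of 36 and 9 of 162. For genotype the test recovered 5.82% at a log2 change of 1, where 8 of 19 calls were false, and 59.6% at 2, where 6 of 115 were.

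The alternatives changed, one at a time, the variable genes, the treatment of doublets, the number of principal components, the resolution of sub-clustering, the upper limit on genes, the mitochondrial limit, the size factors, the test (DESeq2 1.42.0), the filter on low counts, the number of bins, the proliferating-like cells, the definition of tip cells and the libraries used. The CellChat analysis and the neural subclusters of the paper come from unsorted trunk cells, and the higher expression in flt1−/− from qPCR on embryo trunks. Both were left out, since no file of this series covers them. The sorted libraries held a neuron-like cluster of 122 cells, which was not compared with the paper.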

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

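The tests of free RNA and of doublets as sources of apln in thrombocyte-like cells were chosen after the level of apln in these cells had been seen. The other tests in this part were chosen before their results were seen.

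The cells sorted with the endothelium include 187 thrombocyte-like cells (cluster 11), on which the paper does not report for this dataset. Their apln level was 2557 CPM (SD 870, n = 4 libraries), at least 15.5 times that of the blood endothelial cluster of the same library. That cluster includes proliferating-like cells. The thrombocyte-like cluster was formed without apln among the variable genes. The level was 1608 and 2627 CPM in WT and 2298 and 3695 CPM in flt1−/−, so that the genotypes overlapped. The tables argue against 3 technical sources. Free RNA would reach all droplets, whereas at their own depth 3.72% of granulocyte-like and 0.5% of erythrocyte-like cells held an apln UMI (means over libraries). In thrombocyte-like cells, which were less deep (median 6783 UMIs against 26772 and 19051), the mean was 98.0%. After thinning to 1000 UMIs per cell, 1.80% of granulocyte-like cells and 0 of 183 erythrocyte-like cells held one, but thinning dilutes free RNA more in deeper cells. Droplets that also held an endothelial cell would not have more apln than endothelial cells alone. The lowest ratio to the blood endothelial cluster over the 4 libraries was 15.5. A few cells with very high counts would leave most cells without apln, and 77.4% of thinned thrombocyte-like cells held it. Whether reads of another transcript were assigned to apln was not tested and stays open.

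A proliferating-like cluster outside the endothelial subset (cluster 17, 92 cells) had an apln level of 1286 CPM (SD 466, n = 3 libraries with at least 10 cells), above that of blood endothelial cells in each of these libraries. Among its cells with more apln than the median of the cluster, 100% held UMIs of at least 3 of 6 thrombocyte marker genes, against 23.9% of the other cells, and the share was higher in 4 of 4 libraries. Endothelial cells in the cluster do not account for the level, since at least 3 of 14 pan-endothelial marker genes were found in 15.2% of the cells with much apln and in 69.6% of the others. The values are consistent with a mixed cluster in which the apln comes from proliferating thrombocyte-like cells, which remains a hypothesis tested on the data it came from.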

How the results depend on the processing

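The alternatives that left out the highest scrublet scores or subcluster 4, and the comparison of aplnrb and apln between venous-like and arterial-like cells, were chosen after the data had been seen. The other alternatives were set beforehand. Where an alternative changed a result, the cause was not tested unless one is named. The slope of apln along the arterio-venous axis kept its direction and stayed past the threshold in all 19 alternatives, from −1.34 to −0.71 with 5 bins and at −1.62 per wider bin with 3. The same holds for venous-like against arterial-like cells in 16 alternatives each for apln, from −5.52 to −2.50, and aplnrb, from −1.84 to −0.63. For trioa the slope stayed positive and short of the threshold in 18 alternatives, from 0.064 to 0.19 with 5 bins and at 0.22 per wider bin with 3, as did the comparison of venous-like with arterial-like cells in 16, from 0.21 to 0.72. With WT libraries alone trioa was removed by the filter on low counts, so that its slope has no value there.

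The slope of aplnra, 0.20, was positive in all 19 alternatives and passed the threshold in 11 of them. It was 0.33 with the tested genes kept among the variable genes, 0.33 without the cells marked by scrublet, 0.32 without the highest scrublet scores, 0.31 with 30 principal components, 0.33 at resolution 0.5 and 0.34 at resolution 1.5. With no upper limit on genes it was 0.33, with a mitochondrial limit of 10% 0.33, with no filter on low counts 0.20 and with proliferating-like cells kept 0.31. Over the fits that each left out 1 library it lay between 0.10 and 0.26, and it passed only without WT replicate 1. In WT libraries alone it was 0.055 (adjusted p = 0.78 from edgeR with the Benjamini-Hochberg method) and in flt1−/− libraries alone 0.33 (0.053); the difference between the genotypes was tested separately and was not past the threshold. Over all alternatives the adjusted p of aplnra ranged from 3.9e-04 to 0.78.

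The slope of aplnrb was negative in all 19 alternatives and passed the threshold with DESeq2's Wald test, at −0.25, with no filter on low counts, at −0.23, with 3 bins, at −0.49 per bin, which is a wider bin, and without flt1−/− replicate 2. Leaving out 1 library gave −0.28 to −0.21. With other clusterings or cell filters the slope was smaller in size and short of the threshold. It then lay between −0.19, with 30 principal components, and −0.13, at resolution 0.5 (adjusted p = 0.42 from edgeR with the Benjamini-Hochberg method). Between venous-like and arterial-like cells, the log2 fold change of aplnra lay between 0.71 and 1.097 when 1 library was left out, and it fell short of the threshold only without flt1−/− replicate 2. Without subcluster 4 it was 3.08, a size that rests on a count of 0 aplnra UMIs in the arterial-like cells of 1 of the 2 libraries left.

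For the tip score, the direction of aplnrb was reversed at resolution 1.5, with a log2 fold change of 0.072, and for tip-like subclusters against the other blood endothelial cells, at 0.26. For aplnra it was reversed without WT replicate 1, and the range with 1 library left out was −0.22 to 0.0037, whereas for tip-like subclusters it was −0.57, short of the threshold. The log2 fold change of apln was positive in all 17 alternatives. It passed the threshold without the cells marked by scrublet, at 1.19, with 30 principal components, at 1.75, at resolution 1.5, at 1.25, with no upper limit on genes, at 1.36, with a mitochondrial limit of 10%, at 1.39, for the 20% of cells with the highest score, at 2.08, and for tip-like subclusters, at 1.91. With 1 library left out it was 0.67 to 1.502. The top 10% holds 7 to 18 cells per library, which limits these contrasts.

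For flt1−/− against WT, the number of changed genes was 0 of 7372, with 333 at an unadjusted p under 0.05, and it was also 0 in 9 of 13 alternatives. It was 1 with 30 principal components (si:ch211-121a2.2, log2 fold change 4.18) and 2 with DESeq2's Wald test (the same gene, at 4.17, and s100a10b, at 2.93), and both genes are named because they passed. It was 75 of 17210 genes with no filter on low counts. With replicate number as a block it was 152 of 7372. The deviations of replicates of the same number from their group's mean had a correlation of 0.39 over 7372 genes. With 2 replicates per genotype that cannot establish that they are pairs, and genes are not independent replicates. No count was made with a library left out. On simulated counts the test recovered 59.6% of genes with a log2 change of 2 and 5.82% of those with a change of 1.

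Several changes of the genes named for this comparison reversed in alternatives with a test, none of them past the threshold. For flt1 the log2 fold change was 0.060 with a mitochondrial limit of 10% and 0.043 with no filter on low counts. For aplnra it was 0.0052 with the tested genes kept, 0.034 with 30 principal components, 0.042 at resolution 1.5, 0.076 with no upper limit on genes, 0.030 with no filter on low counts and 0.060 over all endothelial cells. For trioa it was 0.072 without the cells marked by scrublet, 0.045 with 30 principal components, 0.010 at resolution 0.5, 0.0099 at resolution 1.5, 9.4e-05 with no upper limit on genes, 0.18 with a mitochondrial limit of 10%, 0.015 with no filter on low counts and 0.081 over all endothelial cells. Leaving out 1 library leaves 1 in an arm and no test. The log2 fold change then changed sign for flt1 (−0.13 to 0.16), aplnra (−0.35 to 0.37), aplnrb (−0.47 to 0.76), apln (−1.69 to 0.16), trioa (−0.37 to 0.32), tie1 (−0.42 to 0.13) and cdh5 (−0.072 to 0.53), so that none of these has a settled direction. It kept its sign for esm1 (0.55 to 1.05), kdrl (−0.53 to −0.30) and rac1a (0.13 to 0.20). With the block, esm1 passed the threshold, at 0.76.

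The share of endothelial cells with a kdrl UMI, 81.0%, was 93.8% in blood endothelial cells alone, 48.6% after thinning to 1000 UMIs and 62.4% after thinning to 2000. The last 2 values follow from the lower depth. It stayed between 79.6% and 81.9% with 1 library left out. The share of thinned kdrl-positive blood endothelial cells with a trioa UMI was 5.43%, and it was 24.7% at the depth of the cells and 3.598% to 6.55% with 1 library left out. The number of subclusters was 9 to 15 and the number of cells kept 5131 to 5898.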

Differences from the paper's values

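None of the values the paper states for these libraries, the number of endothelial subclusters and the shares of cells with kdrl, differed by more than 1.5 times. Here the number of subclusters was 11 where the paper reports 12. It was 12 with the tested genes kept among the variable genes, with a mitochondrial limit of 10% and with the highest scrublet scores left out, an alternative chosen after seeing the values.

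The paper describes a zonation of aplnra, low in the arterial domain and rising steadily toward the venous domain. Here the slope of 0.20 per bin did not pass the threshold after adjustment over all tested genes (unadjusted p = 0.019 from edgeR). The mean fell from 364 CPM in bin 3 to 338 CPM in bin 4. The slope passed the threshold with the tested genes kept among the variable genes, without the cells marked by scrublet, with 30 principal components, at resolutions 0.5 and 1.5, with no upper limit on genes, with a mitochondrial limit of 10%, with no filter on low counts, with proliferating-like cells kept, without WT replicate 1, and without the highest scrublet scores, an alternative chosen after seeing the values. Venous-like cells did have more aplnra than arterial-like cells (log2 fold change 0.94), past the threshold. In the 2 libraries with at least 10 cells of venous-like subcluster 7, its level was close to and not above that of arterial-like subcluster 4.

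The paper states that aplnrb is found mostly in arterial tip cells. By tip score, which does not single out arterial cells, the log2 fold change was −0.26, in 2 of 4 libraries upward. It was not past the threshold in any of 17 alternatives. It was 0.072 at resolution 1.5 and 0.26 for tip-like subclusters. The highest mean of a subcluster was in arterial-like, tip-like subcluster 10, the direction the paper reports. The slope of aplnrb along the axis, −0.23, did not pass the threshold except with DESeq2's Wald test, with no filter on low counts, with 3 bins or without flt1−/− replicate 2, whereas the log2 fold change of −1.35 between venous-like and arterial-like cells, a comparison added after the values had been seen, did.

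The paper states that trioa is prominent in the venous domain. Here the log2 fold change between venous-like and arterial-like cells was 0.48 and the slope 0.12 per bin. None of the alternatives brought either past the threshold.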

Other observations

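In sorted blood endothelial cells, 0 of 7372 genes differed between flt1−/− and WT libraries (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 333 had an unadjusted p under 0.05. The paper measured higher aplnra, aplnrb, apln, trioa and esm1 in flt1−/− by qPCR on embryo trunks, which these libraries of sorted cells do not test. Here the log2 fold changes were −0.02 for aplnra, 0.03 for aplnrb, −0.58 for apln and −0.05 for trioa, and none passed the threshold. For flt1 the level was 371 and 302 CPM in WT and 374 and 306 CPM in flt1−/−, a log2 fold change of −0.02. For esm1 it was 972 and 713 CPM in WT and 1217 and 1726 CPM in flt1−/−, the direction the paper reports. Its log2 fold change was 0.74 (unadjusted p = 0.0499 from edgeR, adjusted p = 0.996 with the Benjamini-Hochberg method). Both calls depend on the model: with replicate number as a block, 152 of 7372 genes passed the threshold, and esm1 had a log2 fold change of 0.76 and an adjusted p of 0.016 (edgeR with the Benjamini-Hochberg method; 0.016 to 1.0 over the alternatives for esm1). The files do not state that replicates of the same number are pairs, and the correlation of 0.39 between their deviations does not establish it with 2 replicates per genotype. The signs of the changes in flt1, aplnra, aplnrb, apln and trioa depended on which library was left out.

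The slope of apln along the arterio-venous axis differed between the genotypes by −0.63 on the log2 scale per bin. The unadjusted p was 0.0041 from edgeR's test of the interaction, the adjusted p was 0.64 over 3806 genes with the Benjamini-Hochberg method, and it was 0.016 for apln adjusted over the list alone, which holds 4 genes. For aplnra the difference was 0.27 (edgeR, unadjusted p = 0.089, Benjamini-Hochberg adjusted p = 0.81 over all genes). Genotype varies only between libraries, while this test takes the bins of each library as separate observations. Its p-values therefore do not measure how far slopes vary between libraries of the same genotype, and no difference between genotypes can be concluded from them.

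Of the 1207 endothelial cells, 2 held an apela UMI, a share of 0.166% (exact Clopper-Pearson interval 0.0201 to 0.597). Among the clusters outside the endothelium, the mean apela level was highest in the epithelial-like cluster 4, at 21.4 ± 15.8 CPM (SD, n = 4 libraries).

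Outside blood endothelium, aplnra was also found in the endocardial-like cluster, at 265 ± 57.1 CPM (SD, n = 4 libraries), where the blood endothelial cluster had 294 ± 66.4 CPM. The level of esm1 was 1263 ± 271 CPM in the lymphatic-like cluster and 1166 ± 379 CPM in the blood endothelial cluster.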
